# Piezo1-mediated mechanotransduction regulates the translational activity, function and lung pathogenicity of group 2 innate lymphoid cells

**DOI:** 10.1038/s41392-025-02350-4

**Published:** 2025-08-21

**Authors:** MinYeong Lim, Seonjun Park, Yoon Ha Joo, Sung Eun Kim, Min Hee Ham, TaeSoo Kim, Kihyuck Kwak, Sung Joon Kim, Jung Chan Lee, Sung Ho Park, Hye Young Kim

**Keywords:** Innate immune cells, Inflammation, Translational immunology, Innate immunity

## Abstract

Group 2 innate lymphoid cells (ILC2s) are central effectors of type 2 immune responses in the lung; however, how mechanical cues regulate their function remains unclear. Here, we identified the mechanosensitive ion channel Piezo1 as a key regulator of ILC2 effector function through translational control. Piezo1 is highly expressed in murine and human ILC2s, and its activation by mechanical stress or the Piezo1 agonist, Yoda1 induces calcium influx, triggering mTOR signaling and selectively enhancing IL-13 protein production. Conditional deletion of Piezo1 in ILC2s reduced mTOR activation and puromycin incorporation, leading to impaired protein synthesis and attenuated lung inflammation and fibrosis in the IL-33, *Alternaria alternata*, and bleomycin models. scRNA-seq and scATAC-seq confirmed that Piezo1-deficient ILC2s retained *Il13* transcription and chromatin accessibility but presented translational suppression, as evidenced by protein‒mRNA interactions. Pharmacologic mTOR inhibition phenocopied Piezo1 loss, supporting the functional relevance of the Piezo1–mTOR axis. These findings demonstrate that Piezo1 functions as a mechanosensor that integrates biomechanical cues to regulate cytokine output via mTOR-mediated translation. Targeting Piezo1 signaling or its downstream effectors may provide therapeutic benefits in type 2 inflammation–associated lung diseases.

## Introduction

The lung is one of the most complex and dynamic organs in the human body and performs critical physiological functions such as gas exchange, mucociliary clearance, and immune surveillance.^1^ It is constantly exposed to airborne environmental challenges, including pollutants, allergens, and pathogens, while it processes thousands of liters of air each day.^2^ These respiratory dynamics subject the lung parenchyma—particularly the alveolar regions—to continuous mechanical forces such as shear stress, stretching, and pressure changes. These forces, although part of normal respiration, can pose a threat to the structural integrity of the lung and are known to modulate local immune responses.^3^ To counteract such stressors and maintain pulmonary homeostasis, the lung relies on a diverse network of structural and immune cells capable of detecting both external stimuli and internal biomechanical changes. Despite the increasing appreciation for the role of mechanical forces in lung physiology, the specific molecular sensors and signaling pathways that mediate immune cell responses to such forces remain incompletely understood.

Mechanotransduction—the biological process by which cells convert mechanical stimuli into biochemical signals—is essential for adapting cellular behaviors to dynamic physical environments.^3,4^ This process governs key aspects of development, tissue maintenance, and immunity across multiple organ systems. Within the immune system, both innate and adaptive cells respond to mechanical forces. For example, epithelial cell stretching promotes proliferation,^5^ whereas cyclic strain on dendritic cells (DCs) enhances their antigen-presenting capabilities.^6^ At the molecular level, mechanotransduction frequently involves the activation of mechanosensitive ion channels (MSICs), which detect membrane deformation and permit the influx of ions—primarily calcium ions (Ca²⁺)—into the cytoplasm.^7^ The resulting increase in intracellular Ca²⁺ can trigger cytoskeletal remodeling and initiate downstream pathways that regulate gene expression, protein translation, migration, and cytokine secretion. Among MSICs, Piezo1 has emerged as a central and evolutionarily conserved mechanosensor. It responds specifically to mechanical stimuli, such as stretch and shear stress, and has been implicated in numerous physiological processes, including vascular development, neural function, and immune regulation.^8–11^ In immune cells such as macrophages, DCs, and T cells, Piezo1 activation enhances motility, cytokine production, and T-cell priming, particularly within mechanically dynamic tissues such as the lung, heart, and tumor microenvironments.^10,12,13^ Piezo1 also enables T cells to sense fluid shear stress and enhances their activation during inflammation; notably, its deletion reduces disease severity in autoimmune models such as experimental autoimmune encephalomyelitis.^11^ These findings suggest that Piezo1 may serve as a critical link between mechanical cues and immune cell function, but whether Piezo1 exerts similar effects on innate lymphoid cells has not been fully explored.

In the lung, group 2 innate lymphoid cells (ILC2s) represent a key subset of immune effectors that respond rapidly to epithelial stress and damage. Unlike T and B lymphocytes, ILC2s lack antigen-specific receptors and instead rely on cytokine signals, particularly epithelial-derived alarmins such as IL-25, IL-33, and thymic stromal lymphopoietin (TSLP), to initiate activation.^14^ Once activated, ILC2s secrete hallmark type 2 cytokines—including IL-5, IL-9, and IL-13—which recruit eosinophils, activate macrophages, and enhance T-cell responses. These functions are essential for tissue repair following injury and for host defense against helminth infections. However, dysregulated or sustained ILC2 activation can drive pathological outcomes, such as airway hyperresponsiveness (AHR), excessive mucus production, and fibrotic remodeling, contributing to chronic lung diseases such as asthma and pulmonary fibrosis.^15,16^ Notably, ILC2s are tissue-resident and strategically positioned near epithelial surfaces where they may be directly exposed to mechanical forces associated with respiration. Despite their established role in lung inflammation, the extent to which mechanical cues modulate ILC2 activity, as well as the molecular pathways that govern such mechanosensitive responses, remains largely unknown.

To address this knowledge gap, we investigated whether ILC2s sense and respond to mechanical forces through Piezo1 and how this mechanotransduction influences their effector functions in inflammatory conditions. Using both murine and human systems, we demonstrated that ILC2s express functional Piezo1 channels. In vitro activation of Piezo1—either through applied mechanical stress or the Piezo1-specific agonist Yoda1—selectively enhanced IL-13 production without affecting IL-4 or IL-5. Mechanistically, Piezo1-mediated calcium influx activated the mammalian target of the rapamycin (mTOR) pathway, leading to increased *Il13* mRNA stability and translation. Deletion of Piezo1 in ILC2s impaired these translational programs, resulting in markedly reduced cytokine production. In disease models of lung inflammation and fibrosis, Piezo1 deficiency in ILC2s attenuated type 2 immune responses and improved pathological outcomes. These results identify Piezo1 as a mechanosensor that selectively programs ILC2 effector functions by promoting IL-13–biased translation through Ca²⁺–mTOR signaling. Our findings provide mechanistic insight into how ILC2s integrate physical and immunological cues within the lung and highlight Piezo1 as a potential therapeutic target in type 2 inflammatory lung diseases.

## Results

### Piezo1 expression and function in murine and human ILC2s

We initially assessed Piezo1 expression across innate lymphoid cell (ILC) subsets, including ILC2s, NK cells, and ILC3s, via bulk RNA-seq data from the Immgen database (Fig. 1a). Our analysis revealed that *Piezo1* is broadly expressed across all ILC subsets. In addition, other public bulk RNA-seq data from Roberto et al.^17^ confirmed that ILC2s exhibit consistent expression across various tissues, such as bone marrow, fat, gut, lung, and skin (Fig. 1b). In contrast, other mechanosensitive ion channels (MSICs) were minimally expressed, suggesting that Piezo1 predominantly mediates MSIC activity in ILC2s (Supplementary Fig. 1a–c). Additionally, functional assays indicated that other potassium channels had a minimal effect on ILC2s (Supplementary Fig. 1d–f).

**Fig. 1:**
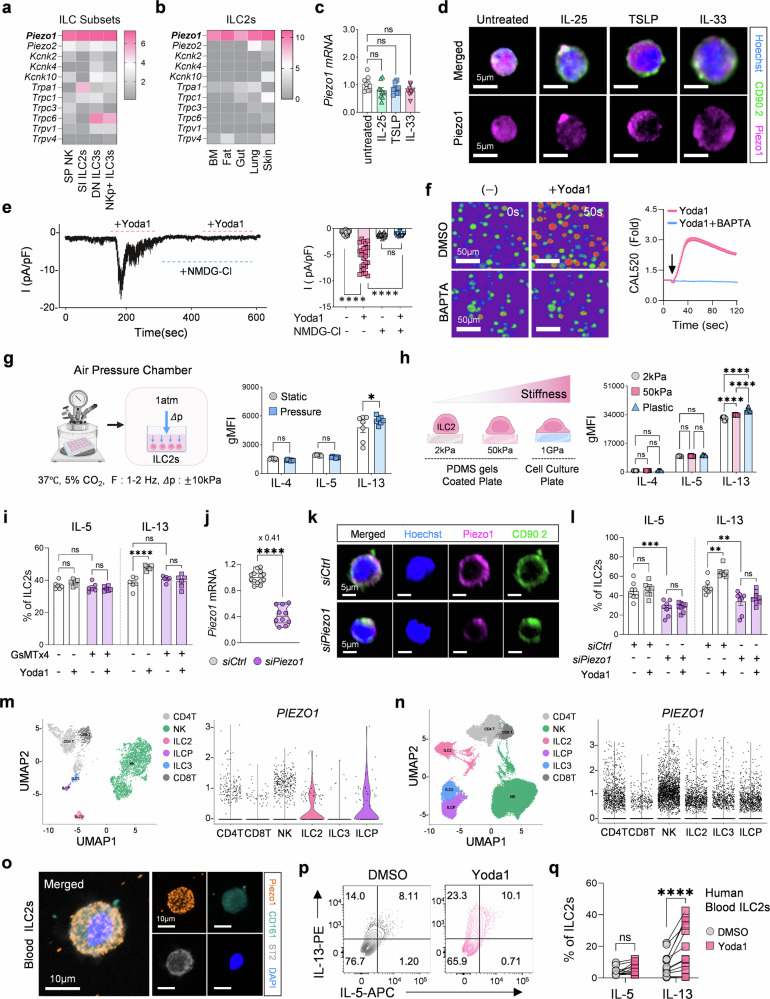
Expression and functional characterization of the mechanosensitive ion channel Piezo1 in ILC2s. **a** Gene expression of mechanosensitive ion channels across ILC subsets from the ImmGen database. **b** Expression of *Piezo1* in tissue-resident ILC2s from published bulk RNA-seq datasets (Roberto et al.). **c** *Piezo1* mRNA expression in ILC2s stimulated with IL-25, IL-33, or TSLP (*n* = 9). **d** Representative immunofluorescence images showing Piezo1 localization in alarmin-stimulated ILC2s (Piezo1: magenta, CD90.2: green, and Hoechst; scale bars = 5 µm). **e** Representative traces and quantification of Yoda1-induced membrane currents in ILC2s at –80 mV; currents were abolished in NMDG-Cl bath solution (*n* = 26). **f** Live-cell calcium imaging before and after Yoda1 stimulation (±BAPTA) via CAL-520 AM (*n* = 68–98) (scale bars = 50 µm). **g** Schematic of the cyclic air pressure (CAP) chamber and flow cytometry analysis of type 2 cytokine production in ILC2s under static vs. CAP conditions (*n* = 7). **h** Schematic of ILC2 culture on PDMS hydrogels (2 kPa and 50 kPa) or plastic plates and flow cytometry analysis of type 2 cytokine production in PDMS- or plastic-cultured ILC2s (*n* = 8). **i** Intracellular IL-5 and IL-13 levels in ILC2s stimulated with Yoda1 and/or the Piezo1 inhibitor GsMTx4 (*n* = 7). **j** Validation of *Piezo1* mRNA knockdown by siRNA in ILC2s (*n* = 10-14). **k** Representative immunofluorescence images of Piezo1 expression following siRNA transfection. (Piezo1: magenta, CD90.2: green, and Hoechst, Scale bars = 5 µm). **l** Intracellular IL-5 and IL-13 levels in *siRNA*-treated ILC2s stimulated with ± Yoda1 (*n* = 8). *PIEZO1* expression across immune cell subsets from public human fetal lung scRNA-seq datasets by He. (**m**) and Barnes et al. (**n**). **o** Representative images of Piezo1 immunofluorescence in human peripheral blood–derived ILC2s. (Piezo1: orange, CD161: green, ST2: white, and DAPI, Scale bars = 10 µm). **p** Representative flow cytometry plots showing IL-5⁺ and IL-13⁺ human ILC2s with or without Yoda1 stimulation. **q** Quantification of IL-5⁺ and IL-13⁺ in human ILC2s (*n* = 12). Statistical significance was determined via the Mann–Whitney U test, one-way ANOVA, two-way ANOVA, or paired t test, as appropriate. The data are representative of or pooled from at least two or three independent experiments and are presented as the means ± SEMs. **P < 0.01, ***P < 0.001, ****P < 0.0001; ns, not significant

Next, we investigated whether Piezo1 expression is regulated upon stimulation with alarmins (IL-25, -33, and TSLP). Despite robust activation by these alarmins, *Piezo1* mRNA levels remained unchanged (Fig. 1c), and immunofluorescence revealed prominent localization of Piezo1 on the plasma membrane of ILC2s (Fig. 1d). Whole-cell patch-clamp assays confirmed that Yoda1, a Piezo1-specific agonist, induced inward currents at −80 mV,^18^ which were abolished under cation removal conditions (Fig. 1e). Consistently, calcium-sensitive CAL-520 AM-based intracellular calcium analysis demonstrated that Yoda1 stimulation induced significant Ca²⁺ influx, which was completely blocked by the calcium chelator BAPTA (Fig. 1f, Supplementary Fig. 1g, h, and Supplementary Movies 1–6). To explore Piezo1 function under mechanical stimulation, we employed two distinct models: a custom-made cyclic air pressure (CAP) chamber that mimics respiratory pressures and a defined-stiffness (2 and 50 kPa) PDMS hydrogel^19^ (Fig. 1g, h and Supplementary Fig. 2a-f). In both models, mechanical stimulation selectively enhanced IL-13 production without affecting IL-4 or IL-5 expression or compromising cell viability (Fig. 1g, h and Supplementary Fig. 2d–f). These results indicate that mechanical forces can regulate cytokine production in ILC2s.

To directly evaluate the role of Piezo1, we treated ILC2s with Yoda1. Yoda1 stimulation increased cell proliferation and increased cell size without inducing apoptosis (Supplementary Fig. 3a-d), and it selectively increased IL-13 levels but not IL-4 or IL-5 levels, particularly in IL-33-primed ILC2s (Supplementary Fig. 3e). Kinetics analysis confirmed that the IL-13 concentration progressively increased over time, whereas the IL-5 concentration remained unchanged (Supplementary Fig. 3f, g). Furthermore, Yoda1-induced IL-13 production was observed in adipose tissue-derived ILC2s (Supplementary Fig. 3h), suggesting a conserved regulatory role in ILC2s across different tissues. To validate Piezo1-mediated IL-13 production in ILC2s, we applied GsMTx4, a Piezo1 inhibitor.^20^ GsMTx4 blocked Yoda1-induced Ca²⁺ influx (Supplementary Fig. 1i) and IL-13 upregulation in ILC2s without affecting IL-5 production (Fig. 1i). Similarly, *Piezo1* knockdown with *siRNA* abrogated Yoda1-induced Ca²⁺ influx (Supplementary Fig. 1j) and IL-13 production in ILC2s, whereas *Il5* and *Il13* mRNA levels remained unchanged (Fig. 1j–l and Supplementary Fig. 3i, j).

Finally, we examined *PIEZO1* expression and function in human lung ILC2s via public single-cell RNA-seq datasets.^21,22^ Human ILC2s, ILC3s, and ILCPs presented detectable *PIEZO1* expression (Fig. 1m, n), whereas *PIEZO2* and other MSICs presented minimal expression (Supplementary Fig. 4a–d). Immunofluorescence analysis confirmed membrane-localized Piezo1 expression in peripheral blood-derived human ILC2s (Fig. 1o and Supplementary Fig. 4e). Consistent with our murine data, Yoda1 stimulation selectively increased IL-13 production in human ILC2s (Fig. 1p, q), with minimal changes in viability and in CD161, CD127, and ST2 expression (Supplementary Fig. 4f, g). Collectively, these results indicate that Piezo1 functions as a key mechanosensitive ion channel in murine and human ILC2s, integrating mechanical and chemical signals to selectively promote IL-13 production, thereby potentially regulating the type 2 immune response in the lung.

### Piezo1 activation promotes IL-13 translation in ILC2s

Typically, ILC2 activation induces both IL-5 and IL-13.^23^ However, our findings suggest that Piezo1 activation preferentially enhances IL-13 synthesis, indicating a bias toward IL-13 at the level of protein translation rather than transcription. 

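Poly(A)-selected RNA was sequenced from cultured murine lung ILC2s treated for 3 h with 5 µM Yoda1, a chemical agonist of Piezo1, or with 0.1% DMSO as the vehicle, with 4 samples in each group. The authors deposited, for each sample, the number of reads counted on each of 23183 genes listed by symbol, as whole-number raw counts without normalization. The paper's methods name FastQC, FASTX Trimmer, BBMap, Cufflinks and Cuffdiff, and the paper's text names no genome build, gene annotation or strand setting for the counting. Total counts per sample ranged from 13435521 to 18216729 in the DMSO group, with a median of 15667784, and from 12438009 to 19534653 in the Yoda1 group, with a median of 15059472. The totals did not differ between the groups (two-sided exact permutation test, p = 0.971). At these depths 1 count corresponded to between 0.0512 and 0.0804 CPM (counts scaled to a common library total). The 10 most abundant genes of each library took between 5.60% and 6.04% of its counts. Within each group, every pair of samples differed by more than the sampling noise of the counts, with a chi-square per gene between 2.04 and 6.94, so all 8 were kept as separate samples. Genes with enough counts by edgeR's filterByExpr (12239 genes) were tested, the libraries were scaled with TMM factors between 0.988 and 1.01, and Yoda1 was compared with DMSO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. Normalized values are given as CPM of the TMM-scaled library. Whether the 4 samples of a group came from different mice or from cultures of one cell pool is not stated in the paper's text. Its legend says only that data are representative of or pooled from independent experiments. The spread between samples therefore covers only what differed between them. Every library held both Xist (16986 to 27435 counts) and Y-linked genes (945 to 1474 counts), which argues against single mice as the source of single libraries. The p values therefore do not measure the spread between single mice.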

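In a principal component analysis of log2 CPM over the 12239 genes, centred and not scaled, PC1 carried 29.1% of the variance and PC2 carried 14.4%. The 4 Yoda1 samples had PC1 scores from 10.2 to 13.6 and the 4 DMSO samples from -12.2 to -9.83, so the groups did not overlap on PC1 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). PC2 did not separate the groups (exact permutation test, p = 0.886). With only the genes that had at least 10 counts in every sample, PC1 carried 34.0% of the variance. Yoda1 changed 1331 genes at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is 10.9% of the genes tested. Of these, 739 were higher and 592 were lower in Yoda1-treated ILC2s. The changes were small, with a median absolute log2 fold change of 0.23 among the changed genes, and 43 genes passed a 2-fold cut as well (27 higher and 16 lower). Of all genes tested, changed or not, 1896 had all 4 Yoda1 samples on one side of all 4 DMSO samples, an ordering that chance gives for 2.86% of genes. The split into higher and lower genes moved most with the scaling, and with upper-quartile factors in place of TMM it was 505 higher and 958 lower. Without DMSO replicate 2, the number of lower genes fell to 367, and without Yoda1 replicate 4 it fell to 374.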

To validate this, Yoda1-treated murine lung ILC2s were subjected to bulk mRNA-seq, which revealed unique transcriptional profiles compared with those of vehicle (DMSO-treated) controls (Fig. 2a) and differential expression of select genes (Supplementary Fig. 5a). 

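Normalized CPM of Il13 were 5431 ± 187 (SD, n = 4) with DMSO and 6667 ± 114 (SD, n = 4) with Yoda1, and Il13 ranked next to Eef1a1 as the most abundant gene over all libraries, with 0.604% of all counts. This is a 1.23-fold increase, or a log2 fold change of 0.30 (standard error 0.034, adjusted p = 3.61e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il5 rose from 3337 ± 80.6 to 3672 ± 92.5 CPM (SD, n = 4 each), a 1.10-fold increase with a log2 fold change of 0.14 (standard error 0.034, adjusted p = 0.00733 from the same edgeR test). For both genes every Yoda1 sample lay above every DMSO sample (two-sided exact permutation test, p = 0.0286 for each). The increase of Il13 stayed between 0.28 and 0.31 on the log2 scale when each sample was left out in turn, and that of Il5 between 0.12 and 0.16. The largest shift came with upper-quartile factors, which gave 0.27 for Il13. With the replicate number as a block, the call for Il5 was lost (adjusted p = 0.0506).
Il4 was counted far less, at 14.0 ± 1.75 CPM with DMSO and 14.4 ± 1.60 with Yoda1 (SD, n = 4 each), from 178 to 262 counts per sample. Its log2 fold change was 0.038 (standard error 0.094, adjusted p = 0.850 from the edgeR test), and the groups overlapped (exact permutation test, p = 0.714). Rad50 was at 206 ± 6.01 and 202 ± 2.98 CPM, with a log2 fold change of -0.026 (standard error 0.036, edgeR adjusted p = 0.703; exact permutation test, p = 0.257). Gata3 was at 564.9 ± 25.7 and 564.9 ± 25.4 CPM, with a log2 fold change of 0.00020 (standard error 0.039, edgeR adjusted p = 0.998; exact permutation test, p = 1). Of these 5 genes, 2 passed the threshold both over all genes tested and adjusted over the list alone. In the GENCODE M21 annotation, exons of Il5 and Gata3 overlap exons of other genes (Gm12214 on the opposite strand for Il5, and 9230102O04Rik and Gm13256 for Gata3), and whether the counting used strand is not stated in the paper's text.

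**Figure D1:**
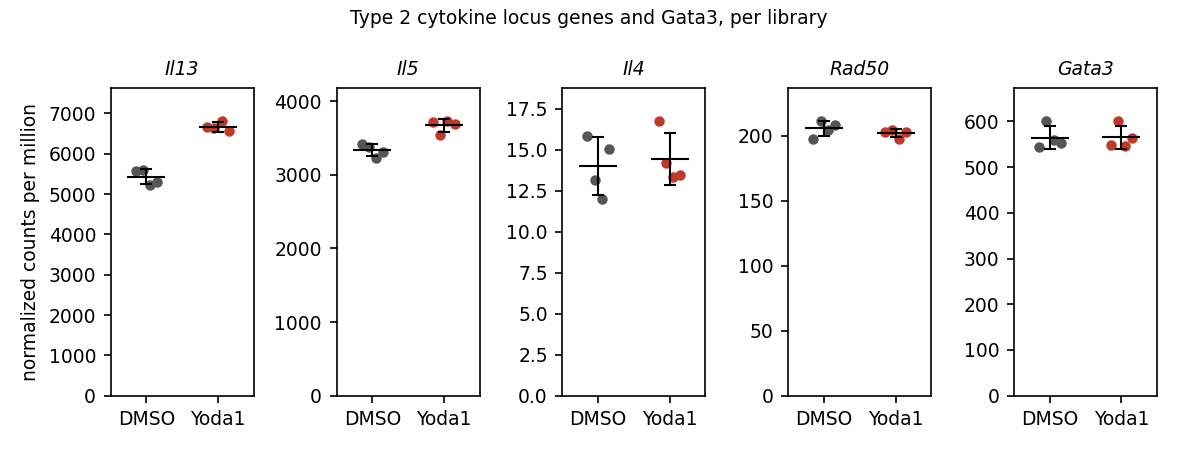
Normalized CPM of Il13, Il5, Il4, Rad50 and Gata3 in each library, DMSO in grey and Yoda1 in red, with the mean and SD of 4 samples as the black line and bar and each vertical axis starting at 0. For Il13 and Il5 all 4 Yoda1 samples lie above all 4 DMSO samples, and for the other genes the groups overlap.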

Among the type 2 cytokine locus-associated genes, both *Il13* and *Il5* presented slight increases in mRNA expression (fold change | F. C | > 1.2 and |F. C | > 1.1, respectively), whereas *Il4*, *Rad50*, and *Gata3* expression remained unchanged (Fig. 2b). Further analysis confirmed that Yoda1 did not broadly affect ILC2 signature gene expression (Supplementary Fig. 5b), except for minor reductions in CD25 and CD127 expression and a subtle upregulation of PD-1 expression (Supplementary Fig. 5c–e). Accordingly, gene set enrichment analysis (GSEA) highlighted pathways related to mRNA stability and translation initiation, suggesting that Piezo1 signaling impacts posttranscriptional regulation (Fig. 2c).

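For mRNA, 11 ILC2 signature genes shown in the heatmap of Supplementary Fig. 5b were examined in the same libraries. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 of the 11 genes passed an adjusted p of 0.05 over all genes tested. Of these, 6 were higher and 2 lower in Yoda1. When adjusted over the list alone, 10 passed. The study shows this list for these same samples, and its text does not state how the genes were chosen. The log2 fold changes ranged from -0.29 to 0.67, with a median of 0.13. Ctla4 changed most, from 15.7 ± 1.44 to 25.0 ± 2.98 CPM (SD, n = 4 each), a log2 fold change of 0.67 (standard error 0.084, edgeR adjusted p = 1.55e-06). Csf2, which encodes GM-CSF, had a log2 fold change of 0.35 (standard error 0.041, edgeR adjusted p = 3.36e-07), although exons of the opposite-strand gene Gm12223 overlap it. Pdcd1, which encodes PD-1, rose from 139 ± 9.95 to 174 ± 3.61 CPM (SD, n = 4 each), a log2 fold change of 0.32 (standard error 0.043, edgeR adjusted p = 4.03e-06). Cd44 (log2 fold change 0.21), Areg (0.20) and Il1rl1 (0.13) were also higher. Icos (-0.18) and Il9 (-0.29) were lower, and the call for Il9 was lost with DESeq2 (adjusted p = 0.0886), with the replicate number as a block (adjusted p = 0.0538) and in 6 of the 8 fits that left out one sample (adjusted p from 0.0255 to 0.173). Il2ra, which encodes CD25, had a log2 fold change of 0.086 (standard error 0.035, edgeR adjusted p = 0.115), and Il7r, which encodes CD127, one of 0.11 (standard error 0.037, edgeR adjusted p = 0.0574), so neither mRNA passed the threshold. The call for Il7r changed without a filter on low counts (adjusted p = 0.0411) and without Yoda1 replicate 3 (adjusted p = 0.0219). The call for Il1rl1 was lost with upper-quartile factors (adjusted p = 0.0761), with library size only (adjusted p = 0.0503), with the replicate number as a block (adjusted p = 0.0709), without Yoda1 replicate 1 (adjusted p = 0.0672) and without Yoda1 replicate 2 (adjusted p = 0.0783).

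**Figure D2:**
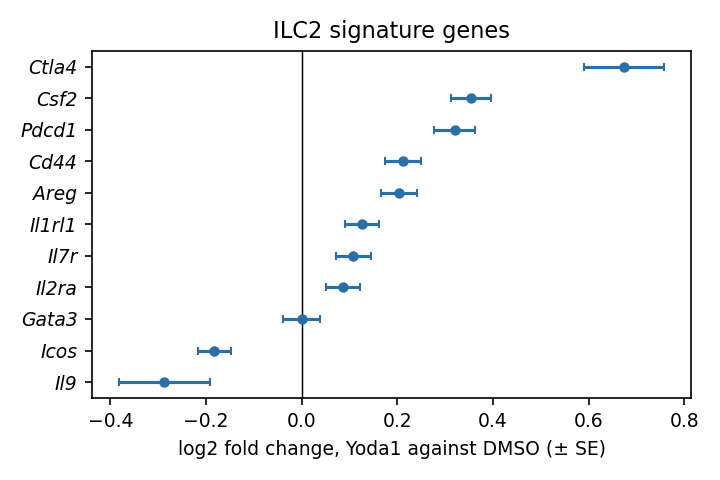
Log2 fold changes of the 11 ILC2 signature genes, Yoda1 against DMSO, as points with the standard error as the bar. Ctla4 has the highest value at 0.67, Gata3 lies next to 0 and Il9 has the lowest at -0.29.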

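The database gene sets behind Fig. 2c were not used here. In their place, lists of genes for ribosomal proteins and translation initiation factors (114 genes, 113 tested) and for mRNA decay and stability (132 genes, 123 tested) were written by hand before the data were examined. Reads of ribosomal protein genes can be shared with their processed pseudogenes, which limits those values. The translation list had a median log2 fold change of 0.062, with 97 of 113 genes above 0 (limma's camera with a preset correlation of 0.01 gave a two-sided p of 7.14e-09). The call did not hold under fry, with a p of 0.155, or under camera with the correlation estimated from the data, with a p of 0.335. An exact permutation test of a running sum on the signal-to-noise ratio, over all 70 assignments of the sample labels, gave a p of 0.429, and 15 of the 35 splits of the 8 samples into 4 and 4 gave a camera p as small as the real one. The shift lay in the 81 ribosomal protein genes, with a median of 0.069, while the 32 tested initiation factors had a median of 0.016 and a camera p of 0.285. Among the members, 13 genes passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11 higher and 2 lower, and 13 passed when adjusted over the list alone. Eif1 rose from 456 to 596 CPM, a log2 fold change of 0.38 (standard error 0.037, edgeR adjusted p = 8.33e-09), and Eif4ebp1 was lower, at -0.24 (standard error 0.075, edgeR adjusted p = 0.0403), a call lost in 5 of the 8 fits that left out one sample (adjusted p from 0.0146 to 0.119). Leaving out DMSO replicate 1 raised the median of the list to 0.093, and leaving out DMSO replicate 3 lowered it to 0.044.
The mRNA stability list had a median log2 fold change of 0.035, with 77 of 123 genes above 0 and a camera p of 0.0518 (0.132 under fry), so it did not pass the threshold. With upper-quartile factors the median was 0.0044, with 64 of 123 genes above 0 and a camera p of 0.183. With the proteasome subunits added to it, the p was 0.0343. It also passed in 5 of the 8 fits that each left out one sample, among them the fit without DMSO replicate 2, with a camera p of 0.0256, while without DMSO replicate 1 the median was 0.021 and the camera p 0.235. Of its genes, 16 passed an adjusted p of 0.05 by the edgeR test, 10 higher and 6 lower, and 17 when adjusted over the list alone. From the pathways its own gene set enrichment analysis returned, the paper proposes that Piezo1 signaling acts on posttranscriptional regulation. The paper also addresses this with mRNA decay under actinomycin D, puromycin incorporation and measurements of cytokine mRNA and protein. Those experiments were not analysed here, and the list tests do not bear on them.

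**Figure D3:**
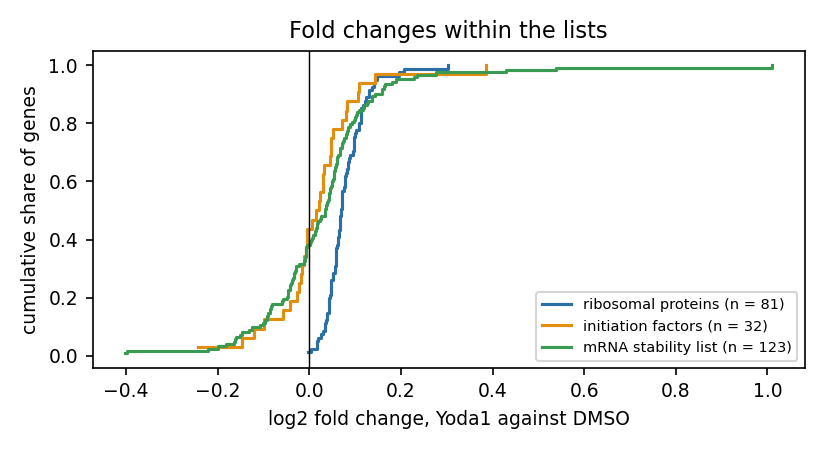
Cumulative share of genes (vertical axis) against the log2 fold change, Yoda1 against DMSO (horizontal axis), for ribosomal proteins (n = 81), initiation factors (n = 32) and the mRNA stability list (n = 123). Among the ribosomal proteins 80 of 81 genes lie above 0 in the edgeR fit with TMM (74 of 81 in limma with upper-quartile factors), and the other curves cross 0.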

**Fig. 2:**
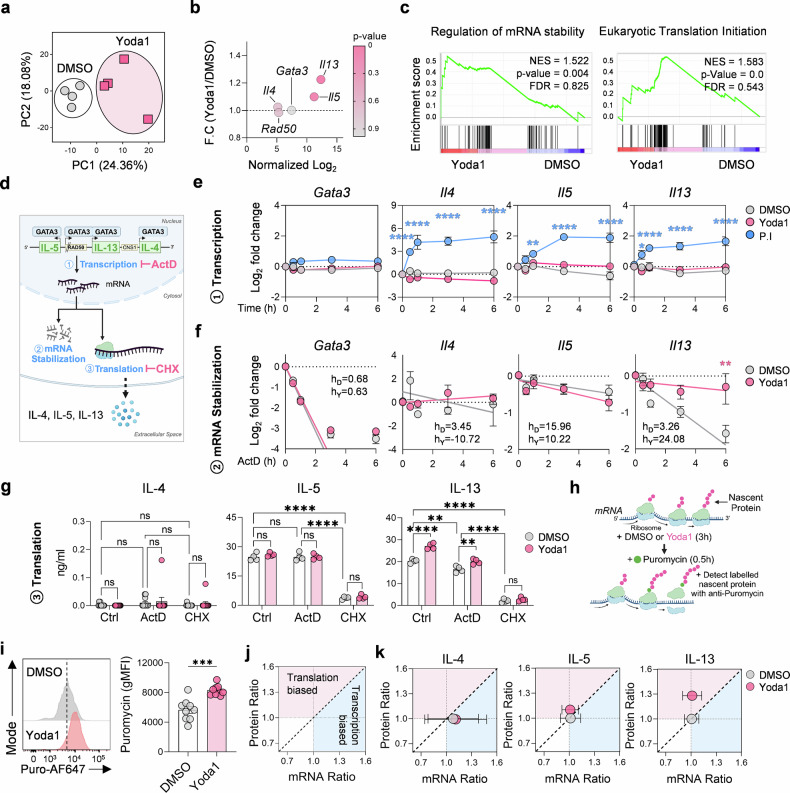
Piezo1 promotes IL-13 translation in ILC2s. **a** Principal component analysis (PCA) of bulk RNA-seq data comparing the transcriptomes of Yoda1- and DMSO-treated ILC2s (*n* = 4). **b** Differential expression of type 2 cytokine-associated genes in Yoda1-treated ILC2s. **c** Gene set enrichment analysis (GSEA) identifying pathways related to translation and *mRNA* stability enriched in Yoda1-treated ILC2s. **d** Schematic of type 2 cytokine gene loci and their transcriptional regulation by Gata3 and role of actinomycin D (ActD) and cycloheximide (CHX). **e** qPCR analysis of *Il4, Il5, Il13, Gata3*, and *Rad50* in ILC2s treated with DMSO (control), Yoda1 or PMA+ionomycin (P.I.) (*n* = 6–15). **f** *mRNA* decay curves following ActD treatment with or without Yoda1, showing increased *Il13* mRNA stability (*n* = 11); half-lives were calculated via a one-phase decay model. **g** Representative IL-13 and IL-5 protein levels in ILC2s treated with DMSO or Yoda1 ± ActD or CHX determined via ELISA (*n* = 4). **h** Schematic of the puromycin incorporation assay used to measure active translation. **i** Representative plots and quantification of puromycin^+^ ILC2s ± Yoda1 measured via flow cytometry (*n* = 9). **j** Schematic of cytokine transcription and translation phenotyping, with *mRNA* (x-axis, qPCR) and protein (y-axis, ELISA) ratios used to compare Yoda1 to DMSO. **k** Representative transcription and translation profiles of IL-4, IL-5, and IL-13 in ILC2s stimulated with DMSO or Yoda1 (*n* = 3). Statistical significance was determined via the Mann–Whitney U test, two-way ANOVA, or one-phase decay test for calculating the mRNA half-life, as appropriate. The data are representative of or pooled from at least two or three independent experiments and are presented as the mean ± SEM. **P < 0.01, ***P < 0.001, ****P < 0.0001

To further dissect this translational reprogramming, we explored its effects across three gene expression stages: transcription, mRNA stability, and translation. 

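In the GENCODE M21 annotation of the mouse genome build GRCm38, which was used here for positions because the count files list genes by symbol, Il4, Il13, Rad50 and Il5 lie next to each other on chromosome 11. Il4 spans positions 53602982 to 53618669 on the minus strand and has 4 exons in its principal transcript. Il13 spans 53631324 to 53634702 on the minus strand, with 4 exons. Rad50 spans 53649519 to 53707319 on the minus strand, with 25 exons, and lies between Il13 and Il5. Il5 spans 53720794 to 53725106 on the plus strand, with 4 exons. All of them are protein-coding. Gata3 lies on chromosome 2 from 9857078 to 9890034 on the minus strand, with 6 exons.

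**Figure D4:**
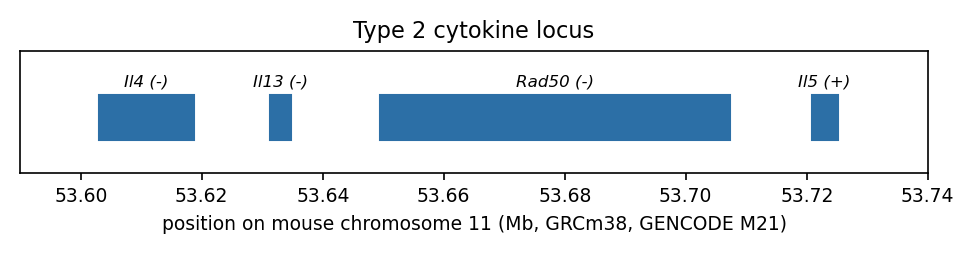
Map of the type 2 cytokine locus on mouse chromosome 11 (GRCm38, GENCODE M21), with the position in Mb on the horizontal axis, each gene as a box from start to end and its strand in brackets. Rad50 fills most of the interval between Il13 and Il5.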

The type 2 cytokine genes (*Il4*, *Il5*, and *Il13*) are clustered on chromosome 5 in humans and chromosome 11 in mice, and all of these genes are regulated by the transcription factor Gata3 (Fig. 2d).^24,25^ Initial qPCR analyses revealed no substantial transcriptional changes in *Gata3*, *Il4*, *Il5*, *Il13*, or *Rad50* upon Yoda1 stimulation, whereas PMA+ionomycin (P.I.) robustly induced type 2 cytokine *mRNA* expression but reduced *Rad50* (Fig. 2e and Supplementary Fig. 6a). Investigating mRNA stability via actinomycin D (ActD) treatment revealed that Yoda1 significantly stabilized *Il13* mRNA (h_D_ = ~3.26 h → h_Y_ = ~24.08 h), whereas other cytokine transcripts remained unaffected (Fig. 2f and Supplementary Fig. 6b). To test whether Piezo1 also regulates IL-13 translation, we examined protein production under transcriptional (ActD) and translational (cycloheximide (CHX)) blockade. While ActD reduced IL-13 but not IL-5 levels, Yoda1 could still partially increase IL-13 production under transcriptional blockade (Fig. 2g and Supplementary Fig. 6c), suggesting that Piezo1 influences translational efficiency.

To directly quantify translational activity, we performed a puromycin incorporation assay (Fig. 2h).^26^ Yoda1-treated ILC2s presented increased puromycin^+^ translation, with a particular increase in IL-13^+^ translation (Fig. 2i and Supplementary Fig. 6d, e). Furthermore, translation phenotyping confirmed elevated IL-13 protein levels with stable mRNA, whereas the levels of IL-4 and IL-5 remained unchanged (Fig. 2j, k and Supplementary Fig. 6f, g). Collectively, these results demonstrate that Piezo1 activation preferentially promotes IL-13 synthesis by increasing mRNA stability and translational efficiency.

### Piezo1 signaling drives translational reprogramming via Ca^2+^-mTOR axis in ILC2s

To elucidate the downstream signaling pathways activated by Piezo1 in ILC2s, we examined three key pathways: (1) YAP/TAZ-mediated transcription through mechanosensation,^27,28^ (2) calcium-signaling cascades,^29–31^ and (3) the mammalian target of rapamycin (mTOR) pathway, a central regulator of translation.^32,33^ 

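Yap1 was counted 62 to 101 times per library, which is 5.94 ± 0.754 CPM with DMSO and 5.17 ± 0.145 with Yoda1 (SD, n = 4 each), at the 20.1st percentile of the 12239 genes tested. Its log2 fold change was -0.19 (standard error 0.125, adjusted p = 0.366 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; two-sided exact permutation test, p = 0.0857). The count files list both Taz and Wwtr1. In GENCODE M21, Taz lies on chromosome X, while Wwtr1 lies on chromosome 3 and carries Taz among its synonyms in RefSeq. The gene listed as Taz was at 31.6 ± 1.41 CPM with DMSO and 30.4 ± 1.18 with Yoda1 (SD, n = 4 each), a log2 fold change of -0.059 (standard error 0.059, edgeR adjusted p = 0.577; exact permutation test, p = 0.229). Wwtr1, at the 29.3rd percentile, was at 10.0 ± 0.381 and 11.4 ± 0.673 CPM (SD, n = 4 each), a log2 fold change of 0.19 (standard error 0.090). All 4 Yoda1 samples lay above all 4 DMSO samples for Wwtr1 (exact permutation test, p = 0.0286), but the change did not pass the adjustment (edgeR adjusted p = 0.181). Of the 6 genes tested among Yap1, Taz, Wwtr1 and the CaMKII genes, 0 passed the threshold, over all genes or adjusted over the list alone, and 1 (Wwtr1) had an unadjusted p under 0.05. Exons of the opposite-strand gene Gm20416 overlap Yap1.

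**Figure D5:**
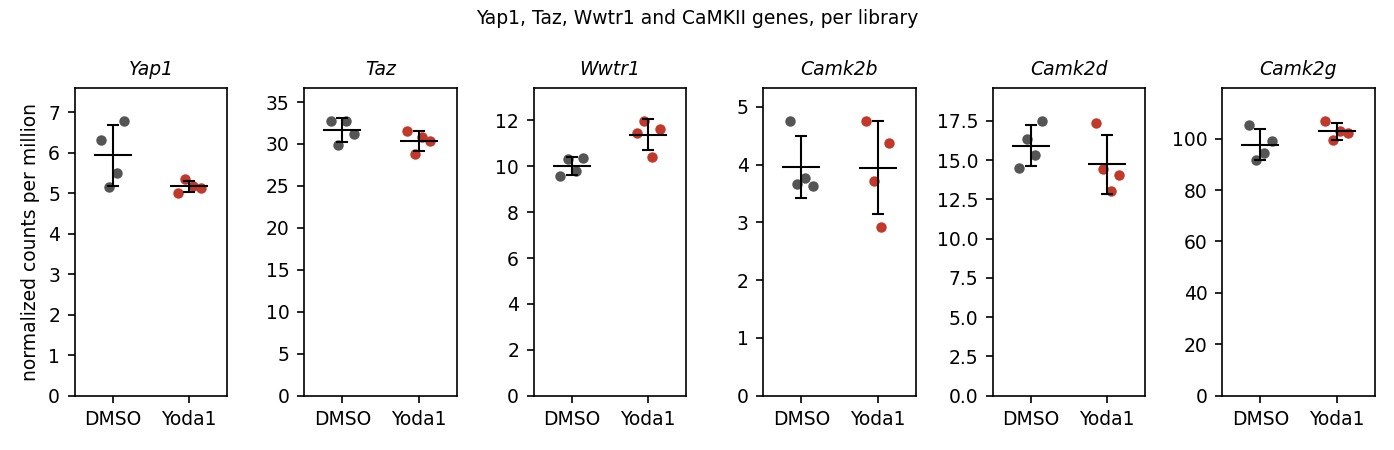
Normalized CPM of Yap1, Taz, Wwtr1, Camk2b, Camk2d and Camk2g in each library, DMSO in grey and Yoda1 in red, with the mean and SD of 4 samples as the black line and bar and each vertical axis starting at 0. Only for Wwtr1 do all 4 Yoda1 samples lie above all 4 DMSO samples.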

We observed low YAP/TAZ expression in lung ILC2s and no induction by Piezo1 activation (Fig. 3a, b). Similarly, calcium-activated signaling molecules, including calcium/calmodulin-dependent protein kinase (CaMKII) isoforms (α, β, and γ), exhibited low expression levels in ILC2s (Fig. 3a, b). Furthermore, Yoda1 treatment did not alter the phosphorylation of AKT, ERK1/2, or P65 or the expression of NFAT (Fig. 3c and Supplementary Fig. 7a), suggesting the limited involvement of classical calcium-dependent pathways. In contrast, Piezo1 activation by Yoda1 significantly induced the phosphorylation of mTOR and its downstream target P70S6K, whereas the phosphorylation of 4E-BP1 remained unchanged (Fig. 3d, e). 

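Among the CaMKII genes, Camk2a was counted 0 to 3 times per library in both groups, at or under the floor of 3 counts, so no fold change is given. Camk2b was at 3.96 ± 0.538 CPM with DMSO and 3.94 ± 0.806 with Yoda1 (SD, n = 4 each), at the 16.5th percentile of the genes tested, with a log2 fold change of -0.0014 (standard error 0.160, adjusted p = 0.997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, p = 1). Camk2g was higher than the others, at 97.6 ± 6.00 and 103 ± 3.21 CPM (SD, n = 4 each) and 1326 to 1985 counts per library, which is the 81.4th percentile. Its log2 fold change was 0.074 (standard error 0.044, edgeR adjusted p = 0.304; exact permutation test, p = 0.171). Camk2d, which the paper does not name, was at 15.9 ± 1.29 and 14.7 ± 1.85 CPM, with a log2 fold change of -0.12 (edgeR adjusted p = 0.427; exact permutation test, p = 0.286).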

Increased phosphorylation of the ribosomal protein S6 was also observed, reflecting enhanced translational capacity (Fig. 3f). This finding was further supported by time-course analyses showing rapid induction of mTOR, P70S6K, and S6 phosphorylation following Yoda1 treatment (Supplementary Fig. 7b, c).

**Fig. 3:**
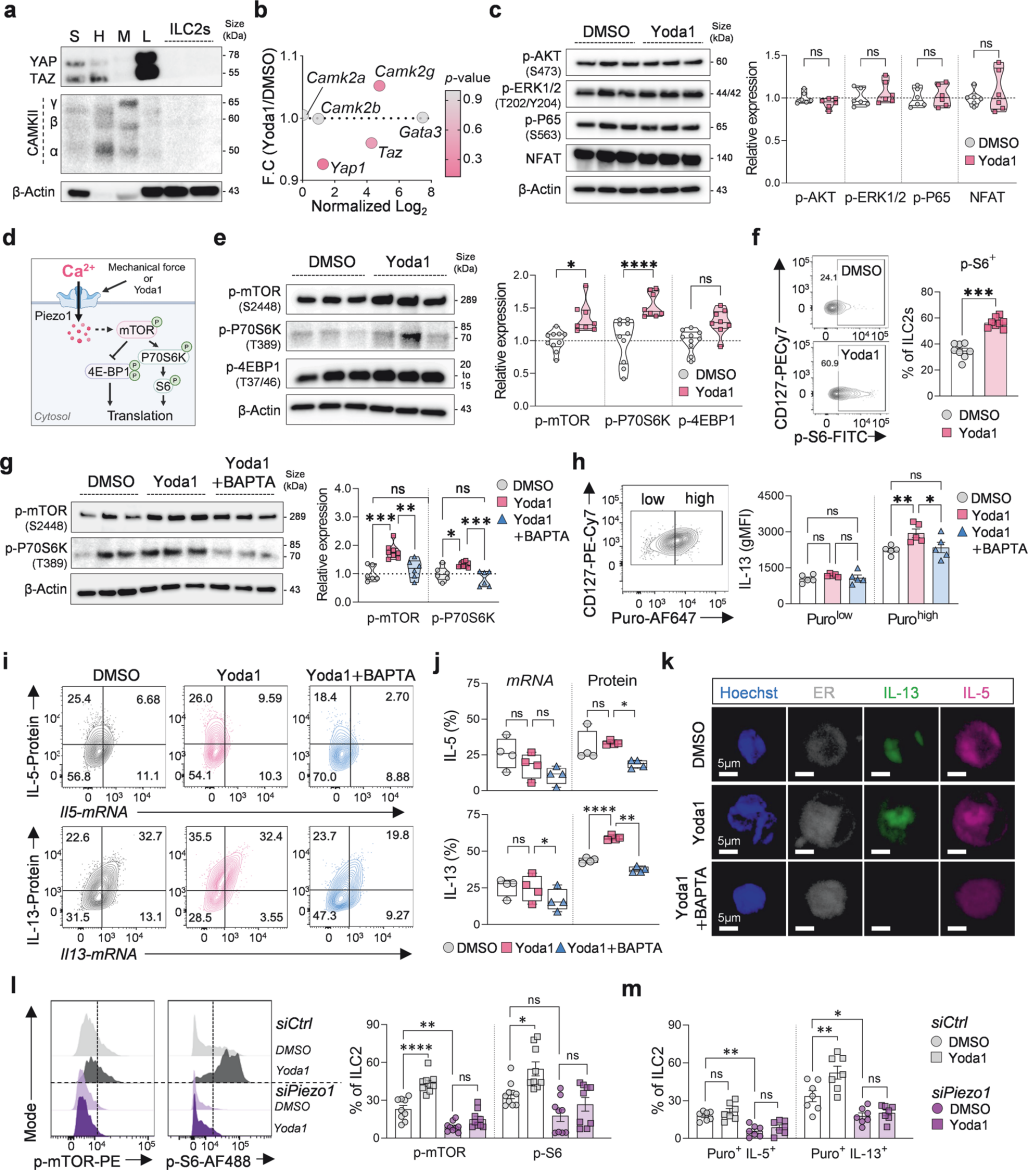
Piezo1 signaling drives translational reprogramming via mTOR in ILC2s. **a** Western blot analysis of YAP/TAZ and CaMKII (α, β, γ) expression in the small intestine (S), heart (H), muscle (M), lung (L), and lung-derived ILC2s. **b** Bulk RNA-seq data showing normalized expression (log₂) of mechanotransduction-related genes (*Camk2a*, *Camk2b*, *Camk2g*, *Yap1*, *Taz*, and *Gata3*) in DMSO- and Yoda1- treated ILC2s. **c** Phosphorylation levels of AKT, ERK1/2, and p65 and protein expression of NFAT in DMSO- or Yoda1-treated ILC2s (*n* = 6). **d** Schematic overview of Piezo1-mediated activation of mTOR signaling. **e** Western blot analysis of phosphorylated mTOR (Ser2448), P70S6K (Thr389), and 4E-BP1 (Thr37/46) after Yoda1 stimulation (*n* = 8–10). **f** Flow cytometry plots and quantification of phosphorylated S6 (p-S6) in DMSO- or Yoda1-treated ILC2s (*n* = 8). **g** Western blot and quantification of p-mTOR and p-P70S6K in DMSO-, Yoda1-, or Yoda1 + BAPTA-treated ILC2s (*n* = 6–8). **h** Flow cytometry analysis of puromycin incorporation in ILC2s under the same treatment conditions (*n* = 5). **i**, **j** Representative PrimeFlow™ cytometry analysis showing the *mRNA* and protein expression of IL-5 (top) and IL-13 (bottom) in DMSO-, Yoda1-, or Yoda1 + BAPTA-treated ILC2s (*n* = 4). **k** Immunofluorescence images of intracellular IL-13 and IL-5 expression in ILC2s (IL-5: magenta, IL-13: green, ER: white, and Hoechst; scale bars = 5 µm). **l** Flow cytometric analysis of p-mTOR and p-S6 in control (*siCtrl*) and Piezo1-knockdown (*siPiezo1*) ILC2s after DMSO or Yoda1 treatment (*n* = 8). **m** Frequencies of puromycin⁺ ILC2s and IL-5⁺ or IL-13⁺ puromycin⁺ ILC2s in control and Piezo1-knockdown ILC2s (*n* = 7). Statistical significance was determined via the Mann–Whitney U test, one-way ANOVA, or two-way ANOVA, as appropriate. The data are presented as the means ± SEMs and are pooled from two to three independent experiments or are representative of similar results. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; ns, not significant

To test whether these effects were calcium dependent, we depleted calcium via BAPTA. This led to a significant reduction in Yoda1-induced phosphorylation of mTOR and P70S6K (Fig. 3g) as well as p-S6 levels (Supplementary Fig. 7d), indicating that calcium influx is essential for Piezo1–mTOR signaling. Consistently, the number of puromycin⁺ IL-13⁺ ILC2s was reduced under calcium depletion, suggesting impaired translational activity (Fig. 3h and Supplementary Fig. 7e, f). Similarly, treatment with the mTOR inhibitor rapamycin reduced Yoda1-induced IL-13 translation (Supplementary Fig. 7d, e). The PrimeFlow™ assay further confirmed that Yoda1 increased IL-13 protein levels without altering *Il13* mRNA expression, which was consistent with translational regulation, whereas the levels of the IL-4 and IL-5 proteins and transcripts remained unaffected (Fig. 3i, j and Supplementary Fig. 7g). Confocal imaging revealed the accumulation of IL-13 within the ER compartment upon Yoda1 stimulation, which was abolished by BAPTA, whereas the level of IL-5 was unchanged (Fig. 3k). These findings were reproducible with other calcium chelators and with rapamycin (Supplementary Fig. 8a–d).

Finally, *siRNA*-mediated knockdown of Piezo1 further demonstrated its requirement for mTOR phosphorylation and translational reprogramming. Piezo1-deficient ILC2s presented a marked reduction in Yoda1-induced phosphorylation of mTOR and S6 and a reduced number of puromycin-positive translating ILC2s (Fig. 3l, m and Supplementary Fig. 9a, b). Additionally, using defined-stiffness PDMS hydrogels to simulate mechanical stress, we confirmed that stiffness-induced mTOR activation and translational activity were also Piezo1 dependent (Supplementary Fig. 9c, d). Collectively, these results demonstrate that Piezo1–Ca²⁺–mTOR signaling enhances translational activity in ILC2s, selectively promotes IL-13 production, and shapes ILC2 effector function under mechanical stimulation.

### Piezo1 deletion impairs ILC2 functionality through translation-related pathways

To further clarify the role of Piezo1 in ILC2 functionality, we first analyzed public datasets from human lung-resident ILC2s.^22^ Stratification into high- and low-*PIEZO1*-expressing groups revealed that high *PIEZO1* expression was associated with enriched gene sets related to translation regultion, peptide biosynthesis, and cytoplasmic translation (Fig. 4a–c). These findings are consistent with our earlier results (Fig. 2c), supporting a model in which Piezo1 activation enhances the translational capacity of ILC2s. To assess the impact of Piezo1 deficiency directly, we generated tamoxifen-inducible Piezo1- conditional knockout mice (Piezo1^fl/fl^ Id2-CreER^T2^, cKO) and administered tamoxifen to delete Piezo1 in ILC2s (Supplementary Fig. 10a). We confirmed efficient deletion at both the mRNA and protein levels in lung ILC2s (Fig. 4d, e and Supplementary Fig. 10c), with no reduction observed in other Id2⁺ cells, such as T cells, B cells, or macrophages (Supplementary Fig. 10b). Piezo1-deficient ILC2s presented normal basal Ca^2+^ levels and apoptosis but displayed reduced cell size and impaired proliferation capacity (Fig. 4f and Supplementary Fig. 10d–g). Given the role of Id2 in the development of multiple immune lineages,^34,35^ we assessed off-target effects on other immune subsets. Piezo1 cKO mice presented a modest reduction in ILC2 frequencies in the bone marrow and lung (Supplementary Fig. 11a, c) and slight reductions in splenic NK cells and lung CD103⁺ cDC1 cells (Supplementary Fig. 11b, d–f).

**Fig. 4:**
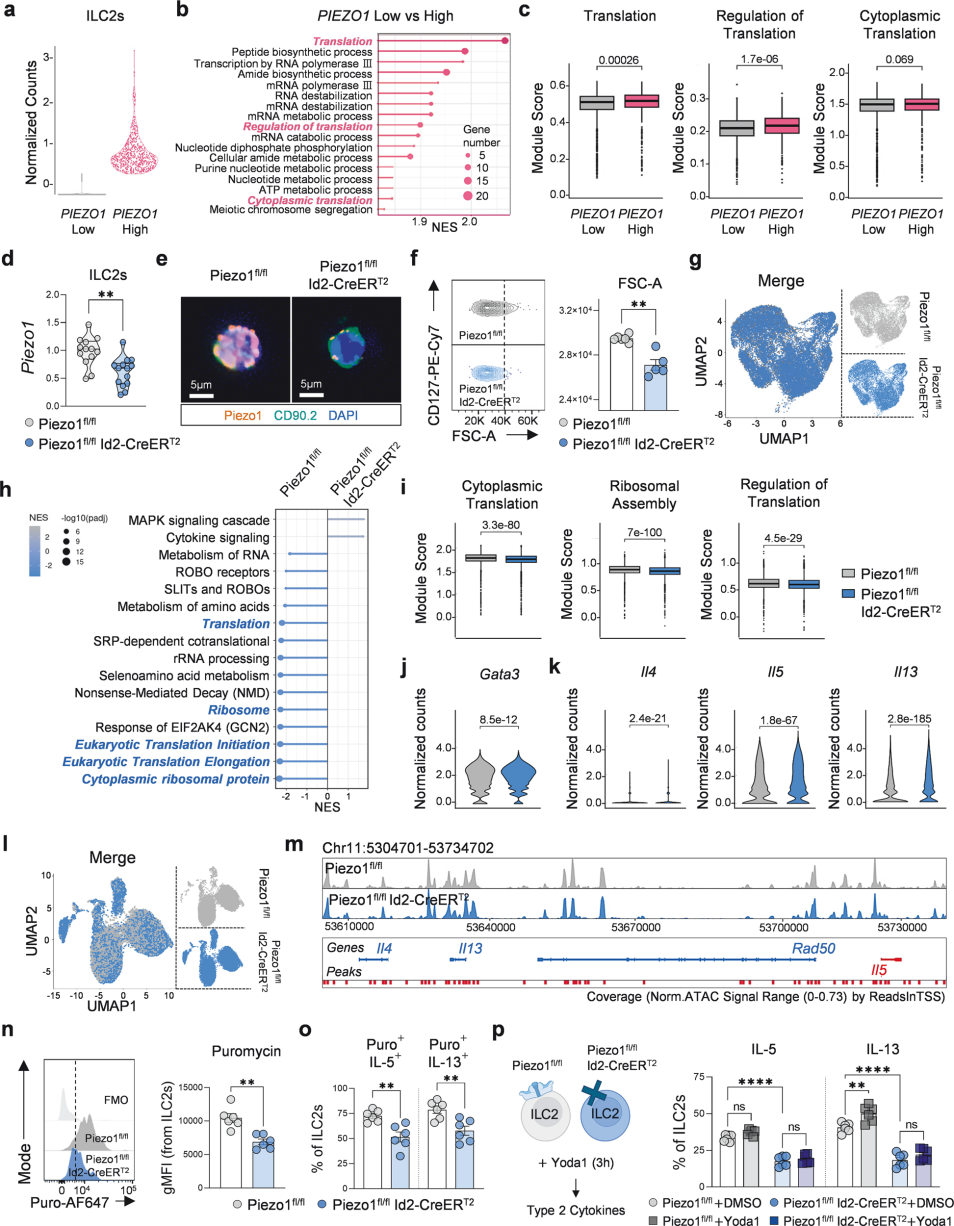
Piezo1 deletion impairs ILC2 functionality and translation activity. (**a**–**c**) scRNA-seq analysis of human lung ILC2s stratified by *PIEZO1* expression. **a** Violin plot showing the distribution of *PIEZO1* expression. **b** GSEA identifying enrichment of translation-related pathways in *PIEZO1*^high^ vs. *PIEZO1*^low^ ILC2s. **c** Module scores for translation-associated gene sets. **d** qPCR analysis of *Piezo1* mRNA levels in lung ILC2s from Piezo1^fl/fl^ and Piezo1^fl/fl^ Id2-CreER^T2^ mice (*n* = 13–14). **e** Representative immunofluorescence images showing Piezo1 and CD90.2 expression in lung ILC2s. (Piezo1: orange, CD90.2: green, and DAPI, scale bars = 5 µm), **f** Representative flow cytometry plots and quantification of the forward scatter area (FSC-A) in ILC2s (*n* = 5). **g** UMAP projection of scRNA-seq profiles comparing Piezo1^fl/fl^ (gray) and Piezo1^fl/fl^ Id2-CreER^T2^ (blue) ILC2s. GSEA (**h**) and module score analysis (**i**) revealing reduced translation and ribosomal biogenesis in *Piezo1*-deficient ILC2s. **j**, **k** Violin plots showing normalized gene expression of *Gata3, Il4, Il5*, and *Il13* in Piezo1^fl/fl^ and Piezo1^fl/fl^ Id2-CreER^T2^ ILC2s from scRNA-seq. **l** UMAP projection of scATAC-seq profiles from Piezo1^fl/fl^ and Piezo1^fl/fl^ Id2-CreER^T2^ ILC2s. **m** Chromatin accessibility tracks at the *Il4, Il5, Il13*, and *Rad50* loci in Piezo1^fl/fl^ (gray) and Piezo1^fl/fl^ Id2-CreER^T2^ (blue) ILC2s. **n**, **o** Flow cytometry analysis showing the frequencies of puromycin⁺ ILC2s (**n**) and IL-5⁺- and IL-13⁺- ILC2s (**o**) in Piezo1^fl/fl^ and Piezo1^fl/fl^ Id2-CreER^T2^ mice (*n* = 6). **p** Schematic and flow cytometry plots showing IL-5⁺ and IL-13⁺ ILC2s in Piezo1^fl/fl^ and Piezo1^fl/fl^ Id2-CreER^T2^ mice following Yoda1 or DMSO vehicle treatment (*n* = 6). Statistical significance was determined via the Mann–Whitney U test, one-way ANOVA, or two-way ANOVA. The data are presented as the means ± SEMs and are representative of or pooled from two or more independent experiments. **P < 0.01, ****P < 0.0001; ns, not significant

To investigate how Piezo1 regulates ILC2 function at the molecular level, we performed single-cell RNA sequencing (scRNA-seq) and single-cell ATAC sequencing (scATAC-seq) on lung ILC2s from Piezo1 cKO mice and littermate controls. scRNA-seq analysis revealed the downregulation of gene programs related to translation and cytoplasmic ribosomal protein synthesis (Fig. 4g–i). In addition, genes involved in actin cytoskeleton reorganization, such as those in the cdc42 GTPase pathway,^36^ were slightly downregulated (Supplementary Fig. 12a–c). However, key transcription factors, including *Gata3* and *Id2*, as well as type 2 cytokines (*Il4*, *Il5*, and *Il13*), and *Rad50* remained unaffected (Fig. 4j, k and Supplementary Fig. 12d). Consistently, scATAC-seq data revealed no substantial changes in chromatin accessibility at these gene promoters (Fig. 4l, m and Supplementary Fig. 12e–g). To functionally validate these findings, we assessed protein translation and cytokine production in Piezo1-deficient ILC2s. Piezo1 cKO ILC2s, including both the IL-13⁺ and IL-5⁺ populations, presented reduced frequencies of puromycin⁺-transformed cells (Fig. 4n, o and Supplementary Fig. 12h). Upon Yoda1 stimulation, however, only IL-13 translation was enhanced in control ILC2s, a response that was absent in Piezo1-deficient cells (Fig. 4p). These results suggest that Piezo1 deletion limits the translational capacity of ILCs without altering their transcriptional or epigenetic state.

### Conditional deletion of Piezo1 in ILC2s attenuates acute lung inflammation and chronic lung fibrosis

To investigate the role of Piezo1 in ILC2-mediated allergic inflammation and fibrosis, we utilized two physiologically relevant mouse models that are known to increase mechanical stress within the lung microenvironment: an acute IL-33-induced acute allergic airway inflammation model^37,38^ and a chronic bleomycin (BLM)-induced lung fibrosis model (Fig. 5a, g).^39,40^ In the IL-33 model, intratracheal administration of IL-33 induces rapid activation and expansion of ILC2s, leading to eosinophilic inflammation and mucus hypersecretion. Piezo1 cKO mice presented significantly reduced airway inflammation and mucus production, as shown by H&E and PAS staining (Fig. 5b, c). ILC2 frequencies were decreased (Supplementary Fig. 13a), along with reductions in IL-5 and IL-13 production (Fig. 5d, e) and eosinophil infiltration (Fig. 5f and Supplementary Fig. 13b). The other major immune populations were not significantly affected (Supplementary Fig. 13c, d). Consistent phenotypes were observed in the *Alternaria alternata* model (Supplementary Fig. 14a–f), further supporting the role of Piezo1 in promoting type 2 inflammation.

**Fig. 5:**
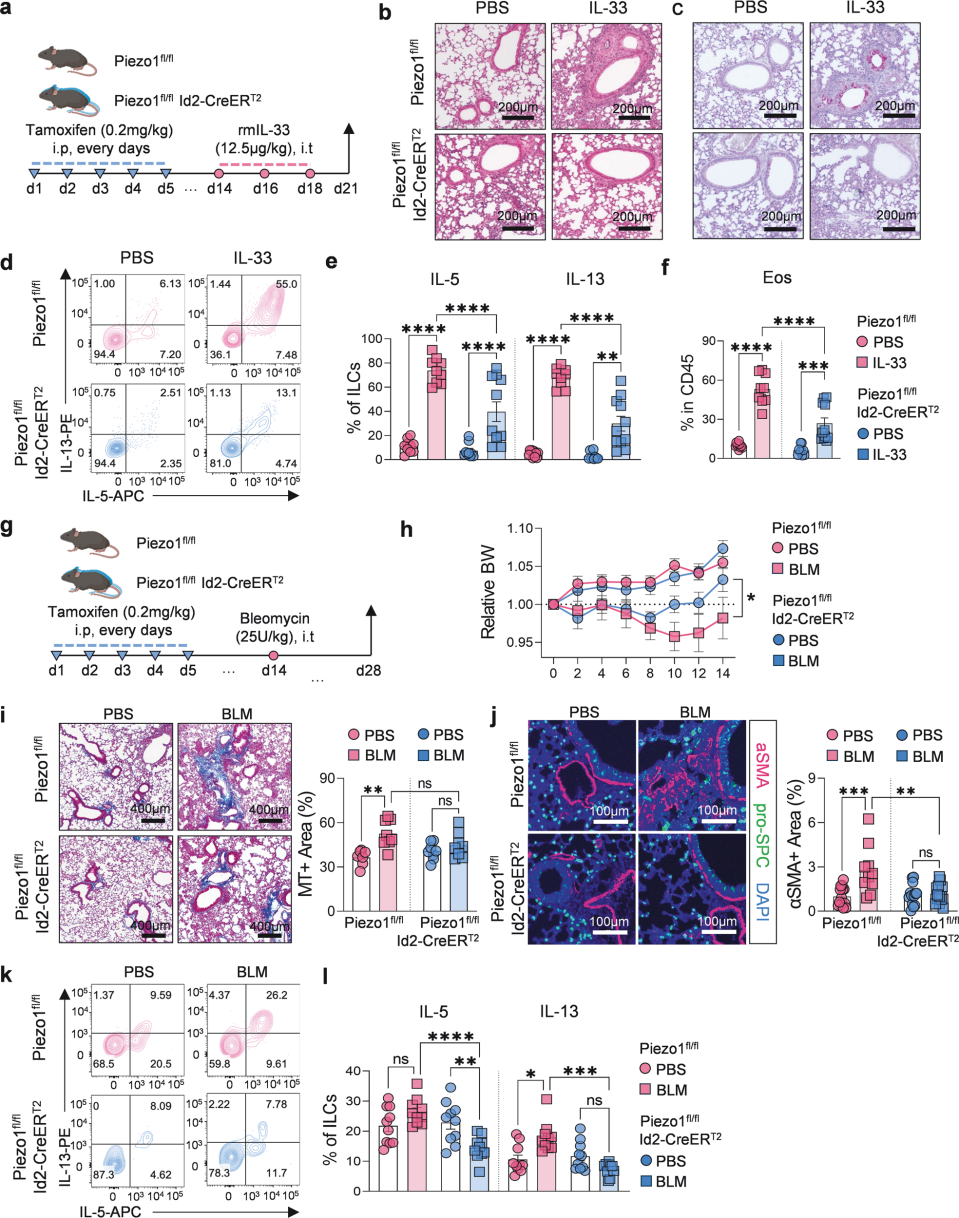
Conditional deletion of Piezo1 in ILC2s reduces acute airway inflammation and chronic lung fibrosis. **a** Schematic of the tamoxifen-inducible Piezo1^fl/fl^ and Piezo1^fl/fl^ Id2-CreER^T2^ (cKO) mouse model and the IL-33–induced acute lung inflammation protocol. Representative H&E (**b**) and PAS (**c**) images of lung sections from Piezo1^fl/fl^ and cKO mice following IL-33 treatment. (scale bars = 200 µm), **d** Representative flow cytometry plots of IL-5⁺ and IL-13⁺ lung ILC2s. **e** Quantification of IL-5⁺ and IL-13⁺ ILC2s (*n* = 9–11). **f** Frequencies of lung eosinophils after IL-33 administration (n = 9–11). **g** Schematic of the bleomycin (BLM)-induced lung fibrosis model in Piezo1^fl/fl^ and cKO mice. **h** Body weight changes over the course of fibrosis (*n* = 9–12). **i** Representative Masson’s trichrome (MT) staining and quantification of the fibrotic area in lung tissue (*n* = 7–8) (scale bars = 400 µm). **j** Representative image of α-SMA immunofluorescence staining (magenta) costained with pro-SPC (green) and DAPI (blue) (scale bars = 100 µm) and quantification of the α-SMA⁺ area (*n* = 10–14). Representative flow cytometry plots (**k**) and quantification (**l**) of IL-5⁺ and IL-13⁺ ILC2s in lung tissue from Piezo1^fl/fl^ and cKO mice following BLM exposure (*n* = 11–13). Statistical significance was determined via one-way ANOVA or two-way ANOVA, as appropriate. The data are presented as the means ± SEMs and were pooled from at least two independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; ns, not significant

In the BLM model, repeated administration of bleomycin leads to progressive fibrosis driven in part by ILC2-derived IL-13, which promotes fibroblast activation and extracellular matrix deposition.^39,40^ Piezo1 cKO mice showed accelerated recovery from weight loss (Fig. 5h) and markedly reduced fibrotic areas, as shown by Masson’s trichrome staining (Fig. 5i) and α-SMA immunofluorescence (Fig. 5j). The expression of fibrosis-related genes such as *Acta2, Col3a1*, and *Mmp12* was also significantly downregulated (Supplementary Fig. 15a). In line with these observations, the frequencies of IL-5⁺ and IL-13⁺ ILC2s were reduced (Fig. 5k, l), whereas other immune cell populations, including eosinophils, were only modestly affected (Supplementary Fig. 15b–f).

Collectively, these results demonstrate that Piezo1 functions as a key mechanosensor in ILC2s, amplifying cytokine production in response to tissue remodeling–associated mechanical cues and contributing to both acute allergic inflammation and chronic lung fibrosis.

### Pharmacological mTOR inhibition suppresses ILC2-driven lung inflammation and fibrosis

On the basis of our findings that Piezo1 promotes IL-13 production through mTOR signaling in ILC2s, we tested whether pharmacological inhibition of mTOR could therapeutically suppress ILC2-mediated lung pathology. As direct in vivo targeting of Piezo1 remains challenging, we focused on its downstream effector pathway via the use of rapamycin, an FDA-approved mTOR inhibitor. Rapamycin was administered intraperitoneally during disease induction in both the IL-33–induced acute airway inflammation and bleomycin (BLM)-induced chronic fibrosis models (Fig. 6a, g). In the IL-33 model, rapamycin treatment significantly reduced airway inflammation and mucus production (Fig. 6b) and decreased eosinophil infiltration (Fig. 6c). Importantly, it also led to a reduction in the frequency of puromycin⁺ actively translating ILC2s (Fig. 6d) and IL-5⁺ and IL-13⁺ translating ILC2s (Fig. 6e). ELISA confirmed a marked decrease in tissue IL-13 and a moderate reduction in IL-5 levels (Fig. 6f).

**Fig. 6:**
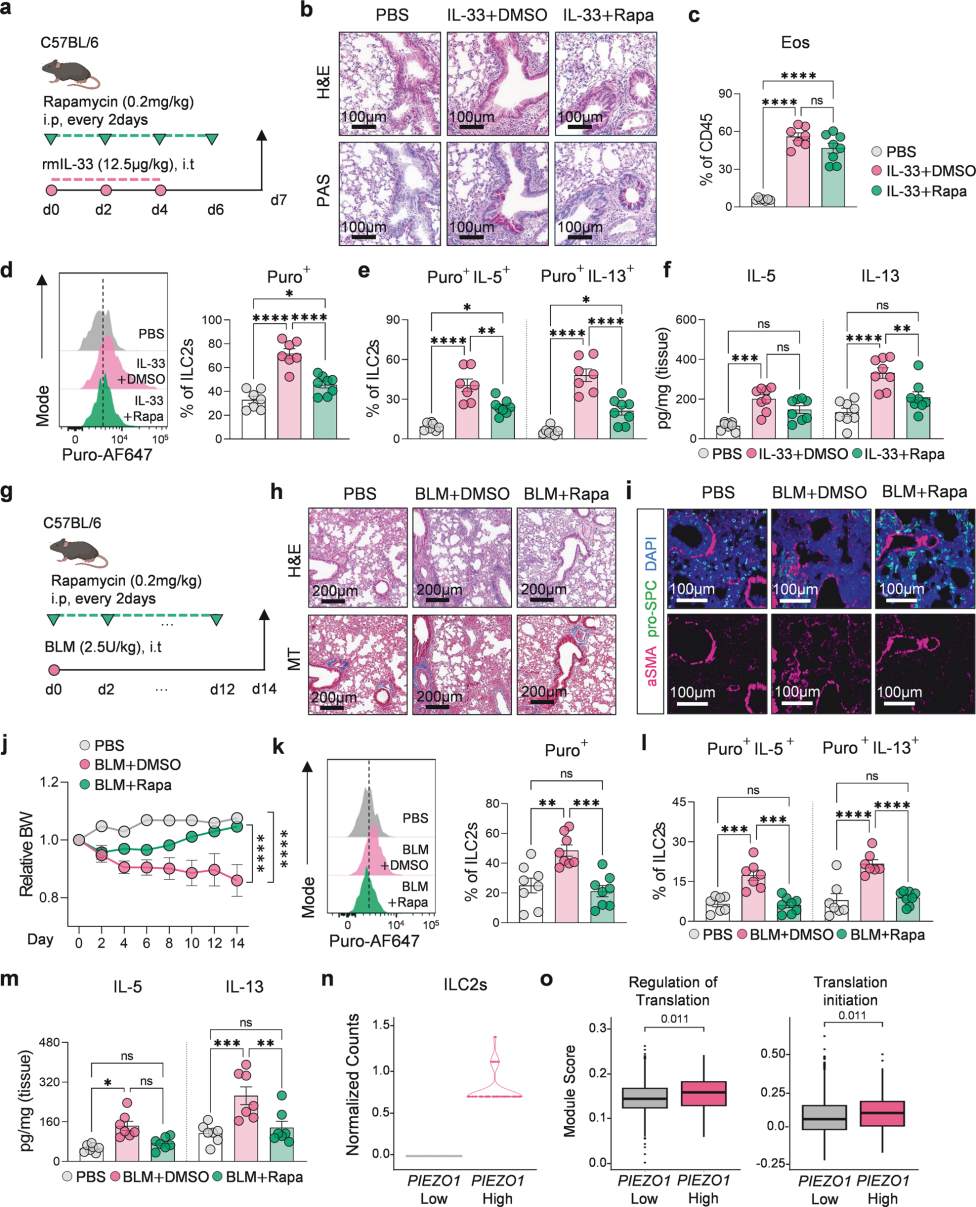
mTOR inhibition by rapamycin suppresses ILC2 translation and attenuates lung inflammation and fibrosis. **a** Schematic of the IL-33–induced airway inflammation model with intraperitoneal rapamycin administration (0.2 mg/kg, every 2 days). **b** Representative H&E and PAS staining of lung tissues from PBS-, IL-33–, and IL-33 + rapamycin (Rapa)-treated mice. (scale bars = 100 µm). **c** Frequencies of eosinophils among CD45⁺ lung cells (*n* = 7–8). **d** Representative histograms and quantification of puromycin⁺ (translating) ILC2s (*n* = 7–8). **e** Frequencies of IL-5⁺ and IL-13⁺ puromycin⁺ ILC2s (*n* = 7–8). **f** Concentrations of IL-5 and IL-13 in lung homogenates measured by ELISA (*n* = 8). **g** Schematic of the bleomycin (BLM)-induced lung fibrosis model with rapamycin treatment. **h** Representative H&E- and Masson’s trichrome-stained lung sections showing fibrotic areas. (scale bars = 200 µm). **i** Representative α-SMA immunofluorescence staining (magenta) costained with pro-SPC (green) and DAPI (blue) (scale bars = 100 µm). **j** Time course of relative body weight changes following BLM and rapamycin treatment (*n* = 8). **k** Representative histograms and quantification of puromycin⁺ ILC2s in fibrotic lungs (*n* = 8). **l** Frequencies of IL-5⁺ and IL-13⁺ puromycin⁺ ILC2s (*n* = 7–8). **m** Concentrations of IL-5 and IL-13 in lung homogenates from BLM-treated mice (*n* = 7). Public mouse lung scRNA-seq datasets showing that *Piezo1*^high^ ILC2s exhibit elevated translation-associated gene expression (**n**) and higher module scores for translation-related pathways (**o**) than docompared to *Piezo1*^low^ ILC2s. Statistical significance was determined via one-way ANOVA or two-way ANOVA, as appropriate. The data are presented as the means ± SEMs and were pooled from at least two independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; ns, not significant

Similar therapeutic effects were observed in the chronic fibrosis model. Rapamycin-treated mice presented attenuated fibrotic remodeling, with reduced α-SMA⁺ myofibroblast accumulation (Fig. 6h, i), downregulation of fibrosis-related genes (Supplementary Fig. 16a), and improved weight recovery (Fig. 6j). The levels of translationally active and cytokine-producing ILC2s were also significantly reduced (Fig. 6k, l), as was the level of the IL-13 protein in lung homogenates (Fig. 6m). Flow cytometric analysis further confirmed that ILC2s were the predominant source of IL-13 in both models, whereas CD4⁺ T cells contributed minimally (Supplementary Fig. 16b–d). Finally, scRNA-seq analysis of lung ILC2s from a murine model of spontaneous fibrosis^41^ revealed that *Piezo1*-high ILC2s presented increased module scores for translation-related pathways compared with their *Piezo1*-low counterparts (Fig. 6n, o). These results underscore the relevance of Piezo1–mTOR signaling in disease pathogenesis and highlight mTOR as a tractable therapeutic target for modulating mechanosensitive immune responses in type 2 lung inflammation and fibrosis.

## Discussion

The lungs harbor resident ILC2s that patrol barrier tissues and rapidly initiate immune responses to environmental insults, such as pathogens and pollutants.^42^ While ILC2s are essential for maintaining lung homeostasis, their excessive activation drives acute and chronic inflammation, ultimately leading to tissue remodeling and fibrosis.^15,43^ Notably, the lung is constantly exposed to mechanical forces—including airflow, cyclic stretch, and pressure changes—that can compromise structural integrity and exacerbate immune-mediated pathology.^2,10,44^ Although the critical role of ILC2s in lung immunity is well established, the impact of mechanical cues on ILC2 function, particularly in inflamed tissues, remains poorly understood.

In this study, we identified Piezo1, a mechanosensitive ion channel, as a key regulator of cytokine production in both murine and human lung-resident ILC2s. Activation of Piezo1 enhances IL-13-biased translation by promoting *Il13* mRNA translation without altering the transcription of *Il13* or other type 2 cytokines. These findings reveal a novel post-transcriptional checkpoint involved in ILC2 effector programming. In support of this, gene set enrichment analysis (GSEA) of human lung ILC2s revealed that high *PIEZO1* expression is correlated with increased translation efficiency and mRNA stability—two critical regulators of cytokine output.^45,46^ Furthermore, scRNA-seq and scATAC-seq data indicated that Piezo1 deficiency did not significantly alter transcripts levels or chromatin accessibility of type 2 cytokine gene in mice ILC2a, supporting the conclusion that Piezo1 functions primarily at the translational level. Mechanistically, Piezo1 activated the Ca^2+^-mTOR signaling pathway, a critical regulator of protein synthesis,^47^ to drive IL-13-biased production. This mechanism is consistent with previous work in intestinal ILC3s, where Piezo1-mTOR signaling promotes IL-17A production,^48^ suggesting a broader, context-dependent role for Piezo1 in modulating effector functions across ILC subsets. To evaluate the physiological relevance of this pathway, we utilized Piezo1^fl/fl^ Id2-CreER^T2^ mice to achieve inducible deletion of Piezo1 in mature ILC2s. At steady state, Piezo1-deficient ILC2s presented no apparent developmental or phenotypic abnormalities. However, under disease conditions, Piezo1 deletion results in significantly impaired production of cytokines, including IL-13, leading to reduced airway inflammation and fibrosis. These results underscore the importance of Piezo1-mediated mechanotransduction in enabling ILC2s to mount effective pathogenic responses in the inflamed lung.

To our knowledge, only a few studies have investigated Piezo1 function in ILC2s, with notably divergent results. For example, Kim et al. demonstrated that mechanical stretching of the stomach, induced by a chitin-rich diet or air inflation, increased IL-5 production in stomach-resident ILC2s through a Piezo1–tuft cell–IL-25 axis.^49^ These findings suggest that Piezo1 may regulate ILC2 activation via interactions with structural cells, a mechanism that may also operate in the lung microenvironment. In contrast, Hurrell et al. reported constitutive Piezo1 deletion. Piezo1 in Il7r-expressing cells exacerbated IL-33-induced airway hyperresponsiveness, suggesting a protective role for Piezo1.^50^ In contrast, our study employed an inducible deletion model targeting mature ILC2s and revealed a cell-intrinsic role for Piezo1 in enhancing mTOR-dependent translation and effector function. These differing outcomes may be attributed to variations in genetic strategies (constitutive vs. inducible), developmental timing of gene deletion (progenitor vs. mature stage), and disease models (airway hyperreactivity vs. acute/chronic inflammation). Notably, our findings align with those of Liu et al., who also demonstrated that Piezo1 activation in intestinal ILC3s promotes IL-17A via mTOR signaling.^48^ Collectively, these studies highlight the context-specific and subset-specific roles of Piezo1 in innate lymphoid cell biology.

In addition to its role in translational regulation, the mechanism of Piezo1 activation in ILC2s under pathological conditions is a key consideration. In diseases such as allergic inflammation, fibrosis, or environmental injury, extracellular matrix remodeling and tissue stiffening increase mechanical forces and airway pressure—factors that can directly activate Piezo1.^51^ While Piezo1 is recognized primarily as a mechanosensor, recent studies have shown that it can also be sensitized by inflammatory mediators such as lipid metabolites and cytokines, lowering its activation threshold and enhancing responsiveness.^52–54^ This dual sensitivity allows Piezo1 to detect subtle mechanical cues and amplify downstream signals in inflamed tissues. Using a pressure-based mechanical stimulation system, we confirmed that ILC2s can sense physical forces via Piezo1, although modest IL-13 induction suggests that full activation in vivo may require additional inflammatory inputs. Complementary experiments with Yoda1, a selective Piezo1 agonist, revealed Piezo1-specific effects and consistently enhanced IL-13 production. Notably, Piezo1 activation selectively increased IL-13 without significantly affecting IL-4 or IL-5, indicating a nonredundant role in modulating IL-13–driven ILC2 functions. Thus, Piezo1 serves as an integrative sensor of biomechanical and immunological inputs to fine-tune ILC2 responses. In addition to its role in the lung, Piezo1 has been linked to immune regulation in adipose tissue inflammation, suggesting that it may contribute to type 2 inflammation in multiple tissues.^53^ These findings may help explain the increased severity of Th2-associated diseases such as asthma and atopic dermatitis in obese individuals with chronic adipose inflammation. Despite the strengths of our study, certain limitations remain. Although our conditional Piezo1 knockout model minimizes developmental effects, deletion in Id2-expressing cells may not be fully restricted to ILC2s.^34^ However, Piezo1 expression was minimal in other Id2^+^ immune subsets, suggesting limited off-target effects. We also used GsMTx4 as a functional Piezo1 inhibitor, but given its activity on other mechanosensitive channels, including TRPs,^55^ the results were interpreted alongside genetic models (Piezo1 *si*RNA and conditional knockout) to ensure specificity. Furthermore, discrepancies between in vitro and in vivo findings suggest that Piezo1 function is shaped by the context and duration of activation. Transient stimulation primarily enhanced IL-13 translation, whereas sustained in vivo activation also influenced IL-5 production. These results underscore the need for further studies to define the temporal and contextual regulation of Piezo1 signaling in ILC2s under disease conditions.

In conclusion, our findings identify Piezo1 as a pivotal modulator of ILC2 pathogenicity by promoting IL-13-biased translation through the Ca²⁺–mTOR axis. This mechanotransduction pathway enables ILC2s to respond to dynamic tissue environments shaped by inflammation and mechanical stress. Given the challenge of directly targeting Piezo1 due to its broad expression and lack of specific inhibitors, our data support the feasibility of therapeutically modulating downstream translational programs. Pharmacologic inhibition of mTOR with rapamycin effectively dampened IL-13 production and attenuated lung inflammation and fibrosis in vivo, establishing a proof-of-concept for targeting the Piezo1–mTOR axis in type 2 lung diseases (Supplementary Fig. 17). These results provide a mechanistic framework for future therapeutic strategies that exploit mechanotransduction in immune cells to control chronic inflammatory disorders.

## Materials and methods

### Mice

Both male and female wild-type C57BL/6 J (WT) mice, 6–10 weeks old, were purchased from Koatech (Gyeonggi-do, South Korea) and used in all in vivo and in vitro experiments. No sex-dependent differences were observed, and data from both sexes were pooled for analysis unless otherwise indicated. Piezo1 conditional knockout (cKO) mice were generated by breeding Piezo1^flox/flox^ (stock no. 029213) with Id2-creER^T2^ (stock no. 016222) mice from Jackson Laboratories (Bar Harbor, ME, USA). Cre translocation was induced by administering 100 mg/kg tamoxifen (Sigma, T5648) intraperitoneally every day for 5 days. The mice were housed in specific pathogen-free conditions at Seoul National University Hospital (SNUH). All procedures followed the guidelines of the Institutional Animal Care and Use Committee (IACUC #20-0099-S1A0 and #23-0038-C1A0) at SNUH, accredited by AAALAC International.

### Mouse single-cell preparation

Whole lungs and visceral white adipose tissue were collected from euthanized mice. For lung tissue, the lungs were minced and digested in 1 mg/mL collagenase type 4 (Worthington, LS004189) and 5 µg/mL DNase I (Sigma‒Aldrich, DN25) in RPMI 1640 medium (Biowest, L0500) at 37 °C for 1.5 hours. For visceral white adipose tissue, the tissue was minced, washed with 1X PBS, and centrifuged to remove debris before being digested in the same enzyme mixture at 37 °C for 45 minutes. The resulting cell suspensions from all the tissues were filtered through a 40 µm strainer, treated with RBC lysis buffer (BioLegend, 420301), and resuspended in buffer for analysis.

### Mouse ILC2 culture and Piezo1 stimulation

Murine lung ILC2s were enriched from recombinant mouse (rm) IL-33 (BioLegend, 580508)-treated mice via the EasySep Mouse Pan-ILC Enrichment Kit (Stem Cell, 19875) and CD45 microbeads (Miltenyi Biotec, 130–052–301). The cells were cultured in RPMI 1640 with 10% FBS, 10 µg/mL gentamicin (Biowest, L0011-010), rmIL-2 (BioLegend, 575406), rmIL-7 (BioLegend, 577806), and rmIL-33 (10 ng/mL each) at 37 °C. For alarmin stimulation, ILC2s were treated with rmIL-25 (BioLegend, 587304), rmIL-33, or rmTSLP (R&D Systems, 555-TS-010/CF) in media containing rmIL-2 or rmIL-7 (10 ng/mL each) for 10 days. ILC2s from tamoxifen-inducible Piezo1^fl/fl^ and Piezo1^fl/fl^ Id2-CreER^T2^ mice were sorted via a FACS Aria III sorter (BD Biosciences). For Piezo1 modulation, ILC2s were treated with 5 µM Yoda1 (Tocris, 5586), 1–1000 μM GsMTx4 (R&D Systems, 4912 and MCE, HY-P1410), 2 mM calcium chelators (BAPTA, Cayman) or 100 µM rapamycin (Sigma, 553210) for the designated time points.

### Whole-cell patch clamp for Piezo1 activation

Whole-cell patch-clamp recordings were performed via an Axopatch-200B amplifier and pCLAMP software. Piezo1 activation was induced with 5 µM Yoda1 (Tocris, 5586), and membrane currents were recorded. The bath solution contained 145 mM NaCl, 3.6 mM KCl, 10 mM HEPES, 5 mM glucose, 1 mM MgCl_2_, and 1.3 mM CaCl_2_ (pH 7.4).

### Intracellular Ca^2+^ measurement

For intracellular Ca^2+^ measurement, ILC2s were loaded with CAL-520 AM (AAT Bioquest, 21130) to monitor Ca^2+^ flux. The cells were placed in an 8-well Nunc® Lab-Tek® II chamber (Thermo Fisher Scientific, 177445) coated with poly-L-lysine (Sigma, P4707) and stimulated. Live-cell imaging was performed on a Nikon A1 confocal microscope, and the fluorescence intensity was monitored every second via a 488 nm excitation laser. The change in fluorescence intensity was tracked at ~1 frame/s within the 500–550 nm detection range, with or without 2 mM BAPTA in HHBS.

### siRNA-mediated gene knockdown

For *Piezo1* knockdown in murine lung ILC2s, 1 µM Accell SMARTpool Mouse *Piezo1* siRNA (Horizon Discovery, E–061455–00–0010, 234839) or 1 µM Dharmacon Accell Nontargeting Pool (Horizon Discovery, D–001910–10–05) was added to Accell siRNA delivery media (Horizon Discovery, B–005000–100) with rmIL-2,7,33 (10 ng/mL each) and at least 2.5% FBS. The delivery of siRNAs was validated after 72 hours by qPCR, CAL-520 AM, and immunofluorescence imaging, and cytokine levels were determined by flow cytometry.

### Human blood sample collection

Peripheral blood samples were obtained from 12 healthy controls who provided written informed consent. The study protocol was approved by the Seoul National University Hospital Institutional Review Board (approval number: 2302–005–1400) and followed the guidelines of the World Medical Association’s Declaration of Helsinki. Human ILC2s were enriched from PBMCs using Ficoll-Paque density gradient solution and via the Easysep Human Pan-ILC Enrichment Kit (Stem Cell, 17975). The cells were cultured in RPMI 1640 with 10% FBS, 10 µg/mL gentamicin, recombinant human (rh) IL-2 (BioLegend, 589106), rhIL-7 (BioLegend, 581906), and rhIL-33 (BioLegend, 581806) (30 ng/mL each) at 37 °C. For Piezo1 modulation, ILC2s were treated with 5 µM Yoda1 for the designated time points.

### Flow cytometry analysis

The isolated single cells were stained with the Zombie Aqua Fixable Viability Kit (BioLegend, 423102) and blocked with an anti-CD16/32 FC blocking antibody (BioLegend, 156604). The surface markers were stained with specific antibodies, and intracellular cytokine staining was performed on cells stimulated with DMSO (0.1%) or Yoda1 (5 µM), or 100 ng/ml PMA (Sigma, P8139-1MG) + 1 µg/ml ionomycin (Sigma, I0364-1MG) followed by incubation with GolgiStop™ (BD Biosciences, 554724). After surface staining, the cells were fixed and permeabilized via the Cytofix/Cytoperm Kit (BD Biosciences, 554715) or the Foxp3/Transcription Factor Staining Buffer Set (Invitrogen, 00–5523–00) and then stained with specific antibodies. Cytokine mRNA expression was detected via the PrimeFlow™ assay via standard mouse probes for *Il4*, *Il5*, and *Il13*, following the manufacturer’s instructions. For phosphoprotein detection, surface-stained cells were fixed with fixation buffer (BioLegend, 420801), permeabilized with True-Phos Perm Buffer (BioLegend, 425401) and stained with relevant antibodies. Flow cytometry data were analyzed via FlowJo software v10 (BD, NJ, USA) with BD LSR Fortessa™ X-20 and BD LSRII^TM^ (BD, NJ, USA) instruments.

### Cyclic air pressure chamber (pressure-controlled desiccator)

The custom-built cyclic air pressure chamber was designed via Inventor 2020 (Autodesk) and manufactured from transparent acrylic. It includes two DAP-3657B DC24V air pumps (Motorbank), a solenoid valve VDW213 (Aonetech), and an XGZP6847-040KPGPN pressure sensor (CFSensor). Pressure regulation was controlled via a Raspberry Pi 3 microprocessor. The chamber operated at 1 atm ± 10 kPa, simulating murine respiratory conditions at a frequency of 1–2 Hz. The airflow was maintained at physiological temperature (37 °C).

### PDMS hydrogels

To prepare the defined stiffness PDMS hydrogel, part A and part B components of Dow Corning Sylgard 527 silicone dielectric gel (Ellsworth Adhesives, 1696742) were mixed at the following ratios to obtain the appropriate tensions by Lee et al.^19^ For the 2 kPa gel, the gel ratio of A:B was 6:5, and for the 50 kPa gel, the ratio of A:B was 3:10. The plates were coated with the hydrogel and incubated overnight at 60 °C. For the 96-well plates, 50 µl of gel was coated per well. After solidification, the hydrogel-coated plates were sterilized by ultraviolet irradiation and coated with 5 µg/ml rat-tail type 1 collagen (Corning, 354236) and 1 µg/ml bovine fibronectin (Sigma, F1141-1 mg) in PBS overnight at 37 °C, followed by washing with PBS.

### Western blotting

Cultured ILC2s were lysed in RIPA buffer (Biosesang, RC2002-050-00) containing protease (Sigma, P1860-1 ML) and phosphatase inhibitors (GenDePOT, P3100-001). The protein concentration was quantified via the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, 23227). The lysates were separated on 4–20% gradient gels (Bio-Rad, 4561096), transferred to Immobilon PVDF membranes (Merck Millipore, IPVH00010), and immunoblotted with specific antibodies. Images were acquired with an Amersham Imager 680 (Cytiva, USA), and densitometric analysis was performed via ImageJ (NIH, USA).

### ELISA

Cytokine levels (IL-4, IL-5, and IL-13) in mouse ILC2 culture supernatants and lung homogenates were measured via ELISA kits (R&D Systems, DY404-05, DY405-05, and DY413-05). Standard curves were generated to quantify the cytokine concentrations.

### Quantitative real-time PCR

Total RNA was extracted via TRIzol (Invitrogen, 15596018) and synthesized into cDNA via the SeniFAST cDNA synthesis kit (Bioline, 1708891). qPCR was performed with the SeniFAST SYBR Lo-ROX kit (Bioline, BIO-94020) via a CFX96 Real-Time PCR Detection System (Bio-Rad, USA). Gene expression levels were normalized to those of *Gapdh* and *Hprt* and analyzed via the 2^-ΔΔCT^ method.

### mRNA stability and translation inhibition

For mRNA stability assays, ILC2s were treated with 10 µM actinomycin D (Sigma, SBR00013) to inhibit transcription, and mRNA decay was monitored by qPCR. Half-lives were calculated via a nonlinear one-phase decay model. For the translation inhibition assays, 10 µM cycloheximide (Sigma, C4859-1 ml) was used, and the cytokine levels were measured via ELISA, while the transcription levels were assessed via qPCR via the 2-^ΔΔCT^ method.

### Puromycin incorporation assays

For puromycin incorporation, stimulated-ILC2s and lung single cells were treated with 10 µg/ml puromycin (InvivoGen, ant-pr-1) for 30 minutes before harvest. After surface staining, the cells were fixed and permeabilized via a Cytofix/Cytoperm Kit. Puromycin incorporation was detected by flow cytometry using AF647-conjugated anti-puromycin antibodies (BioLegend, 381508), and the cells were stained for IL-5 and IL-13 to assess translation efficiency.

### Immunofluorescence imaging of human and mouse ILC2s

For fluorescence imaging of human and mouse ILC2s, the cells were fixed with 2% paraformaldehyde and permeabilized with the Foxp3/Transcription Factor Staining Buffer Set. Mouse ILC2s were stained with AF488-conjugated anti-CD90.2 (BioLegend, 105311), anti-Piezo1 (Novus, NBP1-78446), APC-conjugated anti-IL-5 (BioLegend, 504306), PE-conjugated anti-IL-13 (Invitrogen, 12-7133-82), and ER-Tracker Green (Invitrogen, E34250) antibodies. Fixed human ILC2s were stained with anti-Piezo1 (Novus, NBP1-78446), AF647-conjugated anti-CD161 (BioLegend, 339910) and PE-conjugated anti-ST2 (BioLegend, 379404). ILC2 nuclei were stained with DAPI-containing medium (Invitrogen, P36961) or 1 ng/ml Hoechst (Invitrogen, H3750) in PBS for 15 min and mounted with Vectashield Antifade Mounting Medium (Vector Lab, H-1000-10). ILC2s were imaged via a Nikon A1 confocal microscope and an Andor BC43 benchtop confocal microscope (Oxford Instruments, UK). Image analysis was performed via Nikon NIS-Elements Viewer (Nikon, Japan) and Oxford Fusion and Imaris (Oxford Instruments, UK).

### Bulk mRNA sequencing

Purified murine lung ILC2s stimulated with Yoda1 for 3 hours were lysed, and RNA was extracted via TRIzol reagent. The RNA quality was assessed with a TapeStation 4000 (Agilent Technologies) and quantified via an ND-2000 Spectrophotometer (Thermo Fisher). mRNA was isolated with the Poly(A) RNA Selection Kit (LEXOGEN), and libraries were prepared via the NEBNext Ultra II Directional RNA-Seq Kit. The cDNA was indexed with Illumina indices and amplified via PCR. Libraries were checked for fragment size with TapeStation HS D1000 Screen Tape and quantified by real-time PCR (Life Technologies). Sequencing was performed on a NovaSeq 6000 (Illumina). Data quality control was performed with FastQC, and the reads were processed via FASTX Trimmer and BB Map. Gene expression was analyzed with Cufflinks, and DEGs were identified via Cuffdiff and GSEA 4.3.2. All the data were deposited in GEO (GSE278085).

### Single-cell ATAC sequencing and analysis

Total murine lung ILCs (Lin^-^CD127^+^) from tamoxifen-inducible Piezo1^fl/fl^ and Piezo1^fl/fl^ Id2-CreER^T2^ mice treated with rmIL-33 were sorted for single-cell ATAC and RNA sequencing via 10x Genomics platforms. For scATAC-seq, nuclei were prepared via the FL™ Automated Fluorescence Cell Counter (Logos Biosystems), transposed following the 10x Chromium Multiome ATAC+ Gene Expression protocol (CG000338), and sequenced on an Illumina HiSeq platform. Low-quality cells were filtered (nFrags > 1000 and TSS enrichment > 10). The doublets were removed via the filterDoublet function (filterRatio = 1.0) from ArchR (v1.0.2). The data were processed and normalized via the Cell Ranger ArchR pipeline. To reduce dimensionality (resolution = 0.2) and correct batch effects, we utilized the iterative LSI method and Harmony (v0.1.1). For UMAP visualization, we conducted Harmony-batch corrected reduced dimensions and cosine metrics. Gene scores were calculated via MACIC (v3.0.0). The ATAC signals normalized by ReadslnTSS were used to visualize the genome browser track results.

### Single-cell RNA sequencing and analysis

For scRNA-seq, single-cell suspensions were processed via the Next GEM 3’ v3.1 protocol (CG000315), sequenced on an Illumina HiSeq, and aligned via Cell Ranger (v6.0.1, 10x Genomics). Filtered gene‒cell matrices were analyzed with Seurat (v5.0.0) by applying quality filters (mitochondrial gene percentage <10%, detected genes >200 and <5000). Doublets were removed via DoubletFinder (v2.0.3). The data were normalized and variance-stabilized via SCTransform. Principal components were computed from the top 3000 highly variable genes and corrected for batch effects via Harmony (v0.1.1). UMAP visualization was performed via Harmony-corrected PCs with cosine distance, and clustering was performed via the Louvain algorithm (resolution = 0.3). Marker genes and differentially expressed genes (DEGs) were identified via the FindAllMarkers and FindMarkers functions (MAST, v1.25.2). Gene set enrichment analysis (GSEA) was performed via clusterProfiler (v4.6.2). Module scores were calculated with Seurat AddModuleScore. Pathways were obtained from the REACTOME and Gene Ontology (GO) databases. All the data were deposited in GEO (GSE279338).

### Public single-cell RNA sequencing data analysis

The mouse idiopathic pulmonary fibrosis (IPF) model dataset (GSE164220) was analyzed. ILCs extracted from the original dataset. Smart local moving (SLM) algorithm-based clustering was performed on defined ILC2 populations on the basis of canonical ILC2 marker gene expression. The ILC2 population from murine IPF data was divided into two groups, *Piezo1*-high/low, via K-means clustering (*k* = 2). For fetal lung atlas data (E-MTAB-11528), clustering and GSEA were performed similarly. Clustering and GSEA were done using standard Seurat and clusterProfiler tools, dividing ILC2 cells into *PIEZO1*-high/low groups via K-means (k = 2) clustering. Module scores were calculated via AddModuleScore, with pathways retrieved from the GO database.

### Murine models of lung inflammation and fibrosis

For the mouse lung inflammation model, recombinant mouse (rm) IL-33 (BioLegend, 580508) at 12.5 μg/kg was suspended in sterile PBS and administered intratracheally to lightly isoflurane-anesthetized mice. rmIL-33 was administered three times, and the mice were sacrificed on day 7 after the initial injection. *Alternaria. Alternata* (Greer, M1) at 250 μg/kg was suspended in sterile PBS and administered intratracheally to lightly isoflurane-anesthetized mice. A. A was administered three times, with the mice sacrificed on day 5 after the initial injection. For the mouse lung fibrosis model, bleomycin (BLM) (Nippon Kayaku Co., BLMI-3J006) at 3 U/kg was suspended in sterile PBS and administered intratracheally to lightly isoflurane-anesthetized mice. The mice were sacrificed on day 14 after the initial injection. For the mTOR inhibition in vivo murine model, 0.2 mg/kg rapamycin (Sigma, 553210) was intraperitoneally injected every 2 days during the experiments.

### Mouse lung histology and imaging

The lung lobes were fixed in 4% paraformaldehyde (Biosesang, P2031) and embedded in paraffin. Sections (4 µm) were stained with H&E, PAS, and Masson’s trichrome for histological analysis. Fibrosis was assessed by deparaffinizing and permeabilizing sections with 0.2% Triton X-100 (Sigma, T8787), followed by antigen retrieval. The sections were stained with primary antibodies and imaged via Nikon A1 confocal microscopy (Nikon, Japan) and an Andor BC43 benchtop confocal microscope (Oxford Instruments, UK). Fibrotic areas were quantified via ImageJ software (NIH, USA).

### Statistical analysis

The data are presented as the means ± standard errors of the means (SEMs). Statistical analyses were performed via GraphPad Prism 9.5.1. Comparisons between two groups were made via the Mann‒Whitney U test, whereas multiple comparisons were assessed via one-way or two-way ANOVA, depending on the number of groups and variables. For human-derived ILC2s treated with DMSO or Yoda1, a paired t-test was used. A nonlinear one-phase decay model was used for decay analysis. A *P* value of less than 0.05 was considered statistically significant.

## Supplementary information

Supplementary_Materials

Western blot original film

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

## Data Availability

Bulk mRNA sequencing data have been deposited in GSE278085 and are publicly available. Single-cell RNA and ATAC sequencing data have been deposited in GSE279338 and are publicly available. Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon request.

# Supplementary material for: Piezo1-mediated mechanotransduction regulates the translational activity, function and lung pathogenicity of group 2 innate lymphoid cells
**Source:** Signal Transduct Target Ther. 2025 Aug 21;10:269. doi: 10.1038/s41392-025-02350-4
**Supplement:** Supplementary file 1 — Supplementary_Materials

Supplementary Materials for

Piezo1-mediated mechanotransduction regulates translational activity, functions, and lung pathogenicity of group 2 innate lymphoid cells

MinYeong Lim^1,2^, Seonjun Park^3^, Yoon ha Joo^4^, Sung Eun Kim^5,6^, Min Hee Ham^7,8^, TaeSoo Kim^2^, Kihyuck Kwak^7,8,9^, Sung Joon Kim^5,10^, Jung Chan Lee^11,12^, Sung Ho Park^3^, Hye Young Kim^1,2,13,14*^

**This PDF file includes:**

Supplementary Materials and Methods

Figures. S1 to S17

Captions for Movies S1 to S6

**Other Supplementary Materials for this manuscript include the following:**

Movies S1 to S6

Original and uncropped films of Western blotting

Supplementary Materials and Methods.

Mouse single cells preparation

Whole tibiae, femora, and spleens were collected from euthanized mice. Bone marrow was flushed from the tibiae and femora using a syringe. The spleen was cleaned of surrounding tissue and gently crushed. The resulting cell suspensions from all tissues were filtered through a 40 µm strainer, treated with RBC lysis buffer (BioLegend, 420301), and resuspended in buffer for analysis.

Piezo1 stimulation using EGAT and EDTA

For Piezo1 modulation, ILC2s were treated with 5 µM Yoda1 (Tocris, 5586) and 2 mM calcium chelators (EGTA, Biosesang, ER2024-001-80; EDTA, Sigma, E7889) for designated time points.

Flowcytometric cell proliferation and apoptosis analysis

For cell division and proliferation assays, purified ILC2s were labeled with 10 µM CFSE (Thermo Fisher Scientific, C34554) and cultured in the presence of rmIL-2, -7, and -33 (10 ng/mL each). After 72 hours, CFSE^+^ and Ki67^+^ ILC2s were analyzed. Apoptotic cells were identified by staining Annexin V with staining buffer (BioLegend, 422201). Flow cytometry data were analyzed using FlowJo software v10 (BD, NJ, USA) with BD LSR Fortessa™ X-20 and BD LSRII™ (BD, NJ, USA) instruments.

Whole-Cell Patch Clamp for SK4 channel

Whole-cell patch-clamp recordings were performed using an Axopatch-200B amplifier and pCLAMP software. The pipette solution for SK4 channel recording contained 140 mM KCl, 5 mM NaCl, 10 mM HEPES, 5 mM EGTA, 0.5 mM MgCl_2_, and 3 mM MgATP (pH 7.2) with a free Ca^2+^ concentration of 500 nM. The bath solution contained 145 mM NaCl, 3.6 mM KCl, 10 mM HEPES, 5 mM glucose, 1 mM MgCl_2_, and 1.3 mM CaCl_2_ (pH 7.4).

*A. Alternata*-induced muurine asthma models

*Alternaria. Alternata* (*A.A*) (Greer, M1) at 250 μg/kg was suspended in sterile PBS and administered intratracheally to lightly isoflurane-anesthetized mice. *A.A* was administered three times, with mice sacrificed on day 5 after the initial injection.

Figure. S1.

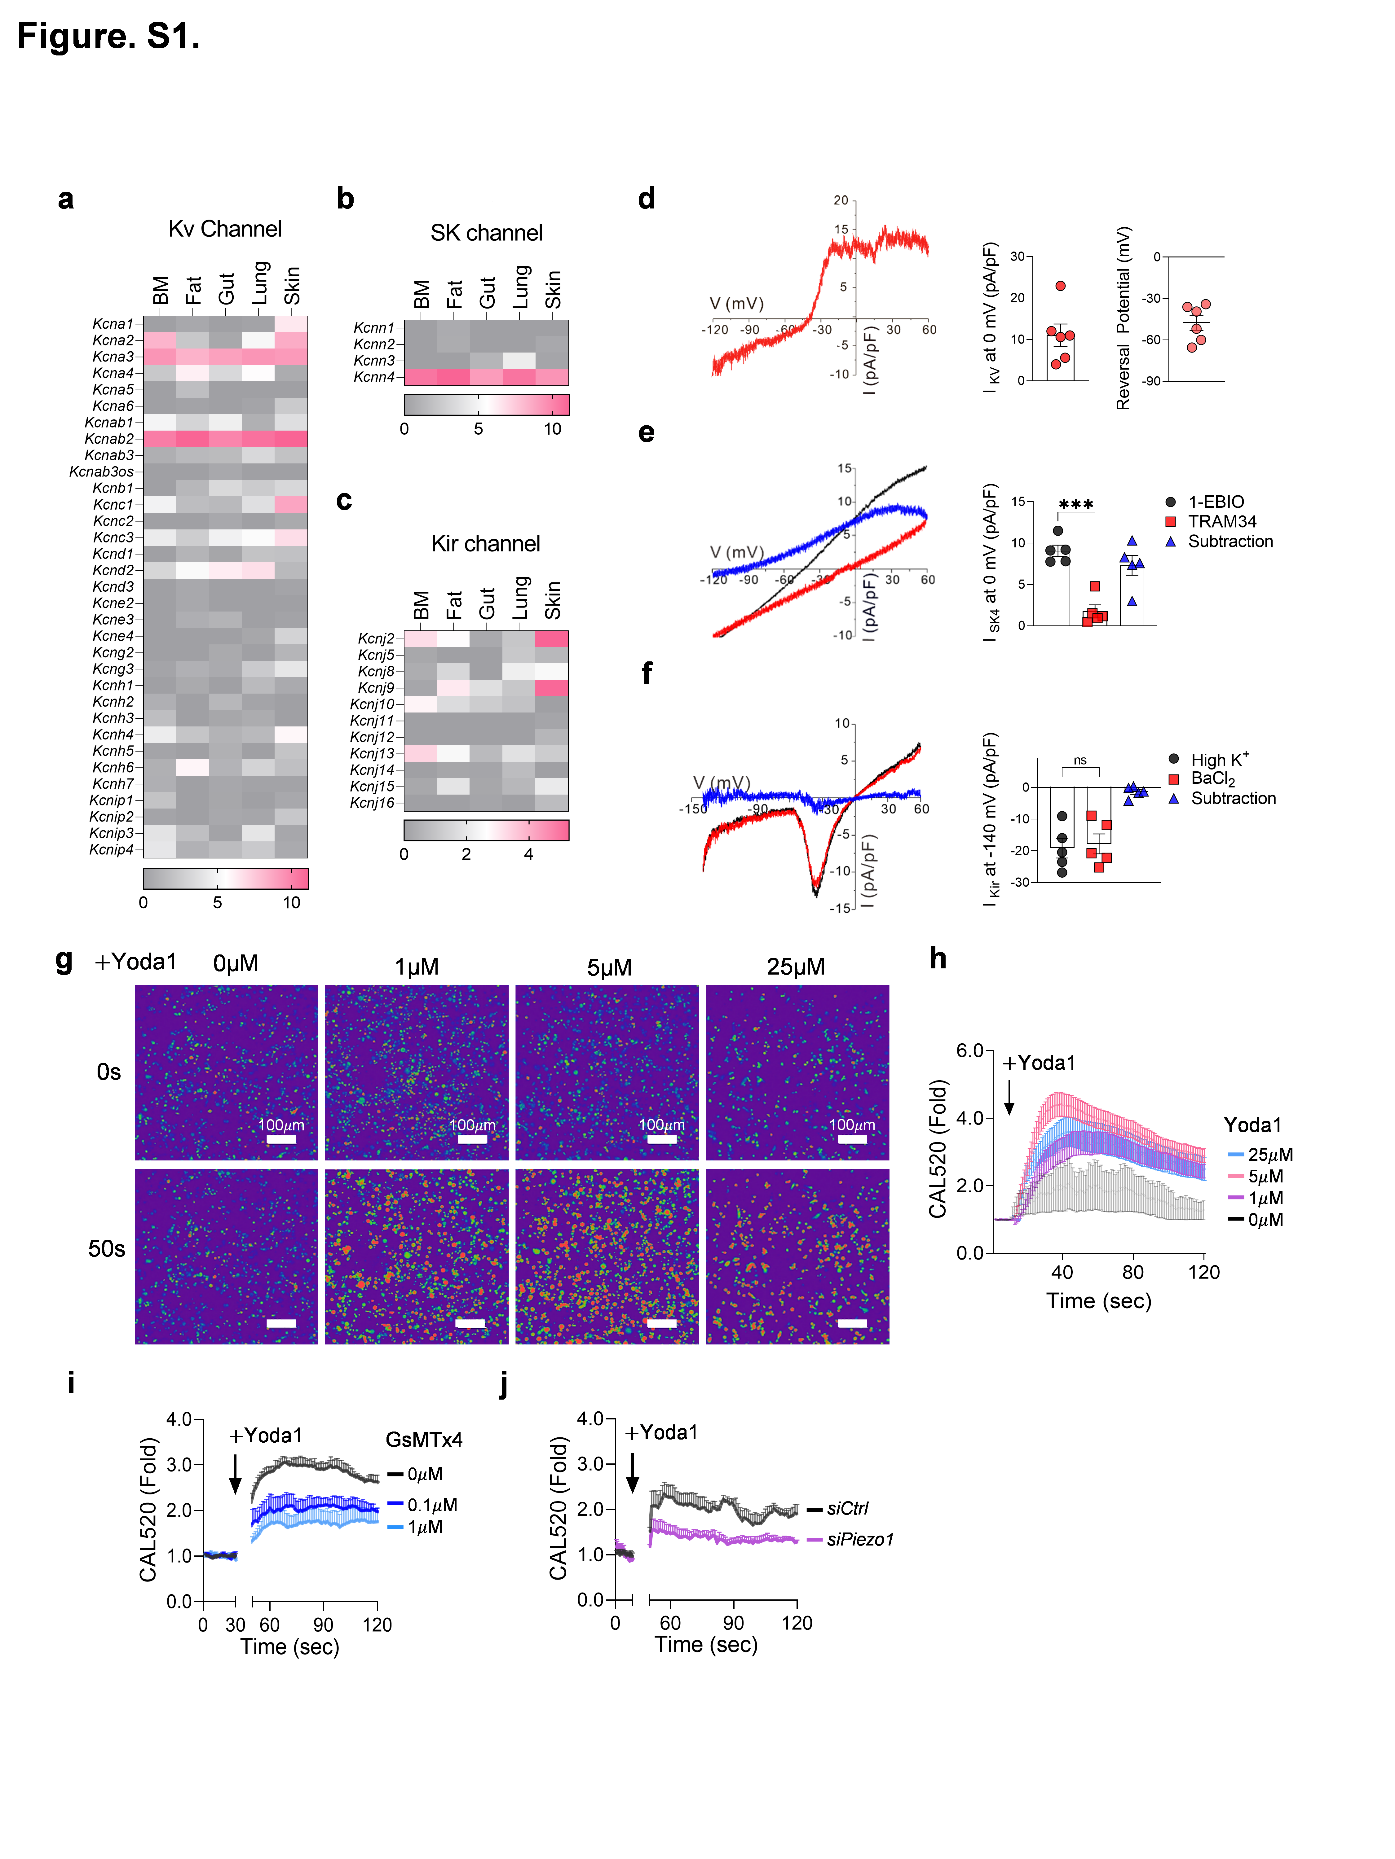

**Supplementary Figure 1 | Expression of potassium channels and validation of Piezo1-mediated Ca²⁺ influx in lung ILC2s.**

(a–c) Heatmaps showing the expression of Kv (a), SK (b), and Kir (c) potassium channels in tissue-resident ILC2s from bone marrow (BM), fat, gut, lung, and skin (Roberto et al., 2018). (d–f) Current–voltage (I/V) relationships and summary of current densities in murine lung ILC2s: (d) IKv measured at 0 mV (n=6), with reversal potential –47.85 ± 5.4 mV; (e) ISK4 measured at 0 mV with 1-EBIO and TRAM34 (n=5); (f) IKir measured at –140 mV under high K⁺ and BaCl₂ conditions (n=5). (g) Representative CAL-520 AM–labeled live-cell images of ILC2s at baseline and 50 seconds after Yoda1 stimulation (0–25 μM) (Scale bars = 100 µm). (h) Quantification of intracellular Ca²⁺ levels (CAL-520 AM fold change) in response to Yoda1 (n=32). (i) Flow cytometry analysis showing that Yoda1-induced Ca²⁺ influx is blocked by GsMTx4 (n=2). (j) Flow cytometry analysis showing that Yoda1-induced Ca²⁺ influx is abolished in *siPiezo1*-transfected ILC2s compared to *siCtrl* (n=3). Statistical significance was determined using One-way ANOVA as appropriate. Data are presented as mean ± SEM and are pooled from at least two to three independent experiments. ***P < 0.001; ns, not significant. Type or paste caption here. Create a page break and paste in the Figure above the caption.

Figure. S2.

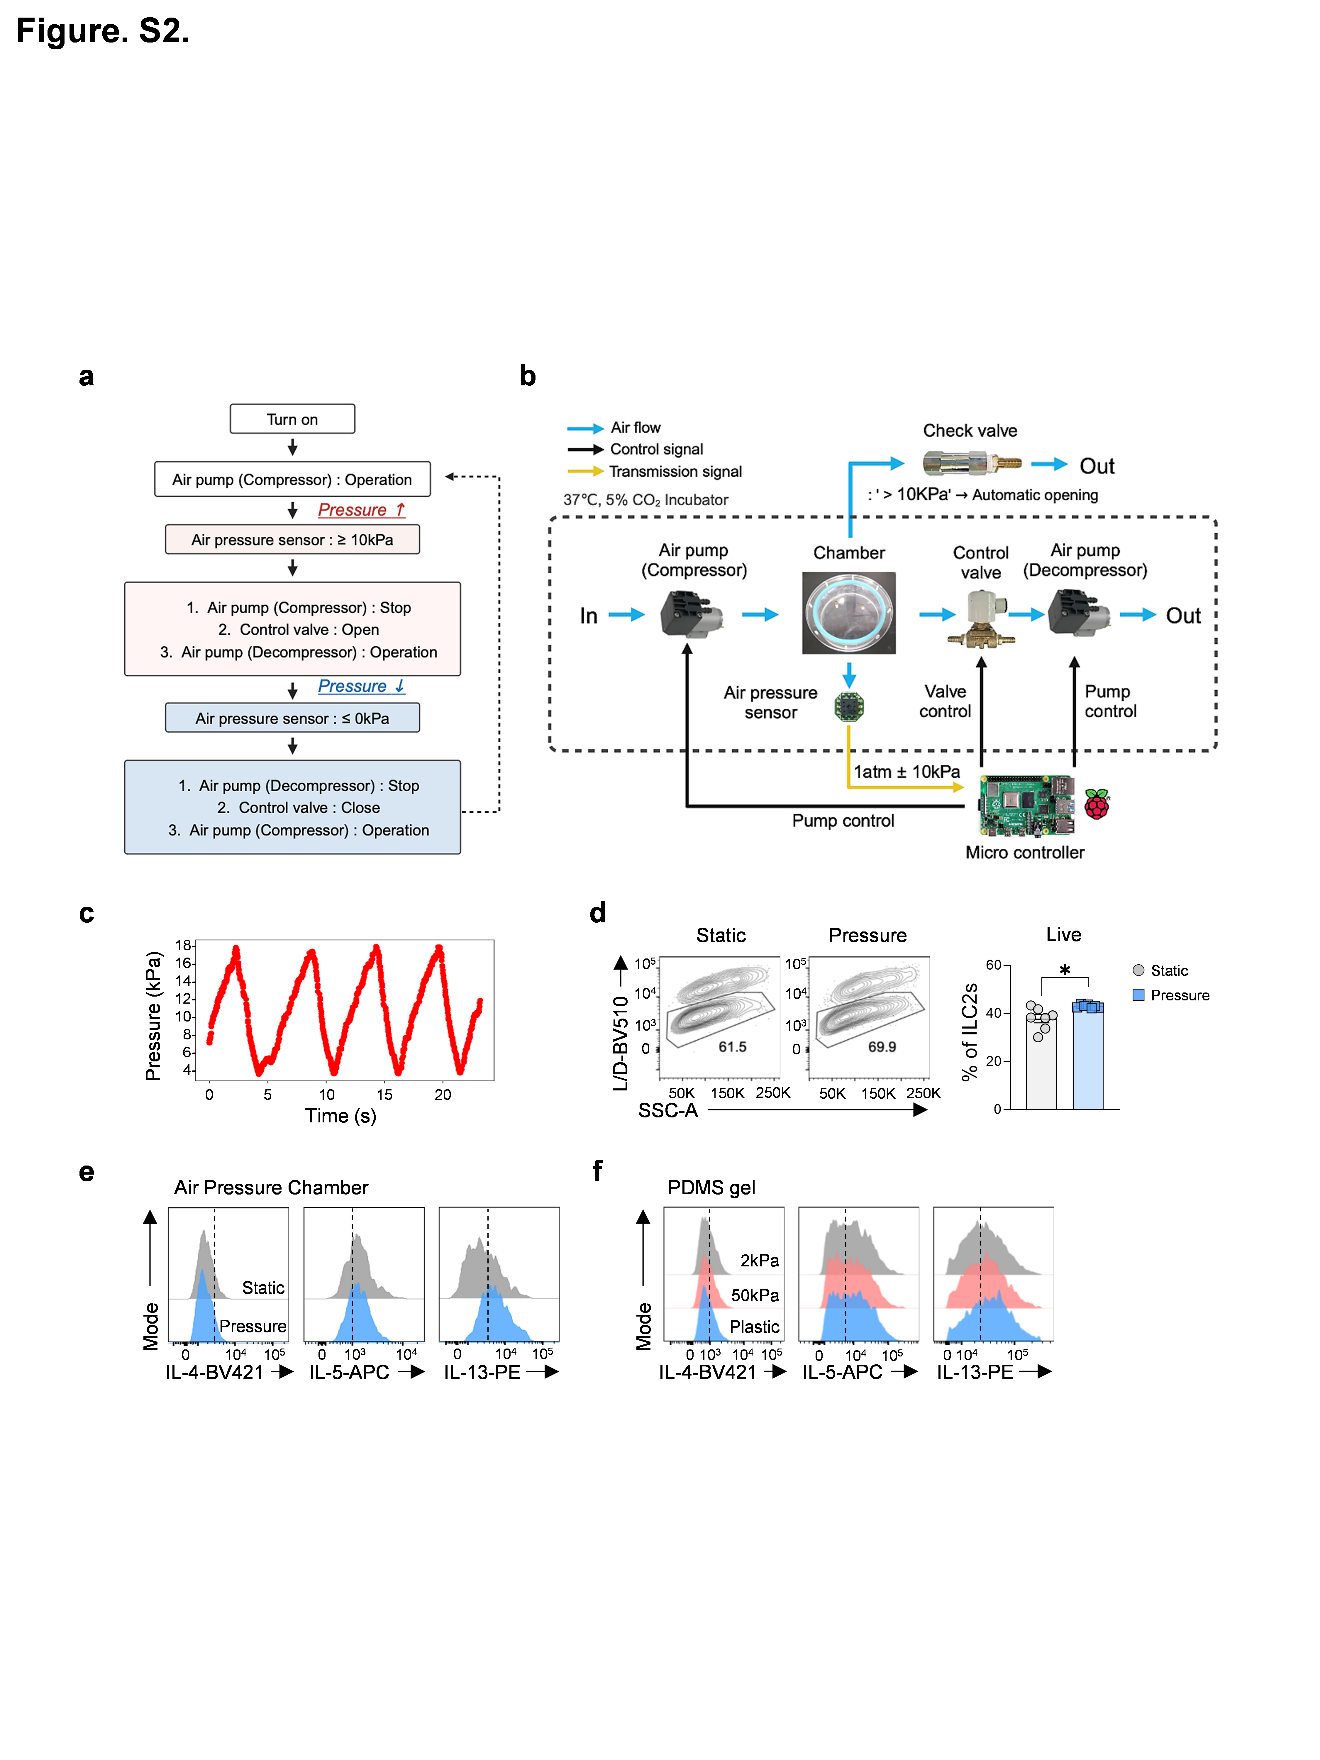

**Supplementary Figure 2 | Mechanical stimulation *via* cyclic air pressure or substrate stiffness enhances IL-13 production in ILC2s.**

(a, b) Schematic diagrams of the custom-built cyclic air pressure (CAP) system mimicking murine respiratory motion. (a) Programmable cyclic air compression and decompression generating ± 10 kPa oscillations. (b) System components including compressor, decompressor, air pressure sensor, control valves, and incubator. (c) Representative waveform illustrating cyclic pressure fluctuations over time. (d) Representative flow cytometry plots and quantification of viable ILC2s cultured under static or cyclic pressure conditions (n=7). (e) Representative histograms of intracellular IL-4, IL-5, and IL-13 expression in ILC2s under static or cyclic pressure conditions. (f) Representative histograms showing IL-4, IL-5, and IL-13 expression in ILC2s cultured on substrates of varying stiffness: 2 kPa PDMS, 50 kPa PDMS, and plastic ( > 1 GPa). Statistical significance was determined using the Mann–Whitney U-test. Data are pooled from at least two to three independent experiments and are presented as mean ± SEM. *P < 0.05.

**Figure. S3.**

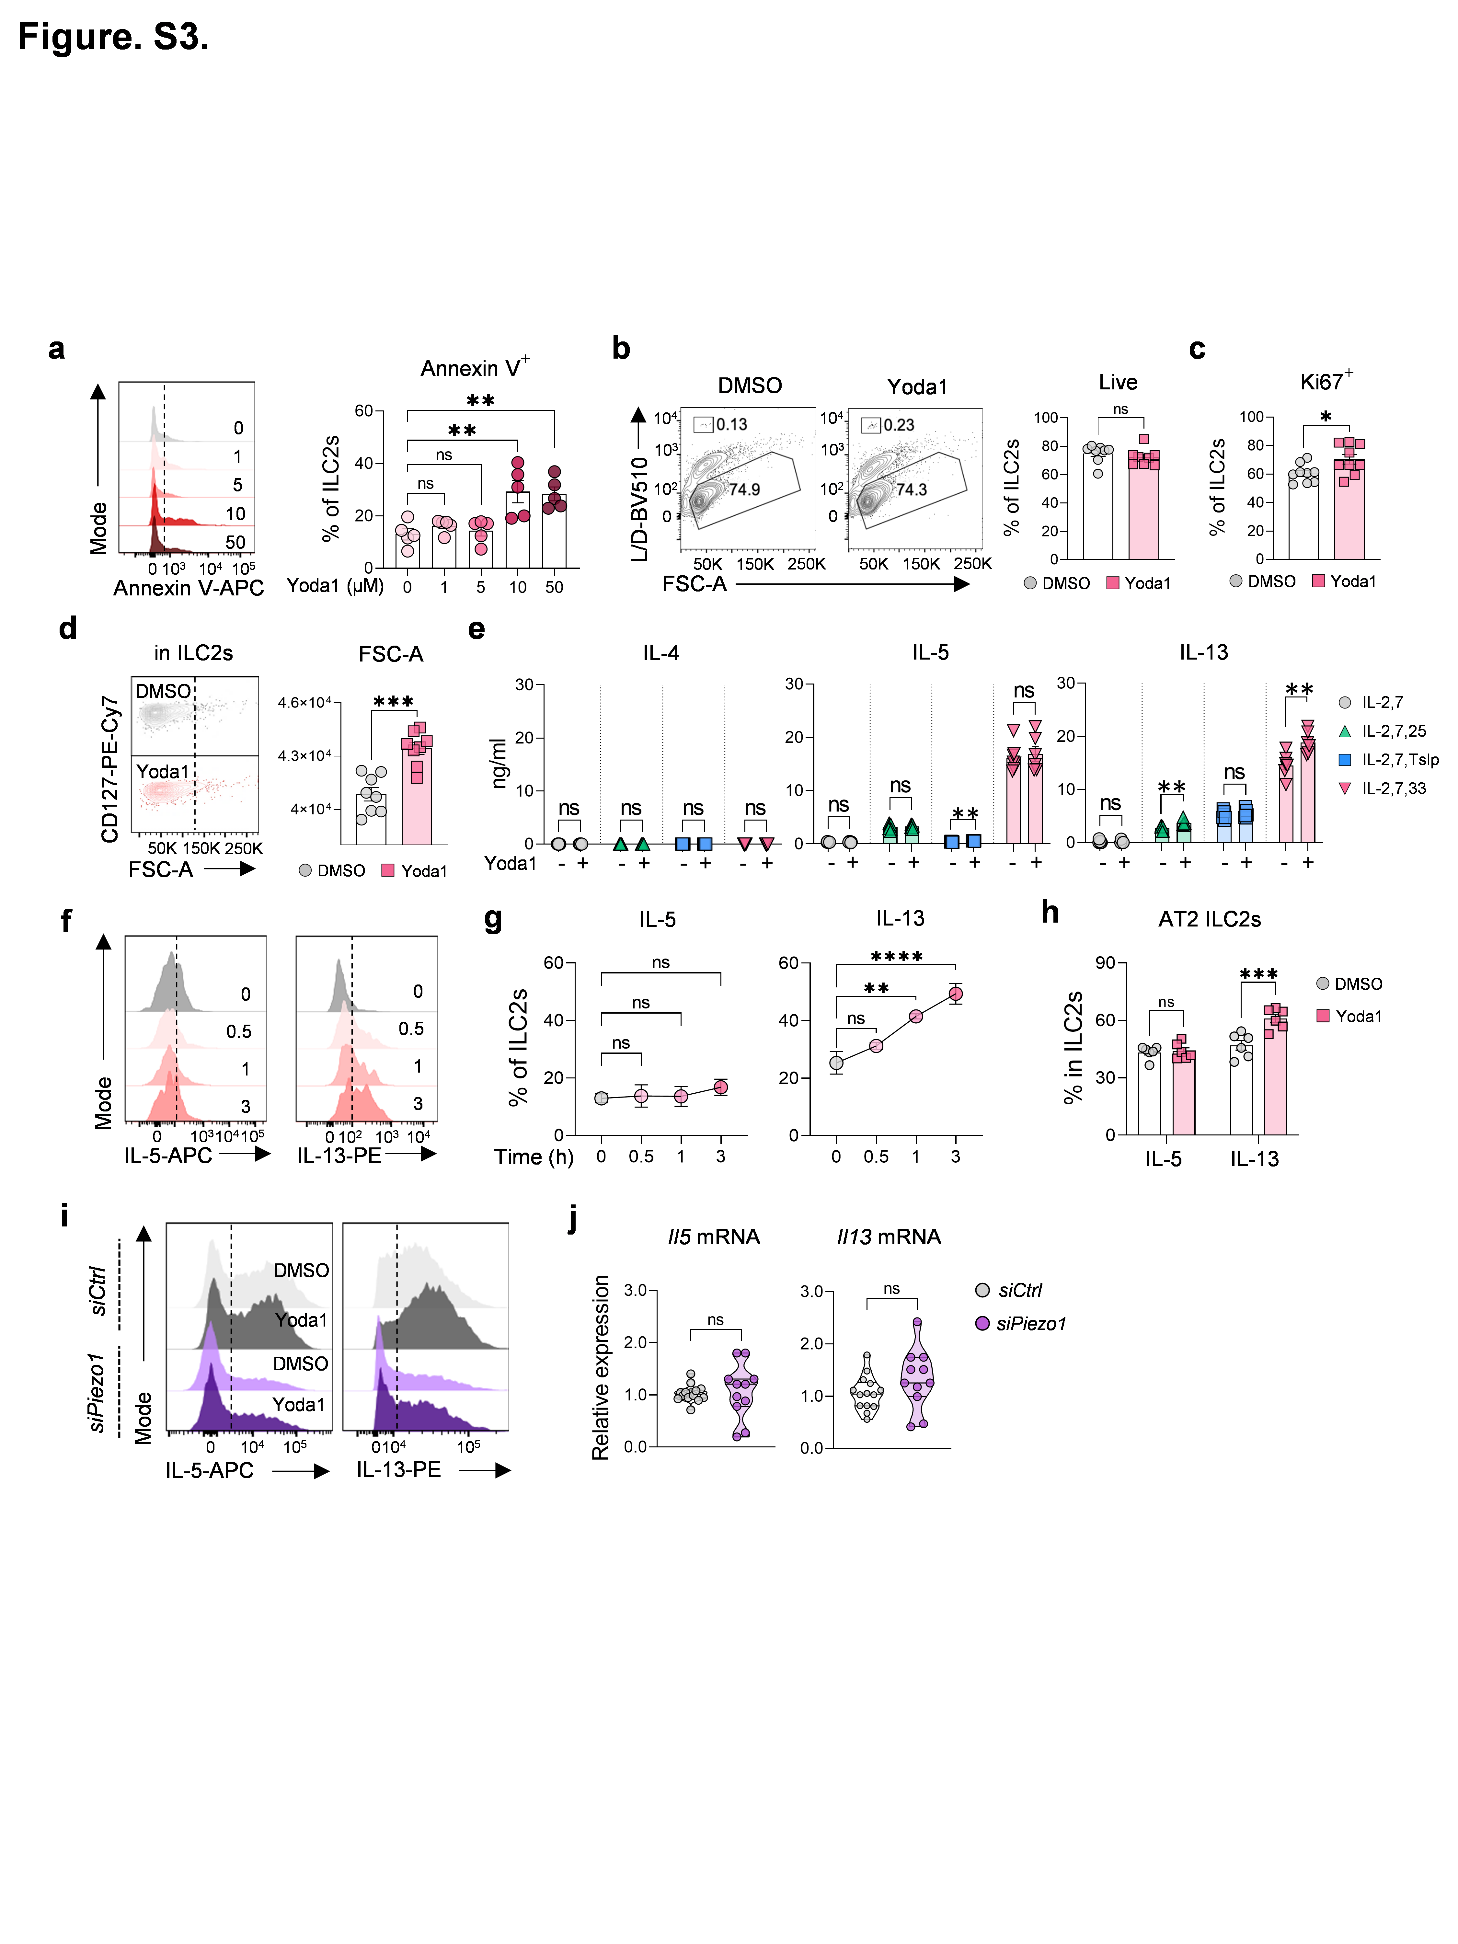

**Supplementary Figure 3 | Piezo1 activation promotes ILC2 functionality and enhances IL-13 protein production.**

(a) Representative histograms and quantification of Annexin V⁺ apoptotic ILC2s after 3-hour stimulation with increasing concentrations of Yoda1 (0–50 μM) (n=5). (b) Representative flow cytometry plots and quantification of live ILC2s (LD⁻ FSC-A⁺) following 72-hour stimulation with 5 μM Yoda1 (n=8). (c) Frequencies of Ki67⁺ ILC2s after 3-hour Yoda1 treatment (n=9). (d) Forward scatter area (FSC-A) as a proxy for cell size in DMSO- and Yoda1-treated ILC2s (n=8).

(e) ELISA of IL-4, IL-5, and IL-13 in culture supernatants of ILC2s stimulated with Yoda1 (5 μM) in combination with IL-2, IL-7, IL-25, IL-33, or TSLP (n=6–7). (f, g) Time-course analysis of IL-5⁺ and IL-13⁺ ILC2s following Yoda1 stimulation, measured by intracellular cytokine staining (n=6). (h) Frequencies of IL-5⁺ and IL-13⁺ ILC2s from adipose tissue (AT2 ILC2s) (n=6). (i) Representative histograms showing IL-5 and IL-13 expression in ILC2s transfected with *siCtrl* or *siPiezo1* following Yoda1 treatment. (j) qPCR analysis of *Il5* and *Il13* mRNA levels in *siCtrl*- and *siPiezo1*-transfected ILC2s (n=11–14). Statistical significance was determined using the Mann–Whitney U-test, one-way ANOVA, or two-way ANOVA, as appropriate. Data are pooled from two to three independent experiments and presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; ns, not significant.

Figure. S4.

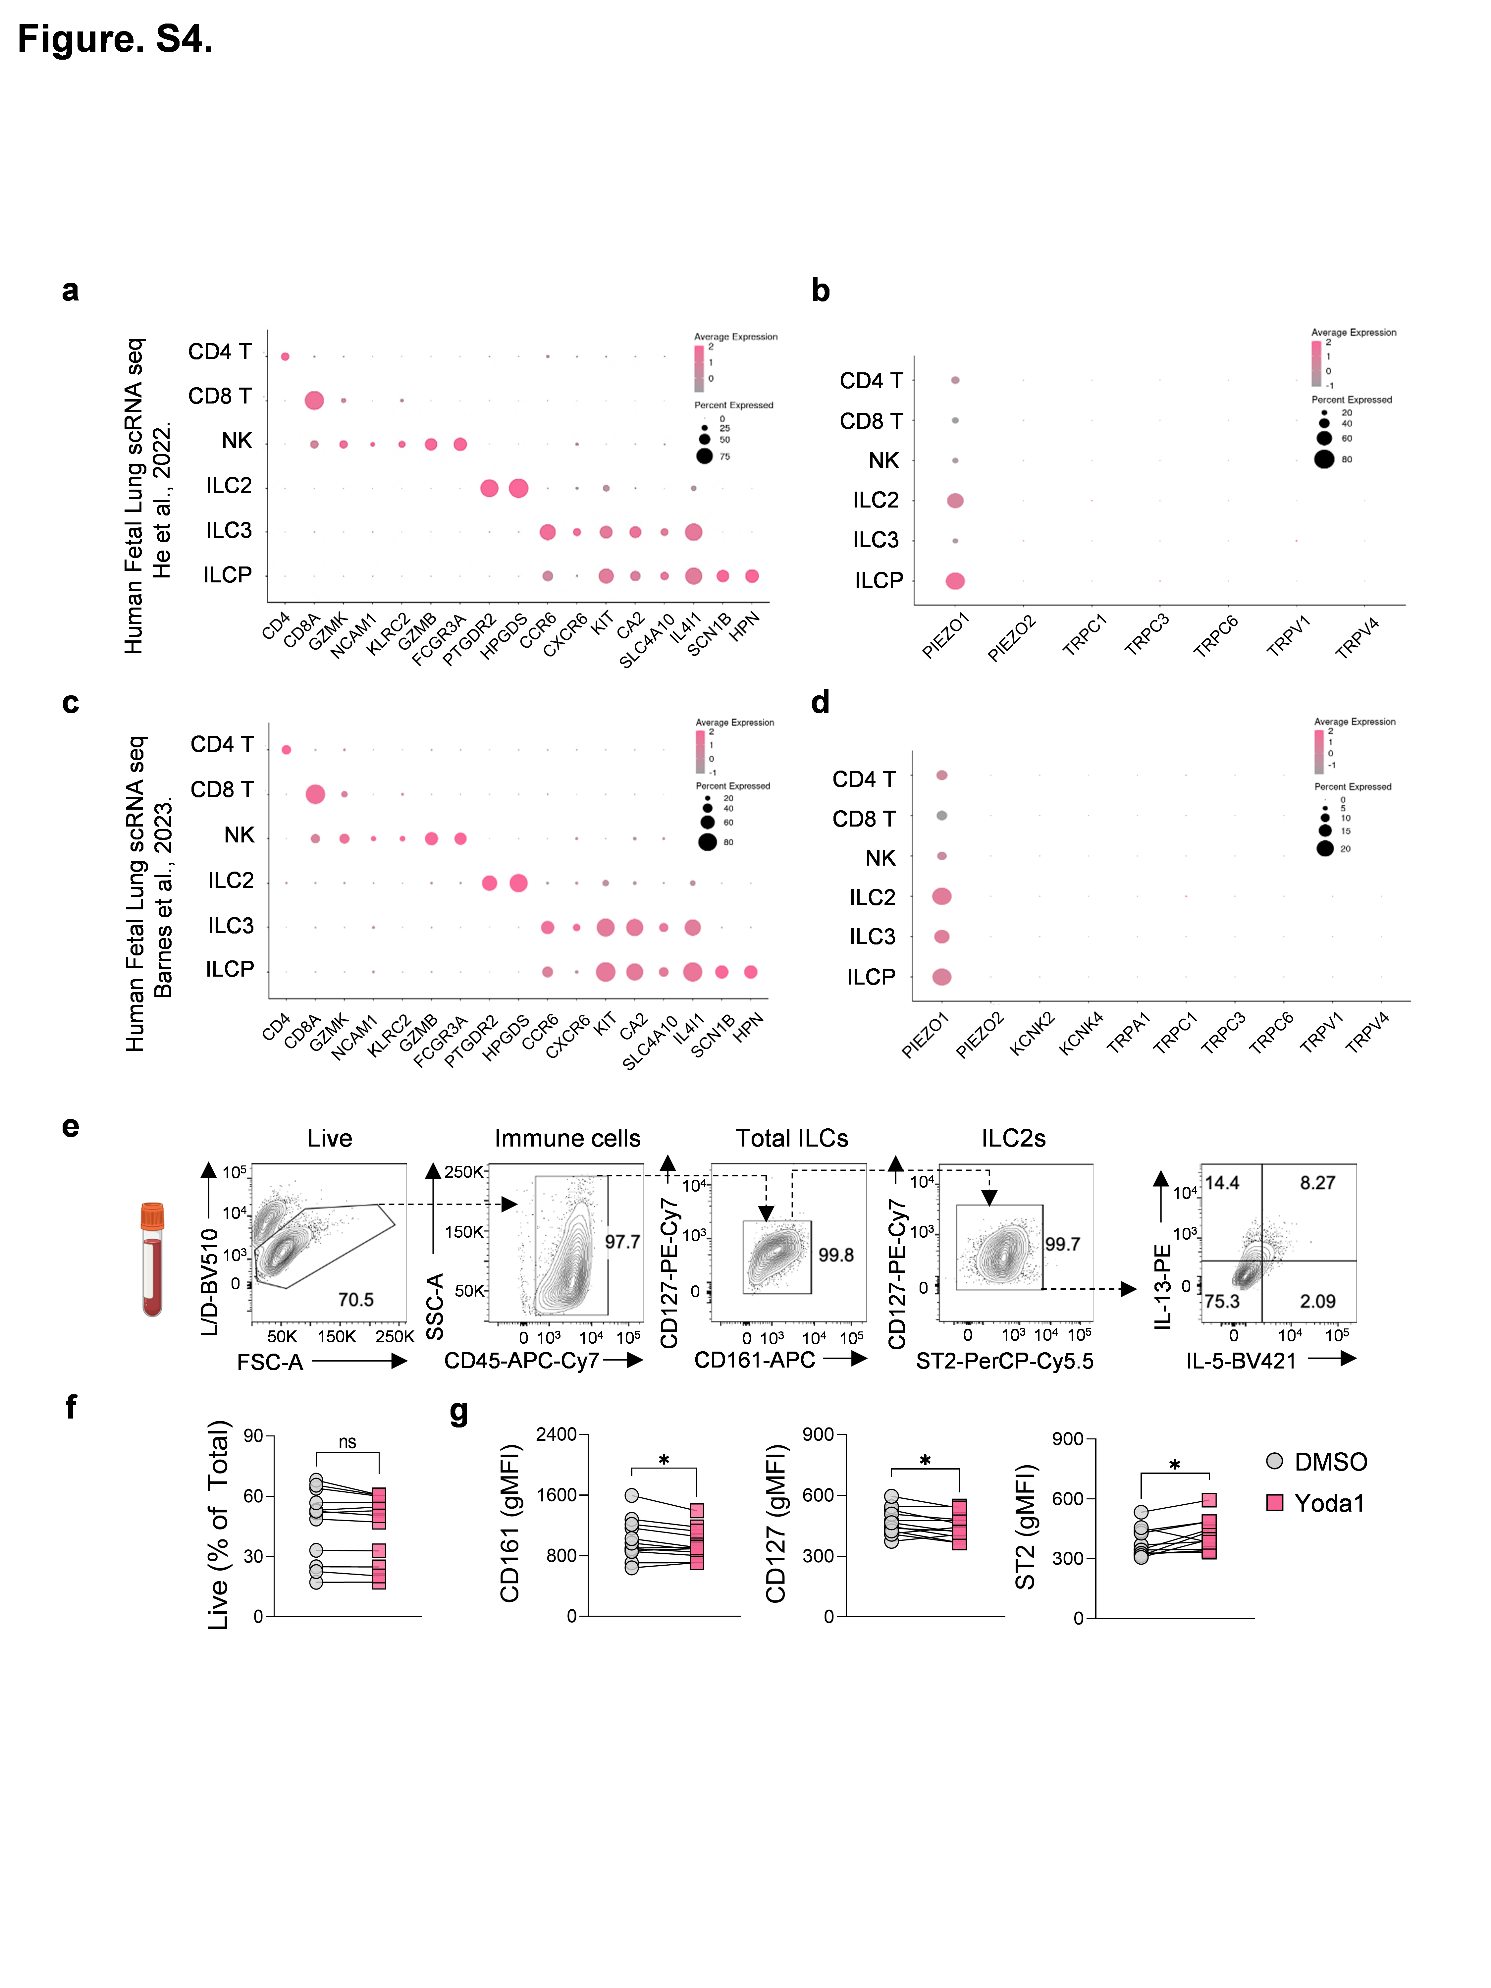

**Supplementary Figure 4 | *PIEZO1* is highly expressed in human ILC2s and regulates surface marker expression in human peripheral blood–derived ILC2s.**

(a–d) Public human fetal lung scRNA-seq analysis from He et al. (2022) (a, b) and Barnes et al. (2023) (c, d). (a, c) Dot plots showing average and percent expression of lymphocyte lineage markers in CD4⁺ T cells, CD8⁺ T cells, NK cells, ILC2s, ILC3s, and ILCPs. (b, d) Dot plots showing expression levels of mechanosensitive ion channels including *PIEZO1*, *PIEZO2*, *TRPCs*, and *TRPVs* across the same subsets. (e) Gating strategy for identifying human peripheral blood ILC2s and intracellular cytokine staining after 3-hour stimulation with Yoda1 (5 μM). (f) Frequencies of live ILC2s following DMSO or Yoda1 treatment (n=12). (g) Geometric mean fluorescence intensity (gMFI) of CD161, CD127, and ST2 in Yoda1-treated ILC2s (n=12). Statistical significance was determined using the paired t-test. Data are pooled from at least two to three independent experiments. *P < 0.05; ns, not significant.

Figure. S5.

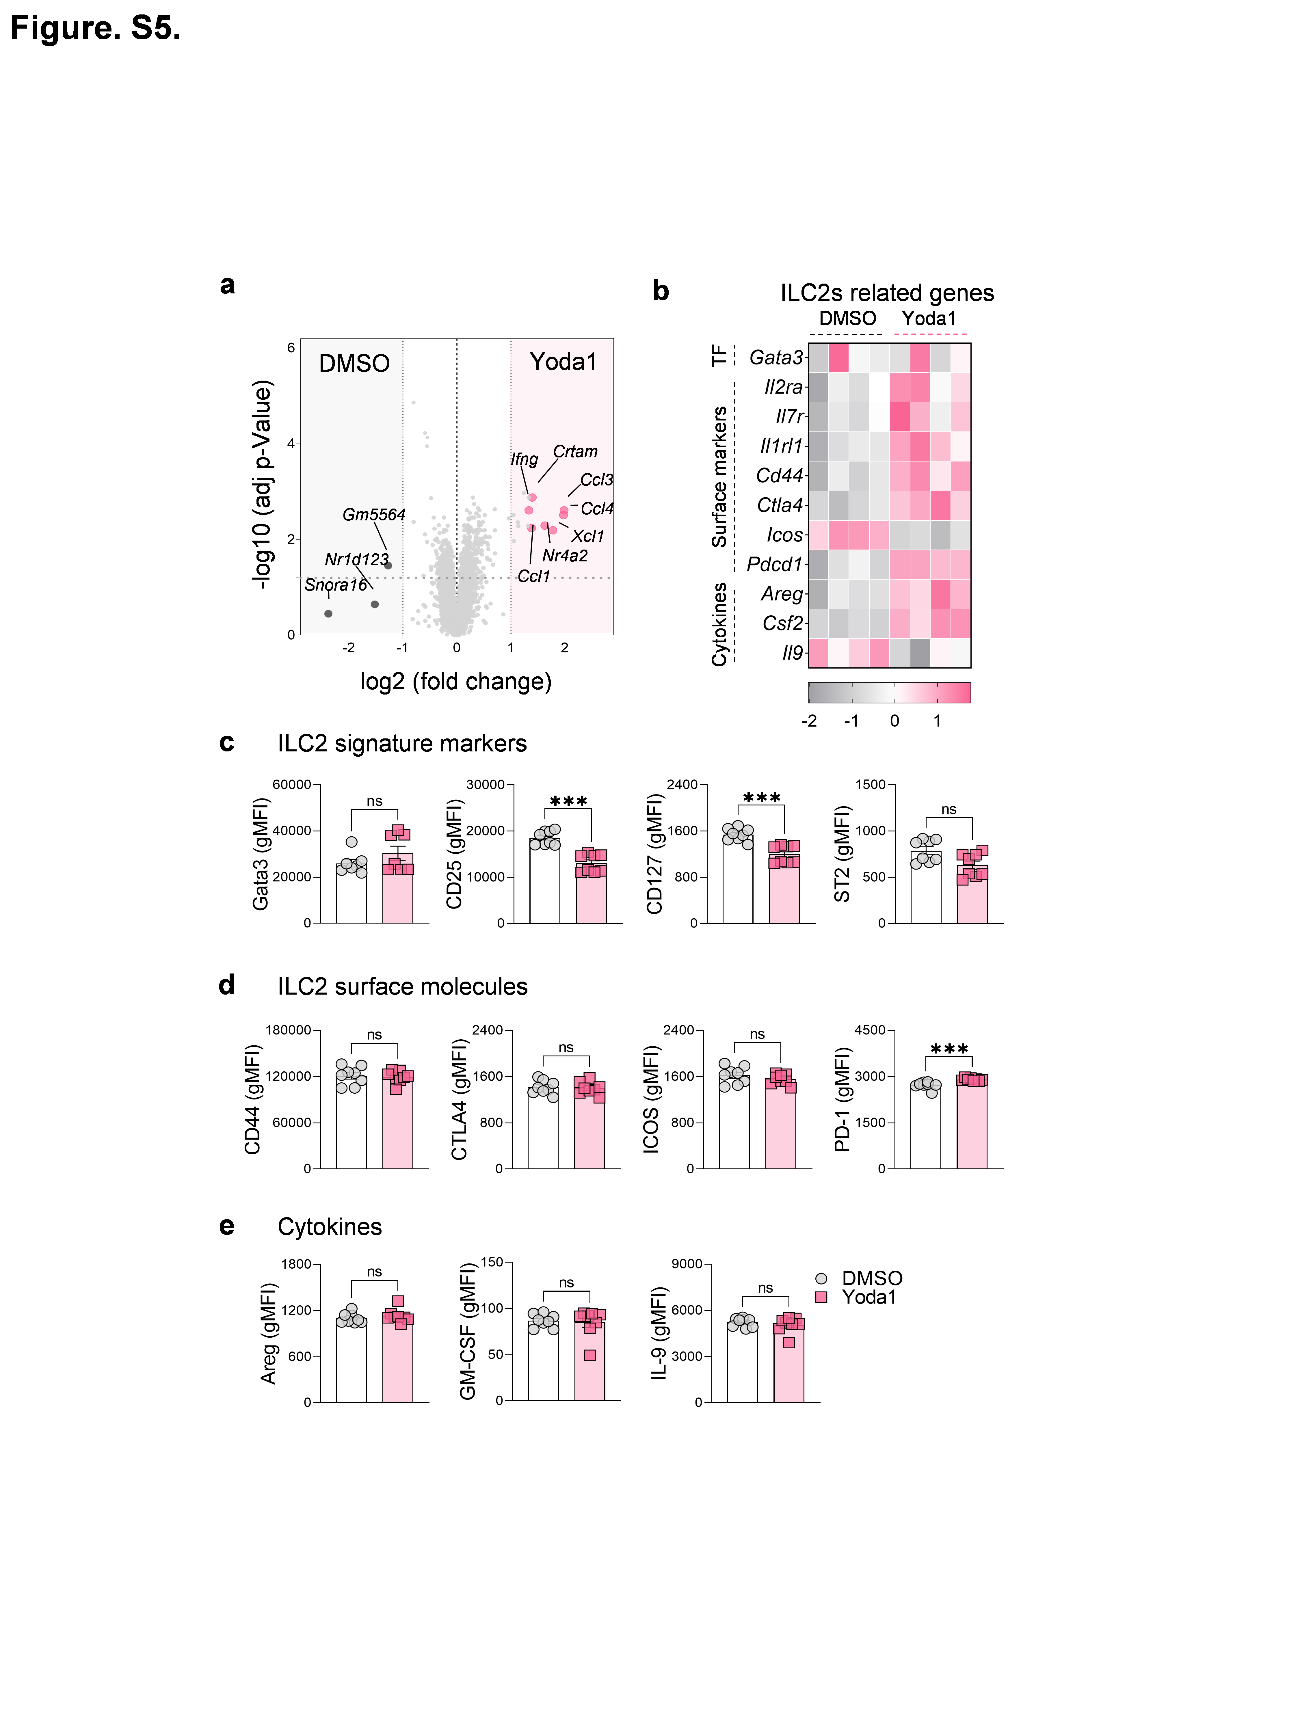

**Supplementary Figure 5 | Transcriptomic and phenotypic analysis of ILC2s upon Piezo1 activation.**

(a) Volcano plot of differentially expressed genes from bulk RNA-seq comparing DMSO- and Yoda1-treated murine lung ILC2s (5 μM, 3 h; n=4). 

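The 7 genes labelled as higher in the volcano plot all passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes and adjusted over the list alone, although the study chose them on these samples. Their log2 fold changes ranged from 1.35 to 2.11. Ccl3 rose from 61.8 ± 10.4 to 248 ± 7.53 CPM (SD, n = 4 each), a log2 fold change of 2.01 (standard error 0.101, edgeR adjusted p = 1.59e-05), and Ccl4 from 30.4 ± 5.42 to 122 ± 7.27, also a log2 fold change of 2.01 (standard error 0.102, edgeR adjusted p = 4.13e-06). Xcl1 had a log2 fold change of 1.83 (standard error 0.109, edgeR adjusted p = 8.81e-08), with overlapping exons of the opposite-strand gene Gm20743. Ifng (1.35), Crtam (1.46), Nr4a2 (2.11) and Ccl1 (1.44) were higher as well, and exons of the same-strand gene Gm49751 overlap Ifng. Of the genes labelled as lower, Snora16a, which overlaps exons of the same-strand gene Snhg12, had 0 to 3 counts per library and was not tested, and Gm5564 was not analysed here. The 5 largest increases among genes whose groups did not overlap were Osr2 (log2 fold change 3.30), Ocln (2.20), Nr4a2, Ccl3 and Ccl4, and the 5 largest decreases were Hykk (-1.51), Moap1 (-1.45), Dll1 (-1.30), Cbfa2t3 (-1.25) and Rasd2 (-1.19). Osr2 rests on 0 to 4 counts per DMSO library and 14 to 22 per Yoda1 library. Its log2 fold change ran from 2.98 to 4.04 when each sample was left out in turn. Hykk rests on 9 to 15 counts per DMSO library and 4 to 5 per Yoda1 library, and Dll1 on 12 to 25 and 5 to 9. Rasd2 rests on 5 to 22 counts per library and lost its call without DMSO replicate 1 (adjusted p = 0.102) and in 3 of the other fits that left out one sample (adjusted p from 0.0276 to 0.102 over all 8).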

Selected upregulated genes such as *Ccl3, Ccl4*, and *Xcl1* are highlighted. (b) Heatmap showing relative expression (Z-score) of transcription factors, surface markers, and cytokine-related genes in DMSO- vs. Yoda1-treated ILC2s. (c–e) Flow cytometric quantification of geometric mean fluorescence intensity (gMFI) for selected markers and cytokines in ILC2s (n=7–8): (c) GATA3, CD25, CD127, ST2; (d) CD44, CTLA-4, ICOS, PD-1; (e) Areg, GM-CSF, and IL-9. Statistical significance was determined using the Mann–Whitney U-test. Data are pooled from two to three independent experiments and presented as mean ± SEM. ***P < 0.001, ****P < 0.0001; ns, not significant.

Figure. S6.

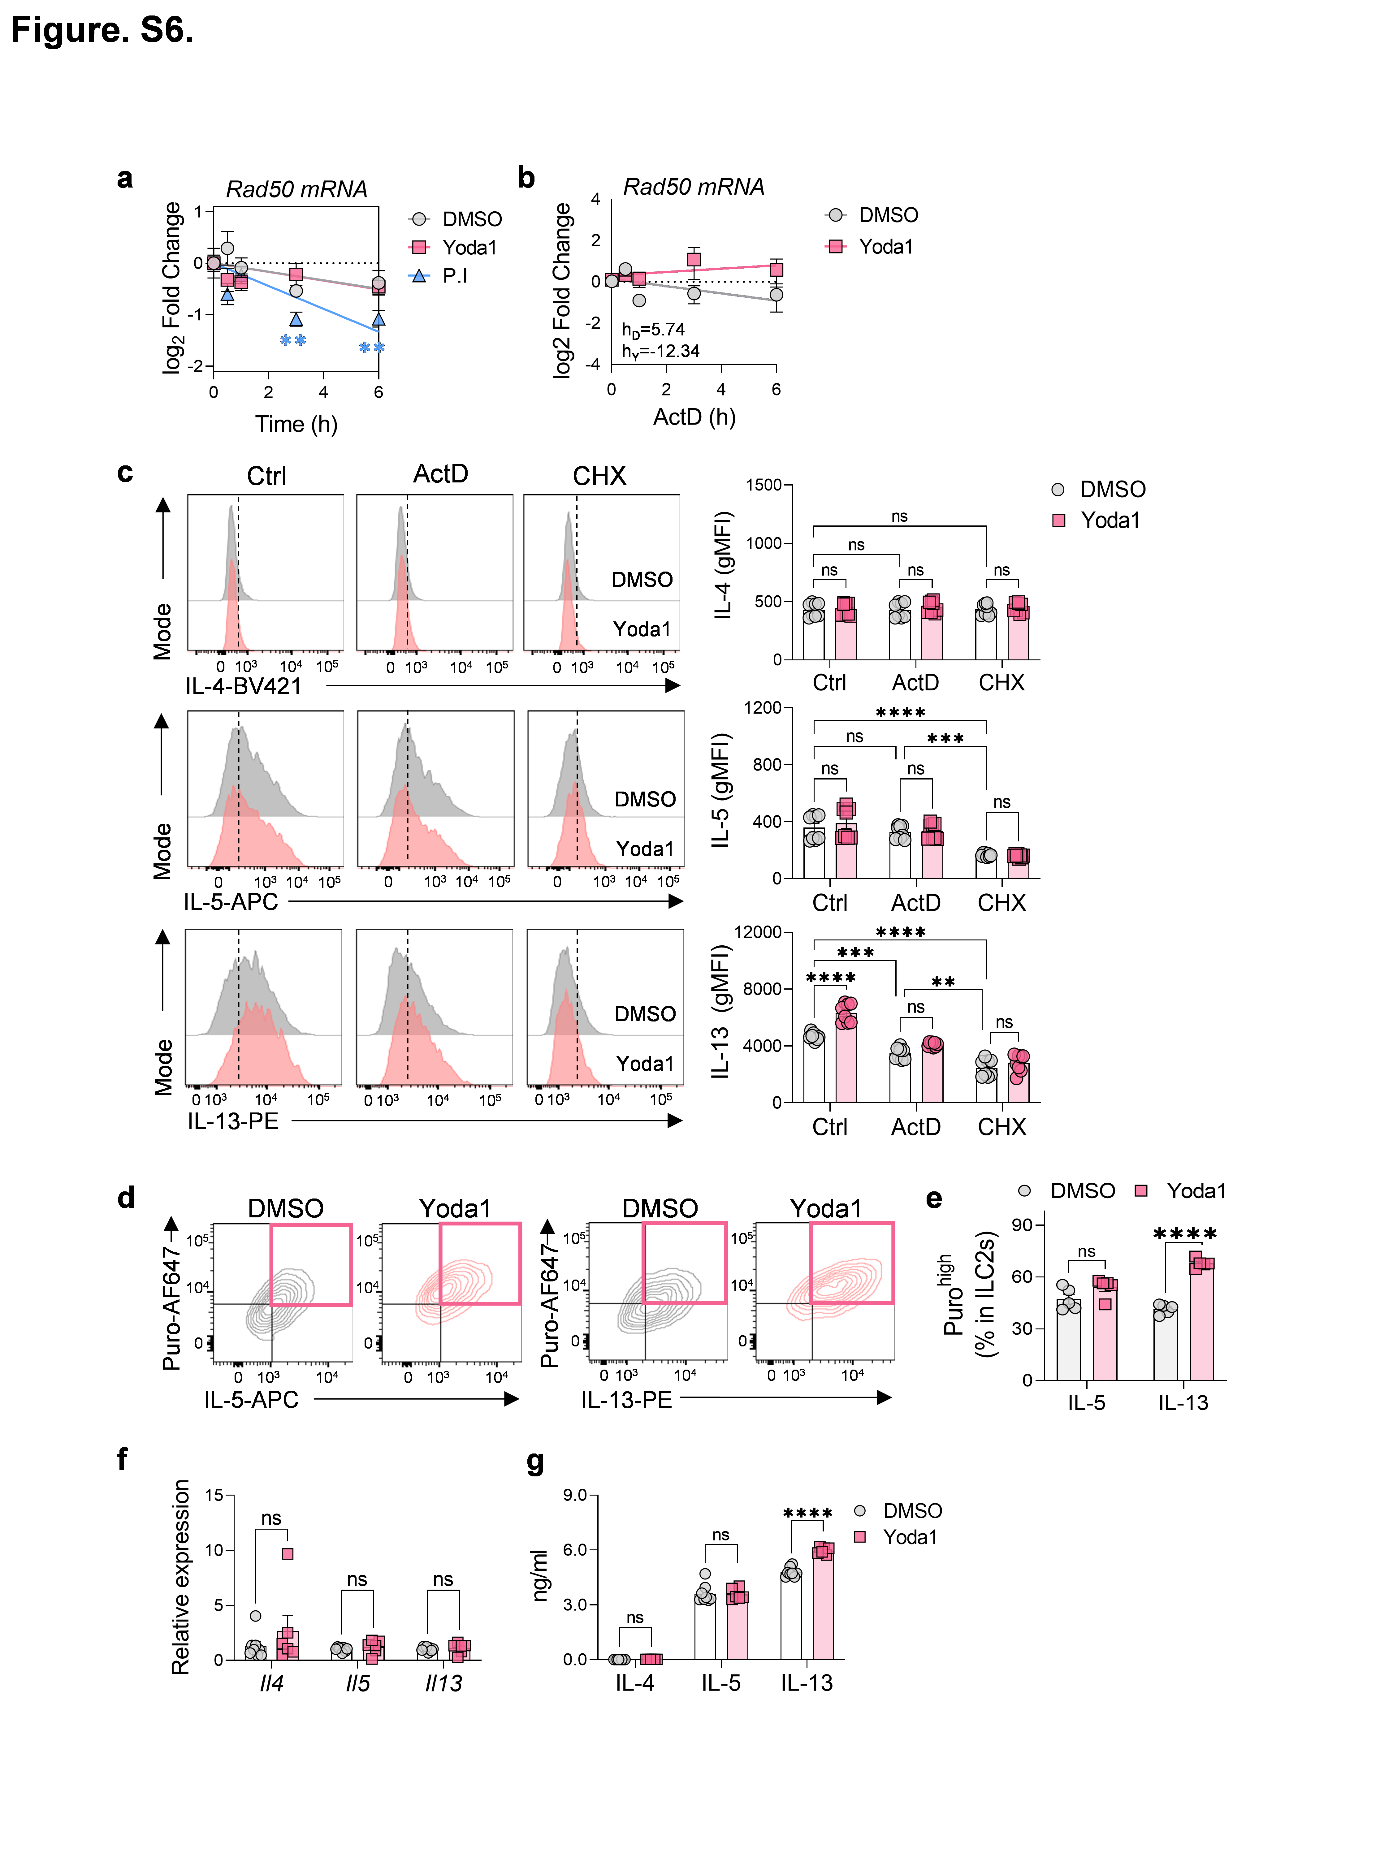

**Supplementary Figure 6 | Piezo1 activation selectively stabilizes *Il13* mRNA and enhances IL-13 protein translation in ILC2s.**

(a) Time-course of *Rad50* mRNA expression in ILC2s treated with DMSO, Yoda1 (5 μM), or PMA (100 ng/mL) + ionomycin (1 μg/mL), measured by qPCR (n=6–15). (b) *Rad50* mRNA decay kinetics following Actinomycin D (ActD, 1 μg/mL) treatment, showing increased transcript stability in Yoda1-treated ILC2s (n=11–12). (c) Representative histograms and gMFI of intracellular IL-4, IL-5, and IL-13 in ILC2s treated with DMSO or Yoda1, with or without ActD or cycloheximide (CHX), indicating post-transcriptional regulation of IL-13 (n=8). (d) Representative flow cytometry plots showing puromycin incorporation and co-expression of IL-5 or IL-13 in translating ILC2s (n=5). (e) Quantification of IL-5⁺ and IL-13⁺ Puro ^high^ ILC2s (n=5). (f) Relative mRNA expression of *Il4, Il5*, and *Il13* in DMSO- vs. Yoda1-treated ILC2s (n=6–8). (g) Cytokine concentrations of IL-4, IL-5, and IL-13 in culture supernatants from DMSO- or Yoda1-treated ILC2s measured by ELISA (n=6–8). Statistical significance was determined using two-way ANOVA and one phase decay for calculating mRNAs half-life .Data are pooled from at least two to three independent experiments or representative data and presented as mean ± SEM. **P < 0.01, ***P < 0.001, ****P < 0.0001; ns, not significant.

Figure. S7.

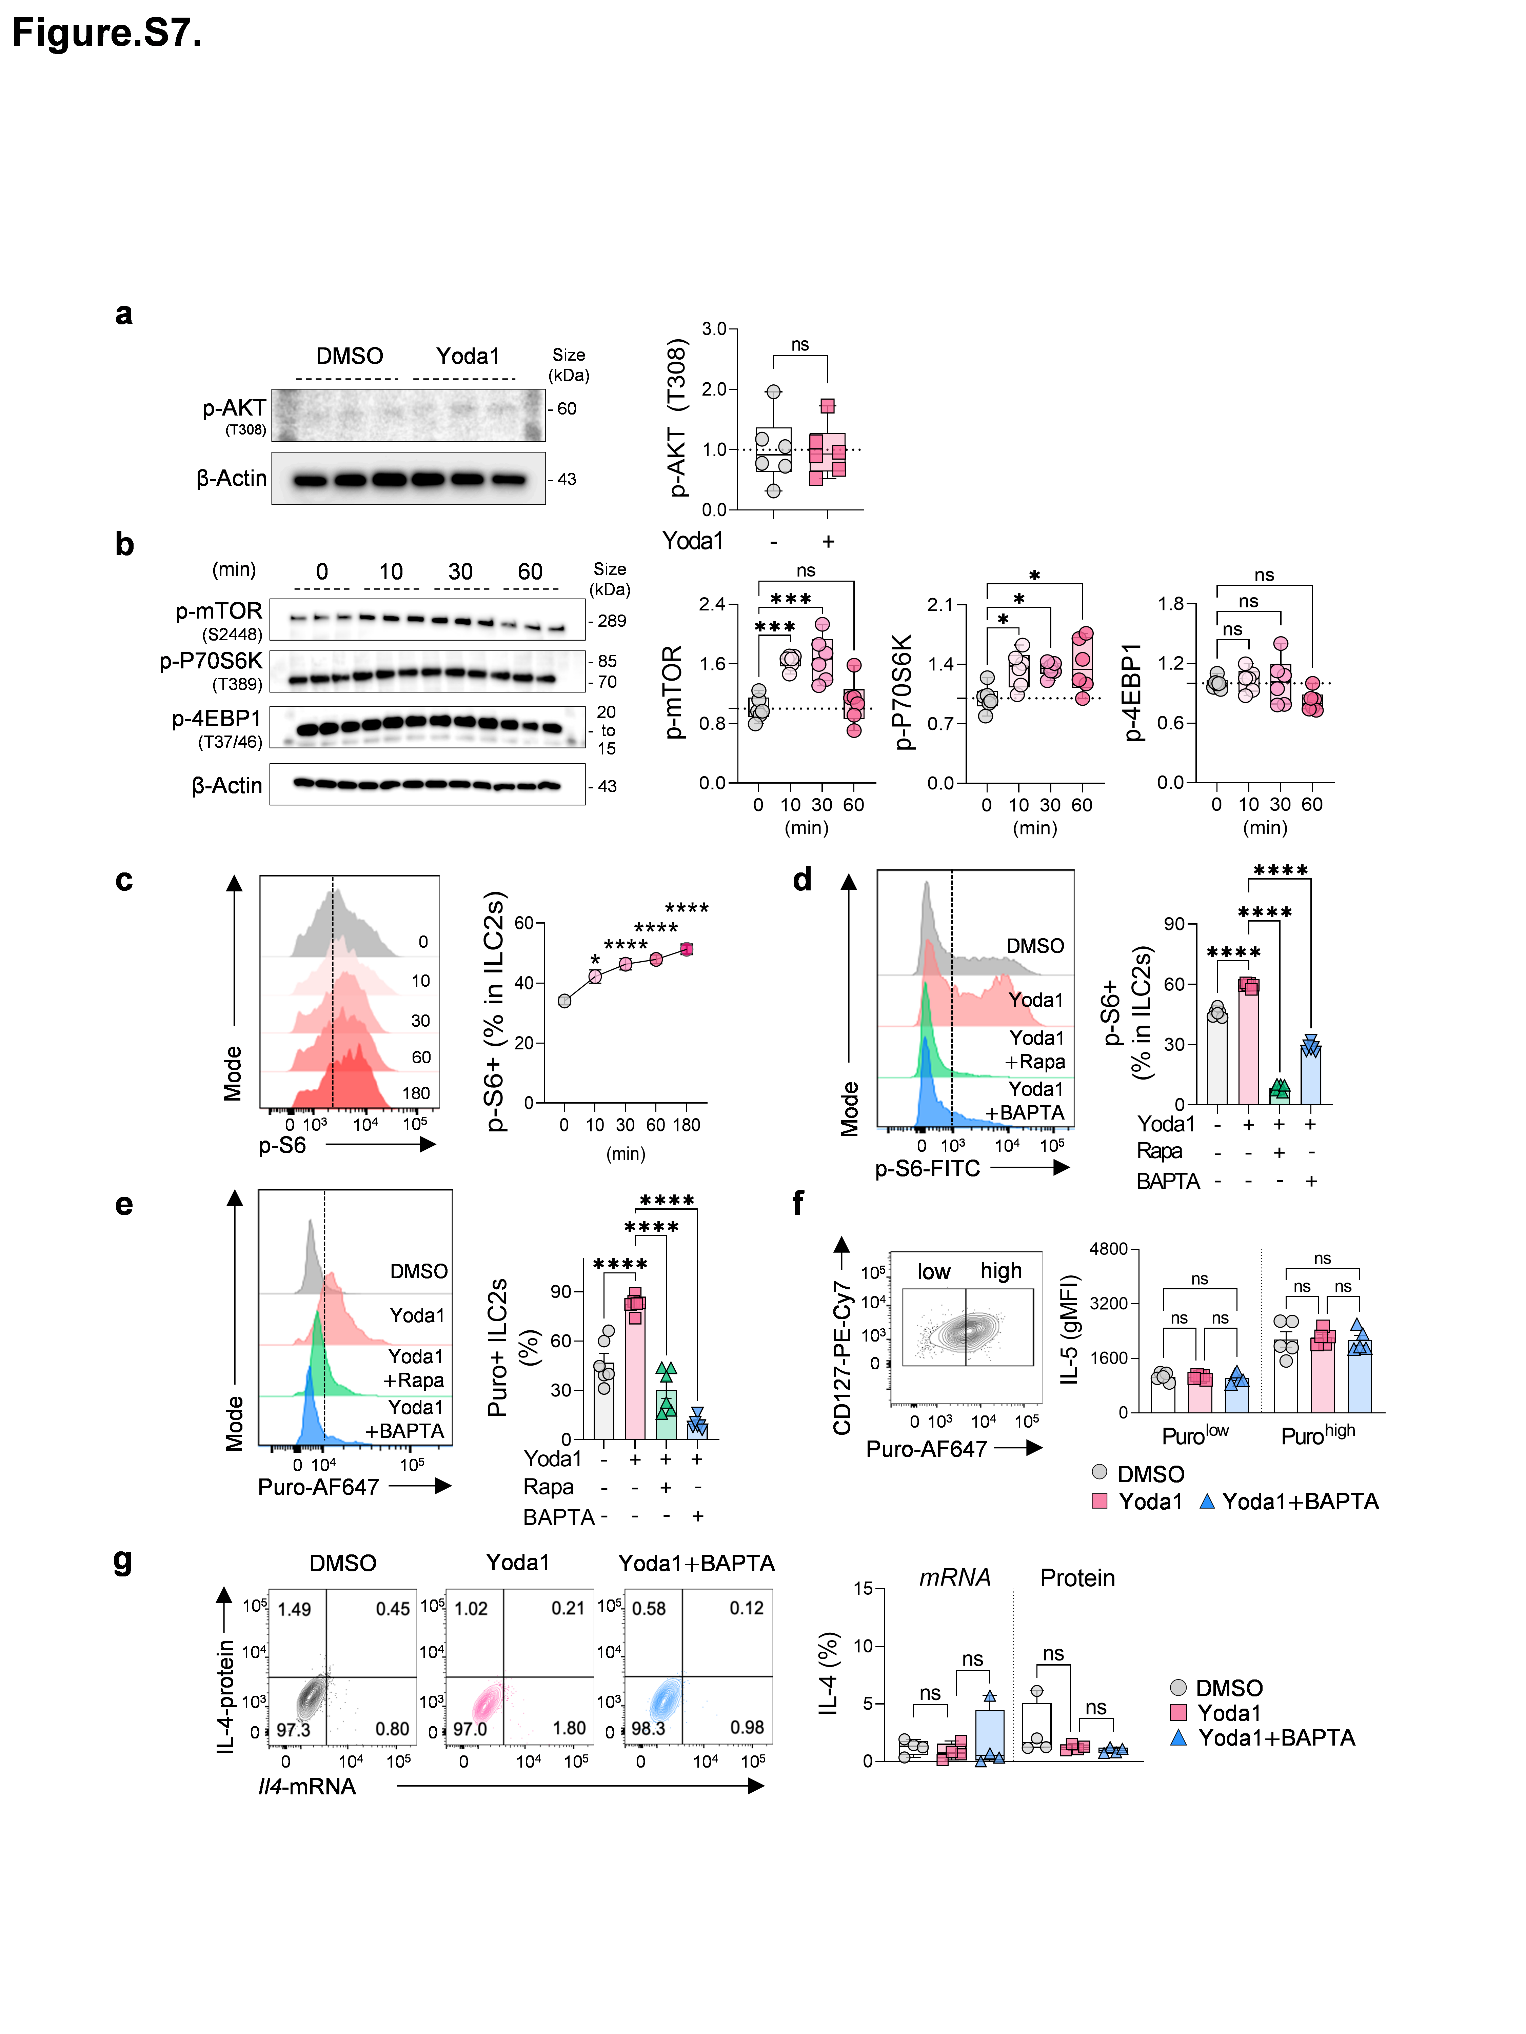

**Supplementary Figure 7 | Piezo1-mediated translation enhancement in ILC2s is dependent on Ca²⁺ influx and mTOR–S6 signaling.**

(a) Western blot and quantification of phosphorylated AKT (Thr308) in ILC2s treated with DMSO or Yoda1 (5 μM, 3 h) (n=6). (b) Time-course western blot analysis and quantification of phosphorylation of mTOR (Ser2448), p70S6K (Thr389), and 4E-BP1 (Thr37/46) following Yoda1 stimulation (n=6). (c) Representative histograms and time-course analysis of phosphorylated S6 (p-S6) in ILC2s treated with Yoda1, measured by flow cytometry (n=7–13). (d) Frequencies of p-S6⁺ ILC2s under DMSO, Yoda1, Yoda1 + rapamycin (100 nM), and Yoda1 + BAPTA (2 mM) conditions, assessed by flow cytometry (n=6). (e) Representative histograms and quantification of puromycin⁺ ILC2s under the same treatment conditions (n=6). (f) Representative flow cytometry plots and gMFI of IL-5 expression in Puro^low^ vs. Puro^high^ ILC2s under DMSO, Yoda1, or Yoda1 + BAPTA (n=5). This plot shows the gating strategy for the representative data displayed in Figure 3h. (g) Representative PrimeFlow™ cytometry plots showing *Il4* mRNA and IL-4 protein expression in ILC2s treated with DMSO, Yoda1, or Yoda1 + BAPTA (n=4). Statistical significance was determined using Mann–Whitney U-test, one-way ANOVA, or two-way ANOVA, as appropriate. Data are pooled from at least two to three independent experiments or representative experiments and presented as mean ± SEM. *P < 0.05, ***P < 0.001, ****P < 0.0001; ns, not significant.

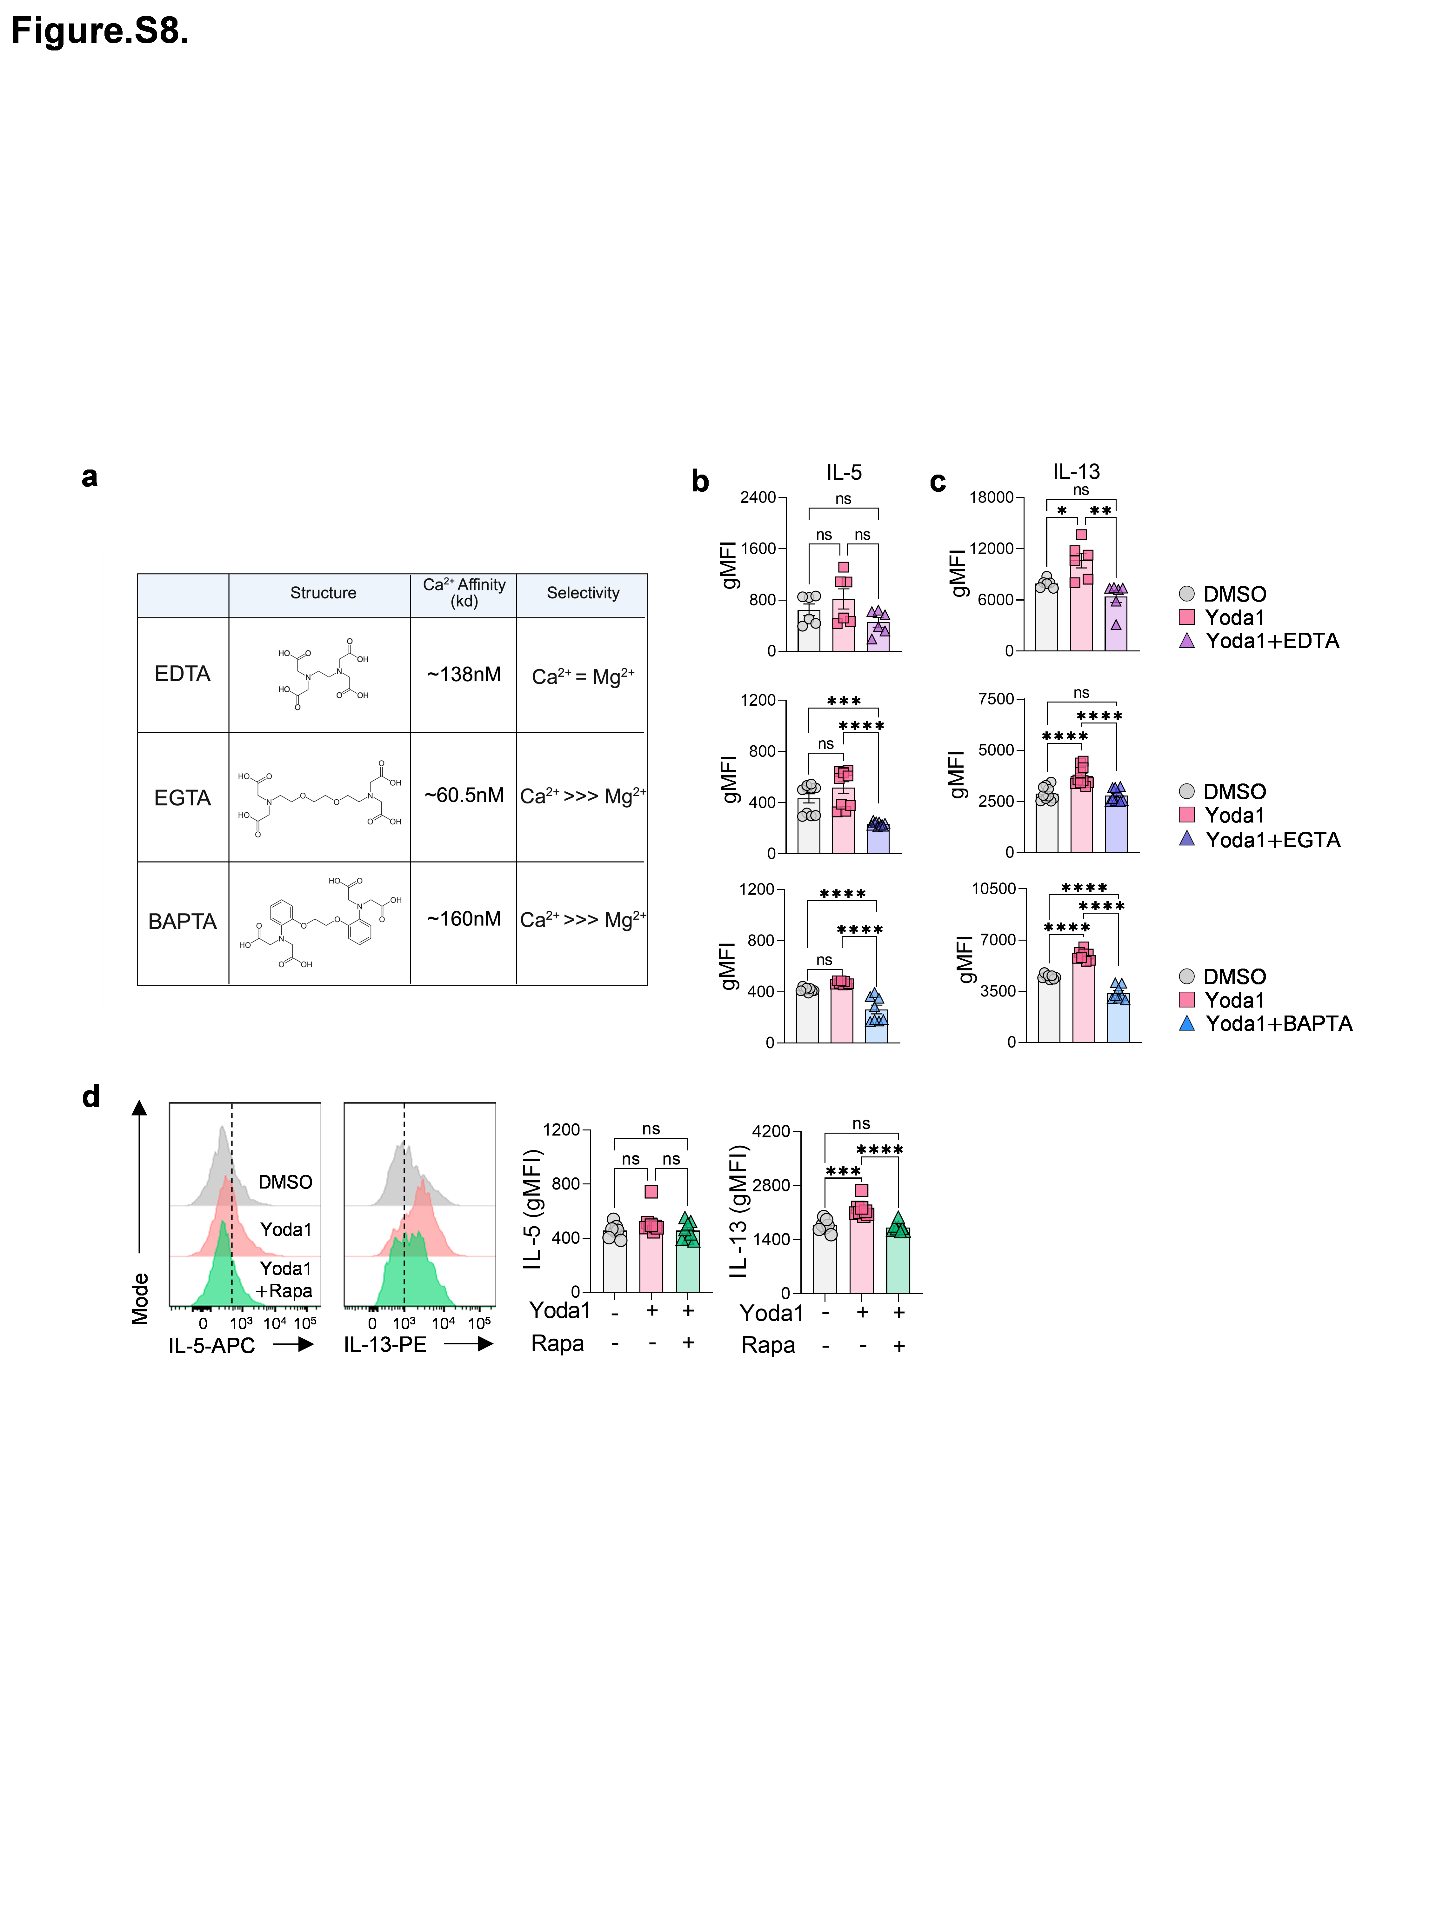
Figure. S8.

**Supplementary Figure 8 | Ca²⁺ influx and mTOR signaling are required for Piezo1-mediated IL-13 production in ILC2s.**

(a) Comparison of calcium chelators—EDTA, EGTA, and BAPTA—highlighting their chemical structures, calcium binding affinities (Kd), and Ca²⁺ vs. Mg²⁺ selectivity. (b, c) Geometric mean fluorescence intensity (gMFI) of intracellular IL-5 (b) and IL-13 (c) in ILC2s treated with DMSO, Yoda1 (5 μM), or Yoda1 combined with calcium chelators (EDTA, EGTA, or BAPTA; 2 mM each) for 3 hours (n=6–10). (d) Representative histograms and gMFI of IL-5 and IL-13 in ILC2s treated with DMSO, Yoda1, or Yoda1 + rapamycin (100 nM) (n=7–8). Statistical significance was determined using one-way ANOVA. Data are pooled from at least two to three independent experiments and presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; ns, not significant.

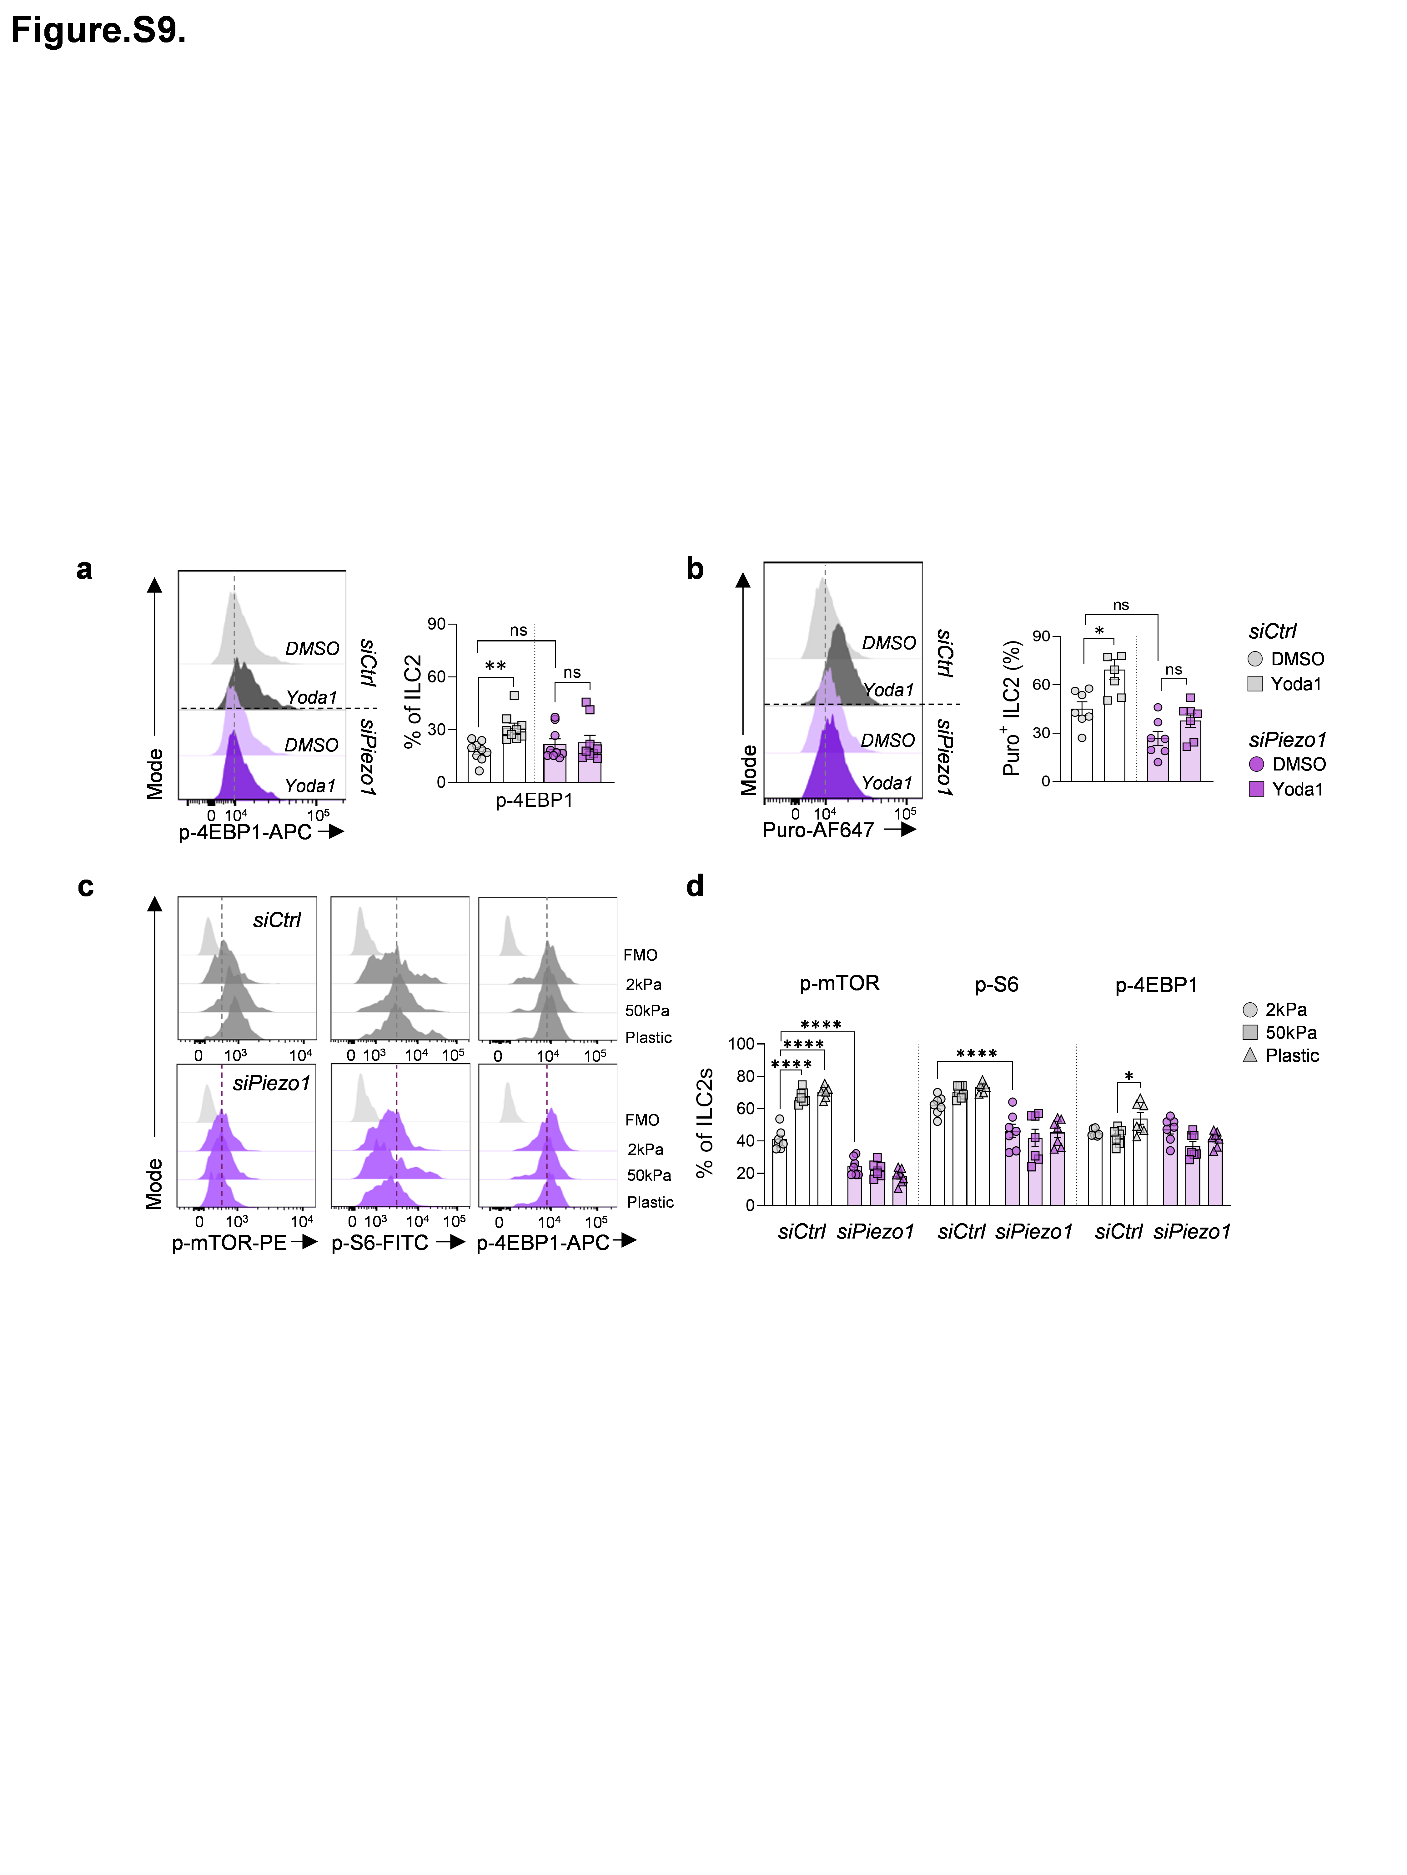
Figure. S9.

**Supplementary Figure 9 | Piezo1 is required for stiffness-dependent mTOR activation and translational activity in ILC2s**

(a) Representative histograms and quantification of p-4E-BP1 expression in control (*siCtrl*) or Piezo1-knockdown (*siPiezo1*) ILC2s treated with DMSO or Yoda1 (5 μM, 3 h) (n=9). (b) Representative histograms and quantification of puromycin⁺ ILC2s under the same conditions as in (a) (n=7). (c) Representative histograms and quantification of p-mTOR, p-S6, and p-4E-BP1 in control (*siCtrl*) or Piezo1-knockdown (*siPiezo1*) ILC2s cultured on PDMS substrates of different stiffness (2 kPa, 50 kPa, or plastic) (n=10). Statistical significance was determined using two-way ANOVA. Data are pooled from two to three independent experiments and presented as mean ± SEM. *P < 0.05, **P < 0.01, ****P < 0.0001; ns, not significant.

Figure. S10.

**
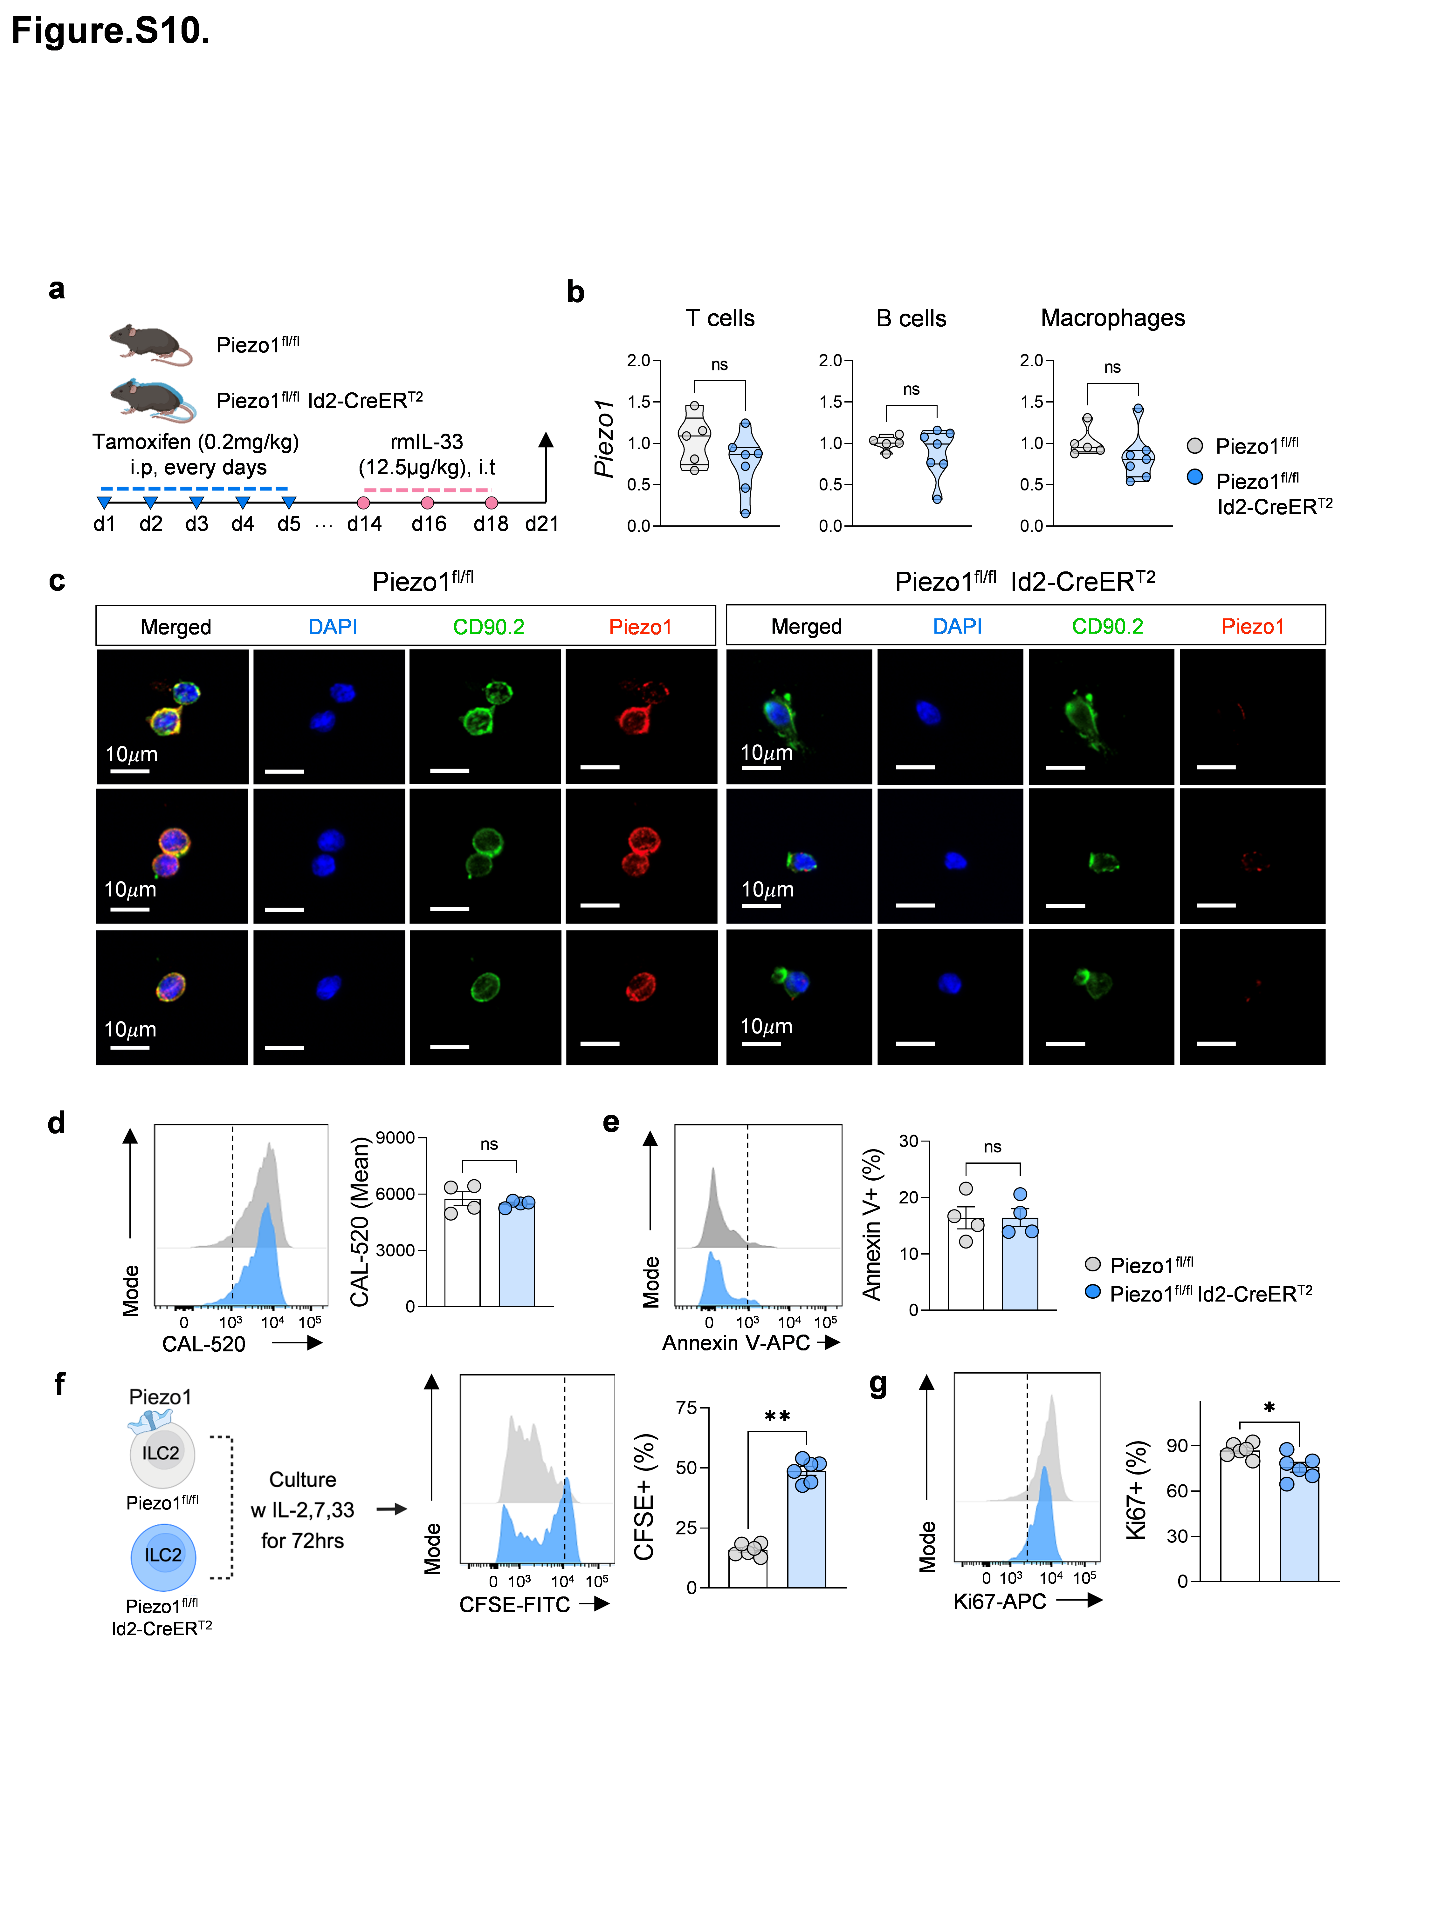
**

**Supplementary Fig. 10 | Validation of Piezo1 deletion and functional consequences in ILC2s from Piezo1^fl/fl^ and Piezo1^fl/fl^ Id2CreER^T2^ (cKO) mice.**

(a) Schematic of tamoxifen-induced Piezo1 deletion in ILC2s and the timeline for recombinant IL-33 administration. (b) qPCR analysis of *Piezo1* mRNA expression in sorted T cells, B cells, and macrophages from naïve Piezo1^fl/fl^ and cKO mice (n=5–7). (c) Representative confocal immunofluorescence images of CD90.2⁺ ILC2s stained for Piezo1 (red), CD90.2 (green), and DAPI (blue) from Piezo1^fl/fl^ and cKO mice. (Scale bars = 10 µm) (d) Representative histograms and quantification of intracellular Ca²⁺ response using CAL-520 AM in ILC2s from Piezo1^fl/fl^ and cKO mice (n=6). (e) Annexin V staining and quantification of apoptosis in ILC2s (n=6). (f, g) Cell proliferation assessed by CFSE dilution (f) and Ki67 expression (g) after 72-hour culture in IL-2/IL-7/IL-33 (n=6). Statistical significance was assessed using the Mann–Whitney U-test. Data are pooled from two to three independent or representative experiments and presented as mean ± SEM. *P < 0.05, **P < 0.01; ns, not significant.

Figure. S11.

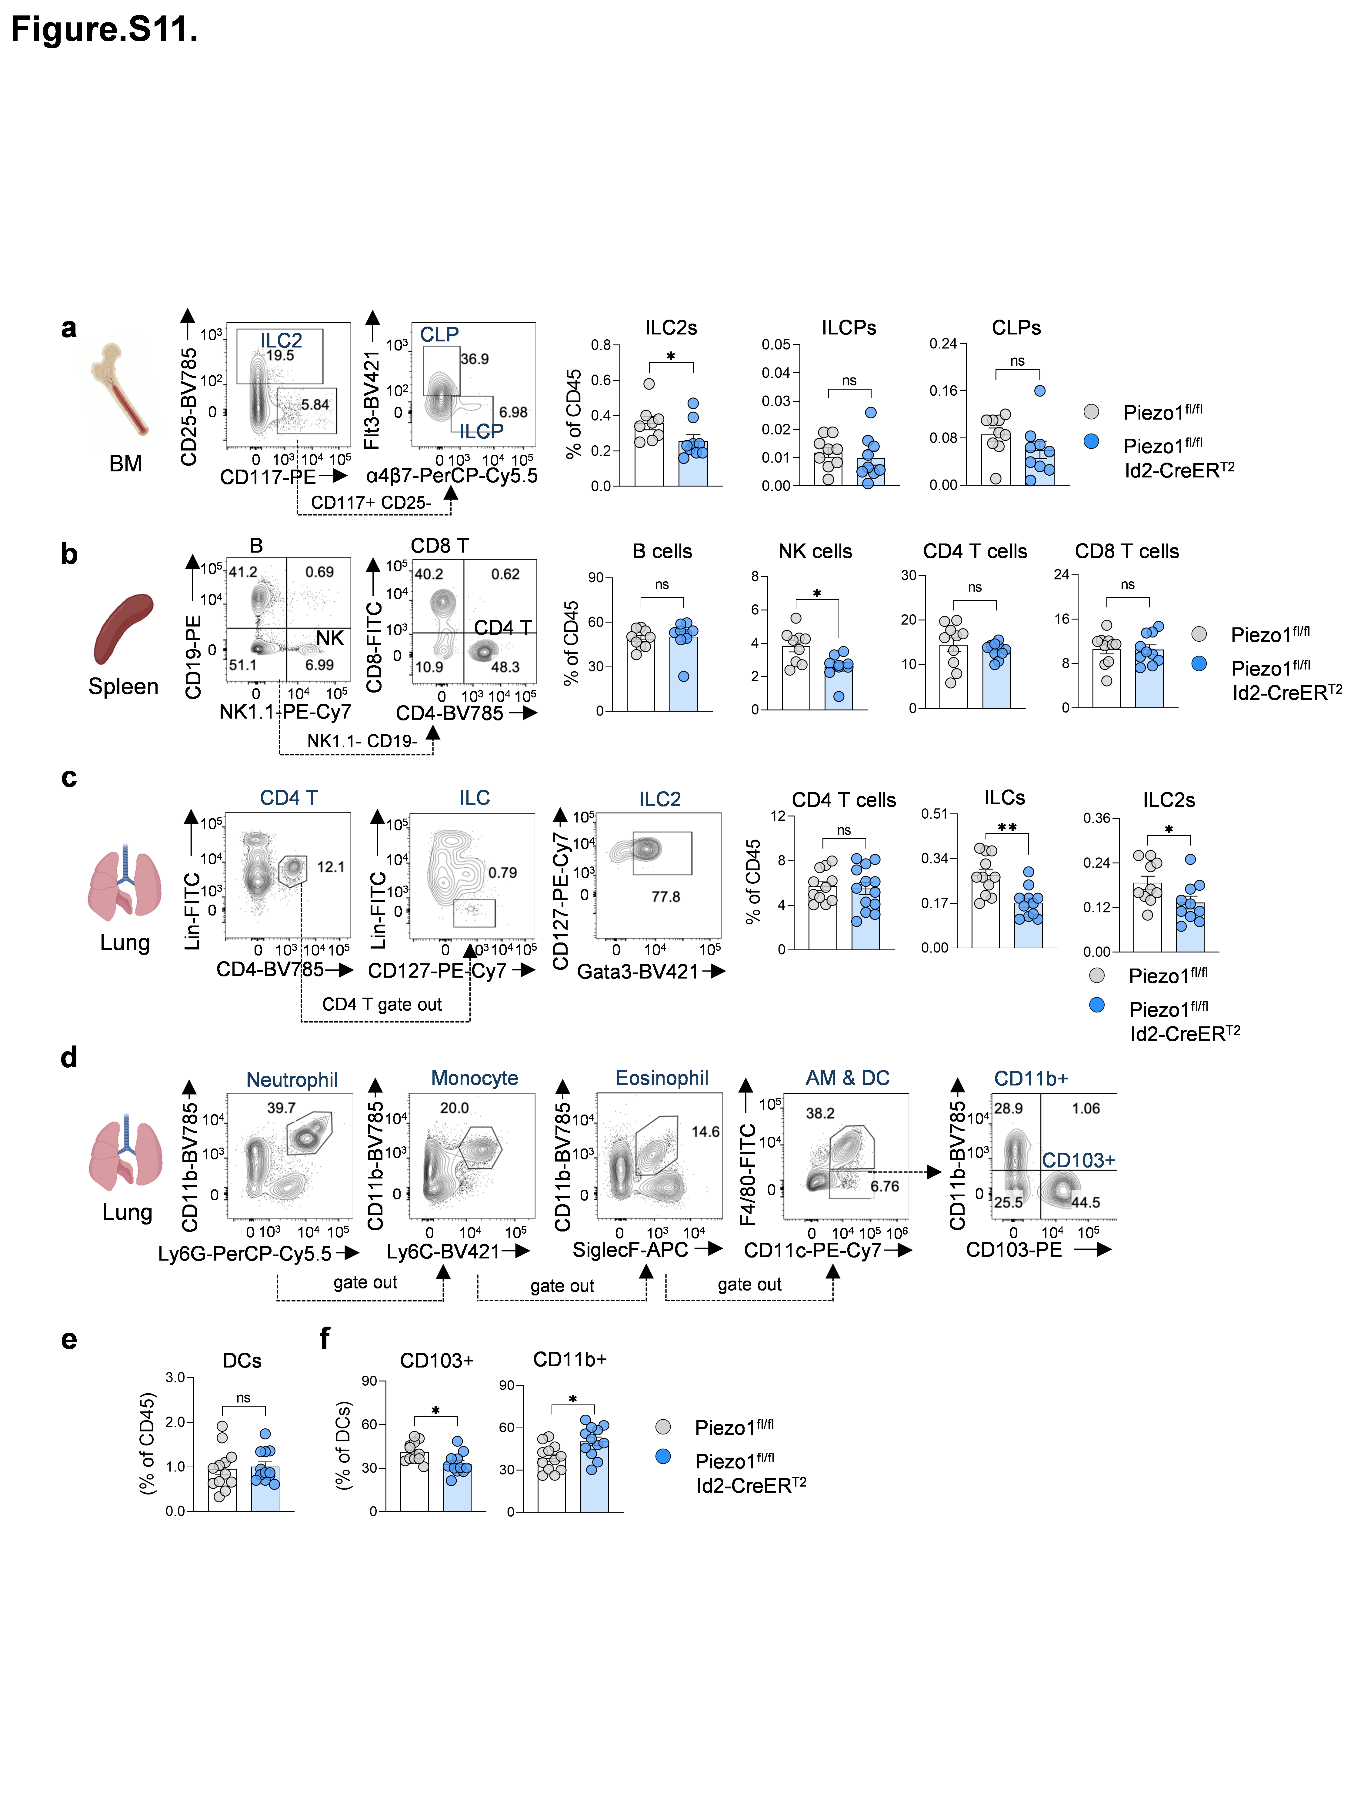

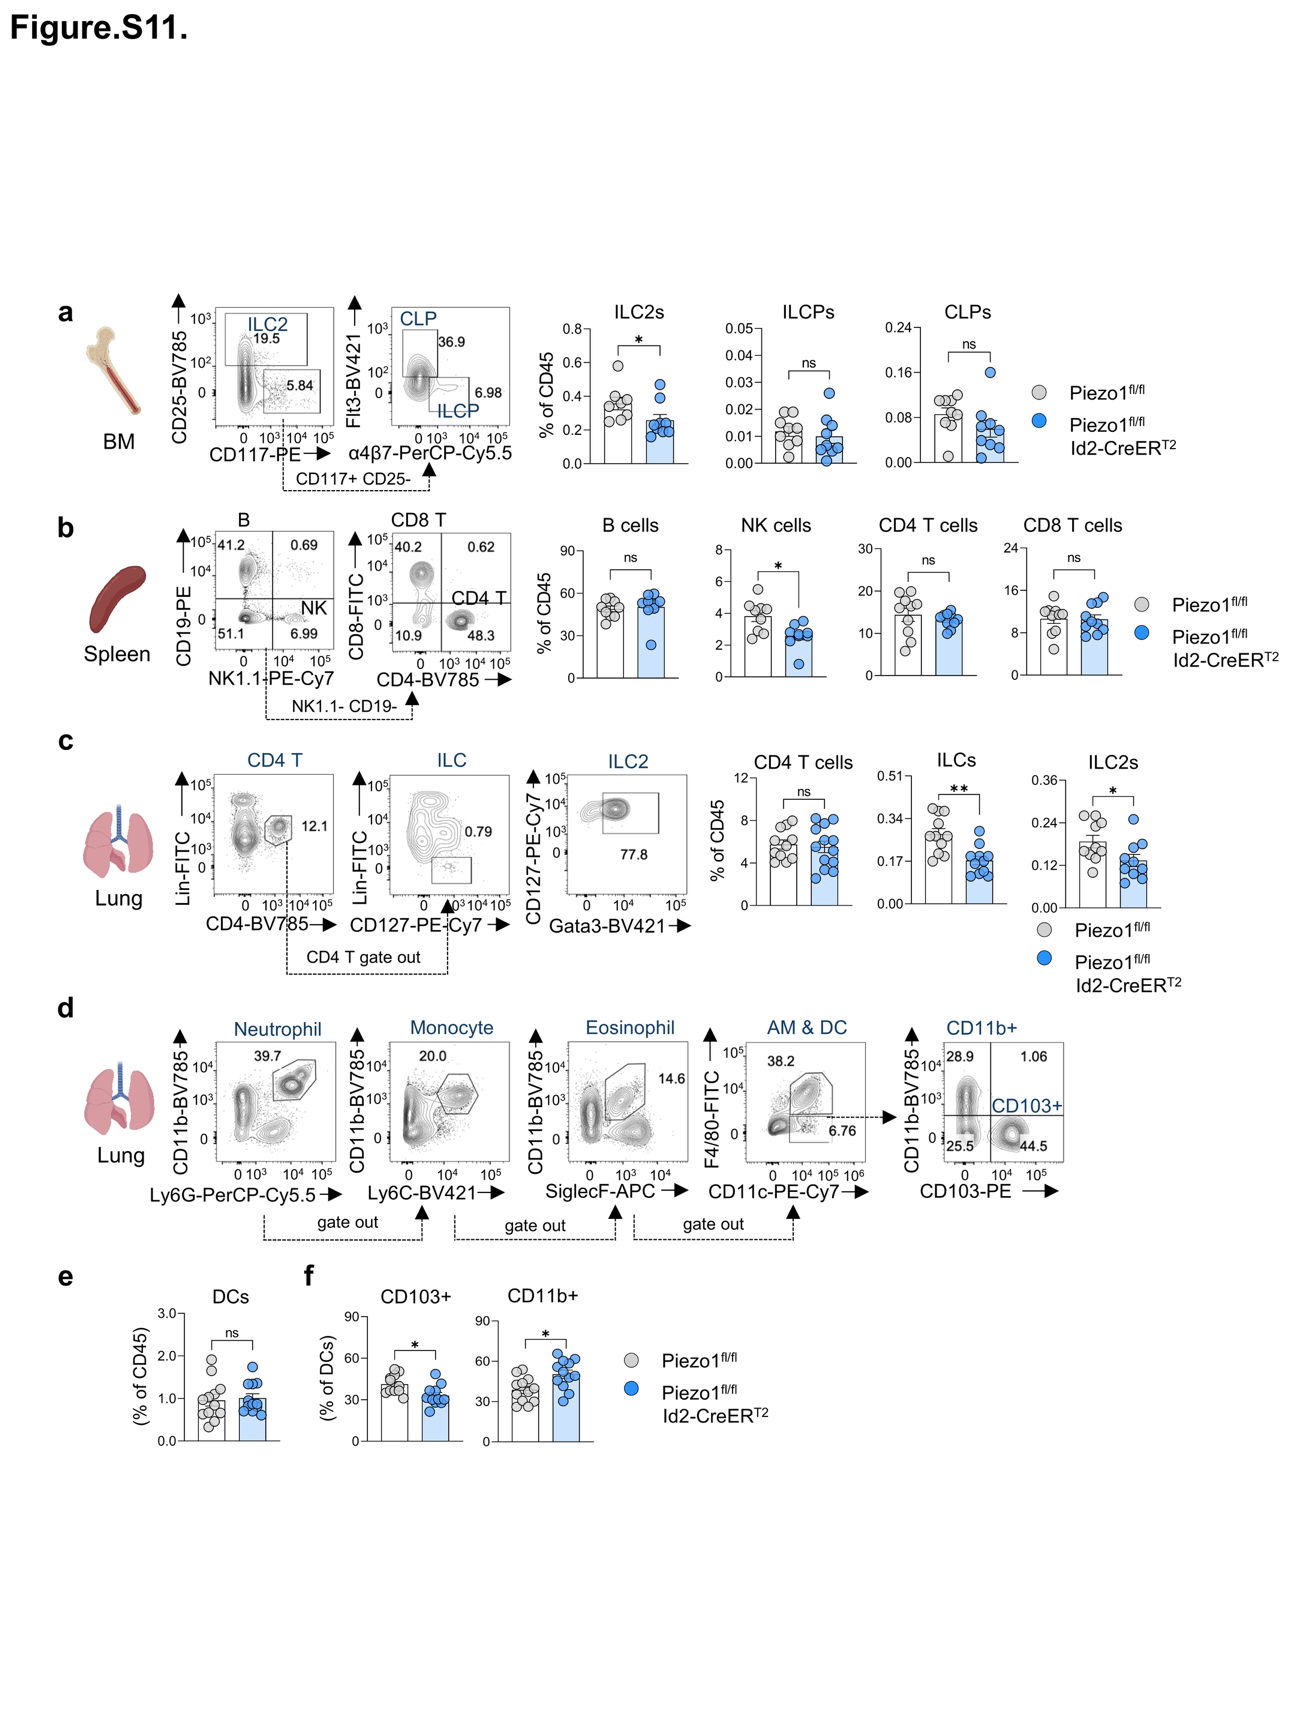

**Supplementary Fig. S11 | Immune cells profiling of bone marrow, spleen, and lung naïve Piezo1^fl/fl^ and Piezo1^fl/fl^ Id2CreER^T2^ (cKO) mice.**

(a) Representative flow cytometry plots and quantification of bone marrow ILC2s (Lin⁻ CD127⁺ CD25⁺ ST2⁺), ILCPs (α4β7⁺ Flt3⁻), and CLPs (α4β7^-^ Flt3⁺) in Piezo1^fl/fl^ and cKO mice (n=8–9). (b) Frequencies of splenic B cells (CD19⁺), NK cells (NK1.1⁺), and CD4⁺ and CD8⁺ T cells (n=9–10). (c) Gating strategy and quantification of lung immune subsets: ILCs (Lin⁻ CD127⁺), ILC2s (Lin⁻ CD127⁺ GATA3⁺), and CD4⁺ T cells (Lin⁻ CD4⁺) (n=10–13). (d) Representative flow cytometry plots showing gating strategy for lung neutrophils (Ly6G⁺), monocytes (Ly6C⁺), eosinophils (SiglecF⁺), alveolar macrophages (F4/80⁺ CD11c⁺), and dendritic cells (DCs: CD11c⁺ F4/80⁻), including CD103⁺ and CD11b⁺ subsets. (e, f) Quantification of total DCs among CD45⁺ lung cells (e), and the proportions of CD103⁺ and CD11b⁺ DC subsets (f) (n=11–12). Statistical significance was assessed using the Mann–Whitney U-test. Data are pooled from two to three independent experiments and presented as mean ± SEM. *P < 0.05, **P < 0.01; ns, not significant.

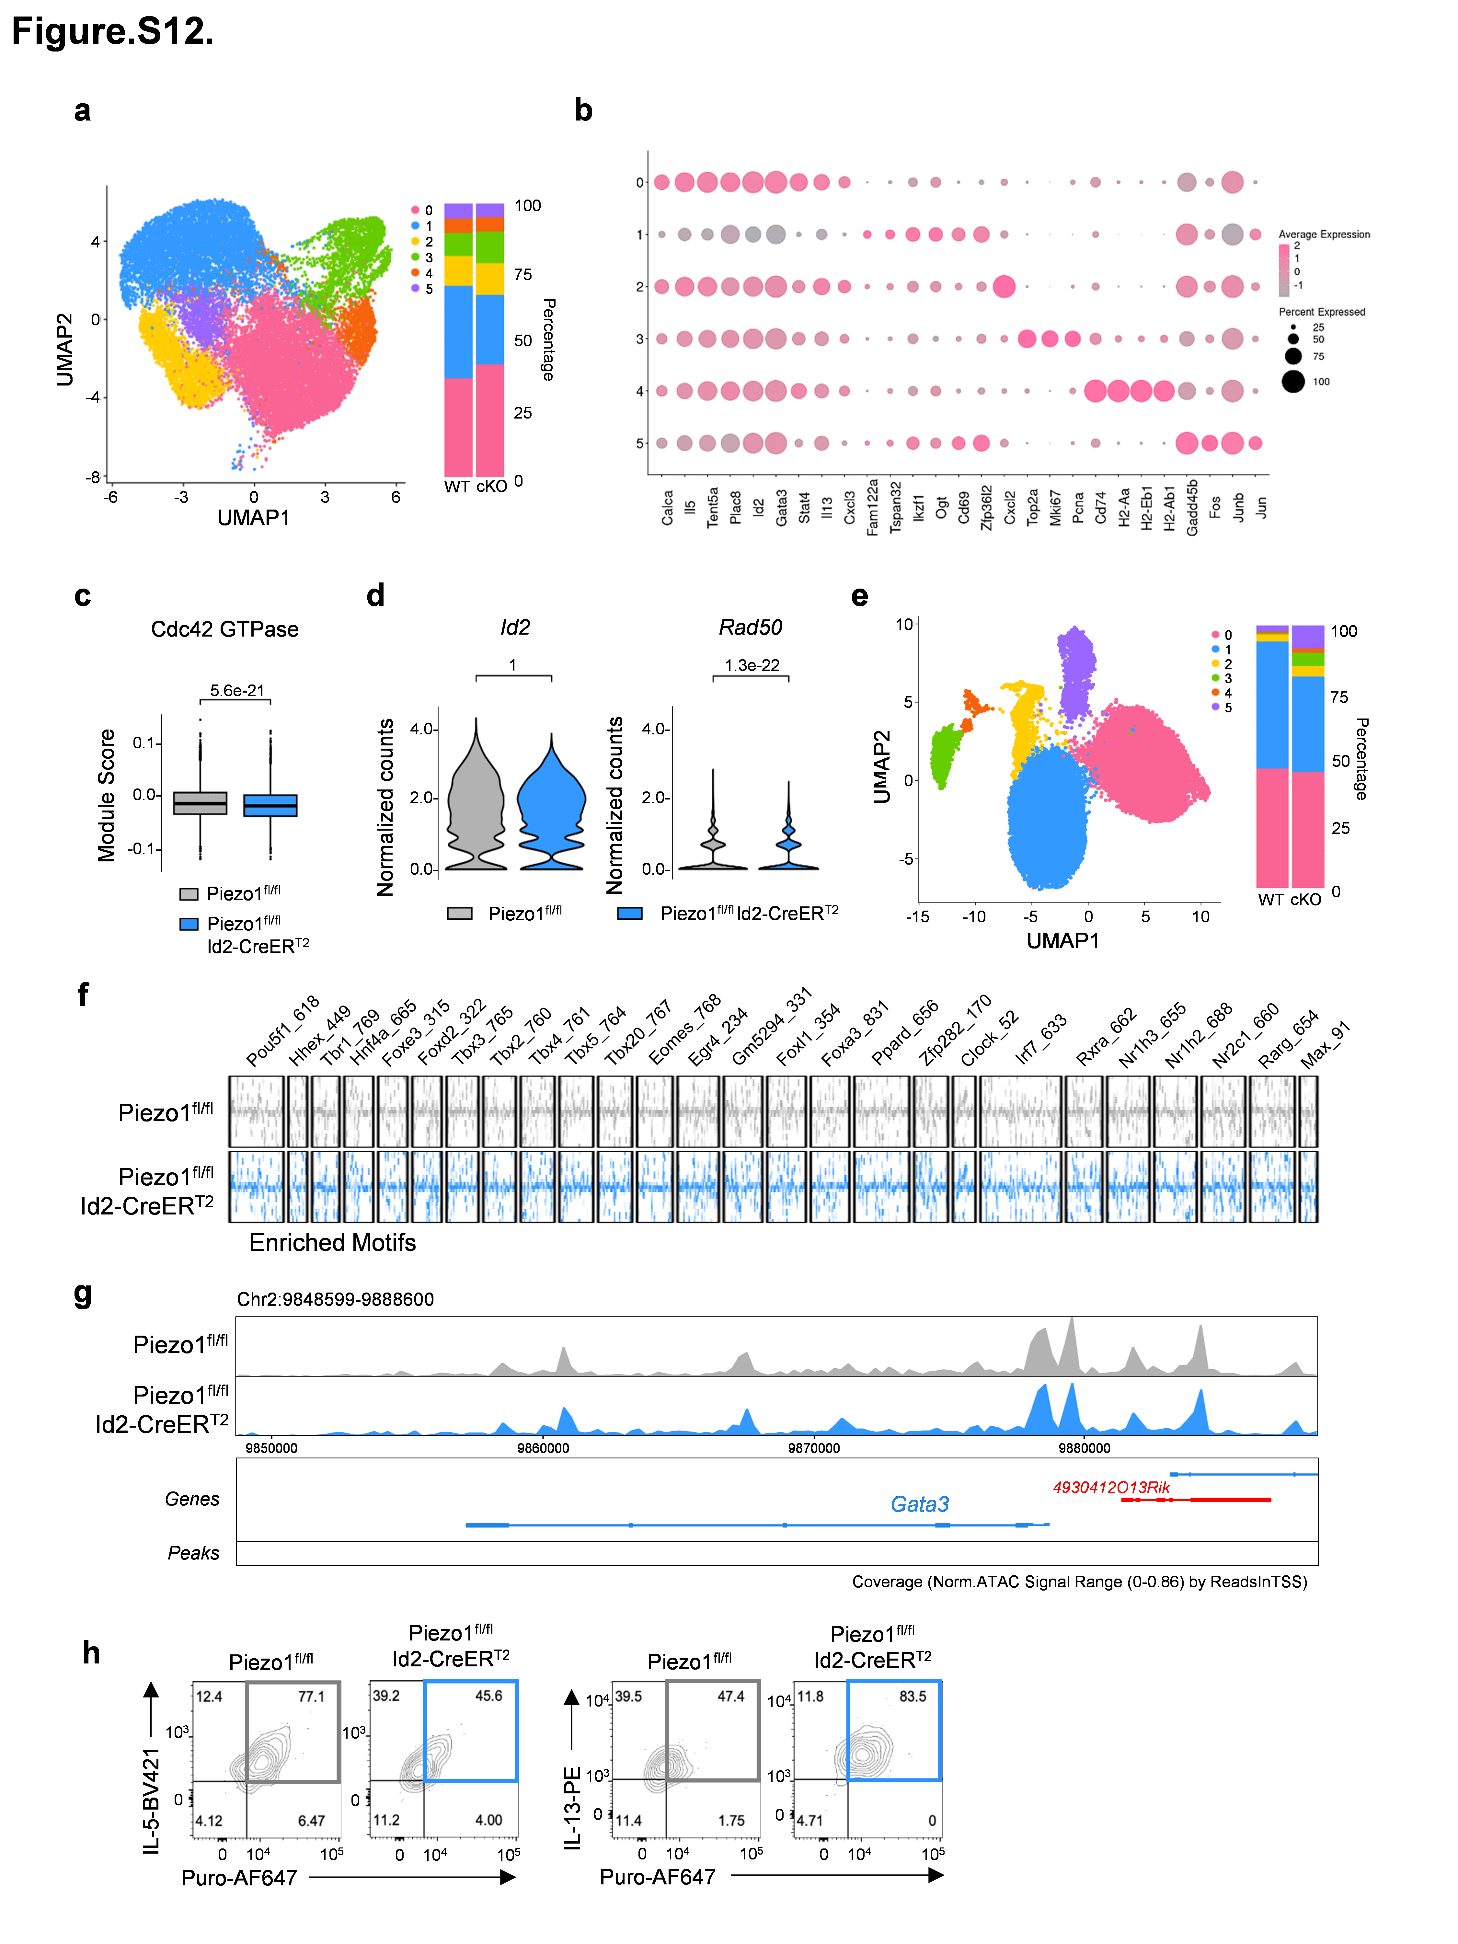
Figure. S12.

**Supplementary Fig. 12 | Integrated single-cell transcriptomic and chromatin accessibility analysis of lung ILC2s from Piezo1^fl/fl^ and Piezo1^fl/fl^ Id2CreER^T2^ (cKO) mice.**

(a) UMAP projection of scRNA-seq profiles showing distinct transcriptional clusters between Piezo1^fl/fl^ and cKO lung ILC2s. (b) Dot plots of selected marker gene expression across identified clusters. (c) Box plot comparing CDC42 GTPase module scores between Piezo1^fl/fl^ and cKO ILC2s. (d) Violin plots showing normalized expression of *Id2* and *Rad50* in Piezo1^fl/fl^ and cKO ILC2s. (e) UMAP projection of scATAC-seq profiles illustrating chromatin accessibility clustering in Piezo1^fl/fl^ and cKO ILC2s. (f) Motif enrichment analysis of transcription factor binding sites in accessible chromatin regions between genotypes. (g) Genome browser tracks showing chromatin accessibility at the *Gata3* locus, indicating reduced accessibility in Piezo1-deficient ILC2s. (h) Representative flow cytometry plots showing IL-5⁺ and IL-13⁺ populations among puromycin⁺ (translating) ILC2s in Piezo1^fl/fl^ and cKO mice.

Figure. S13.

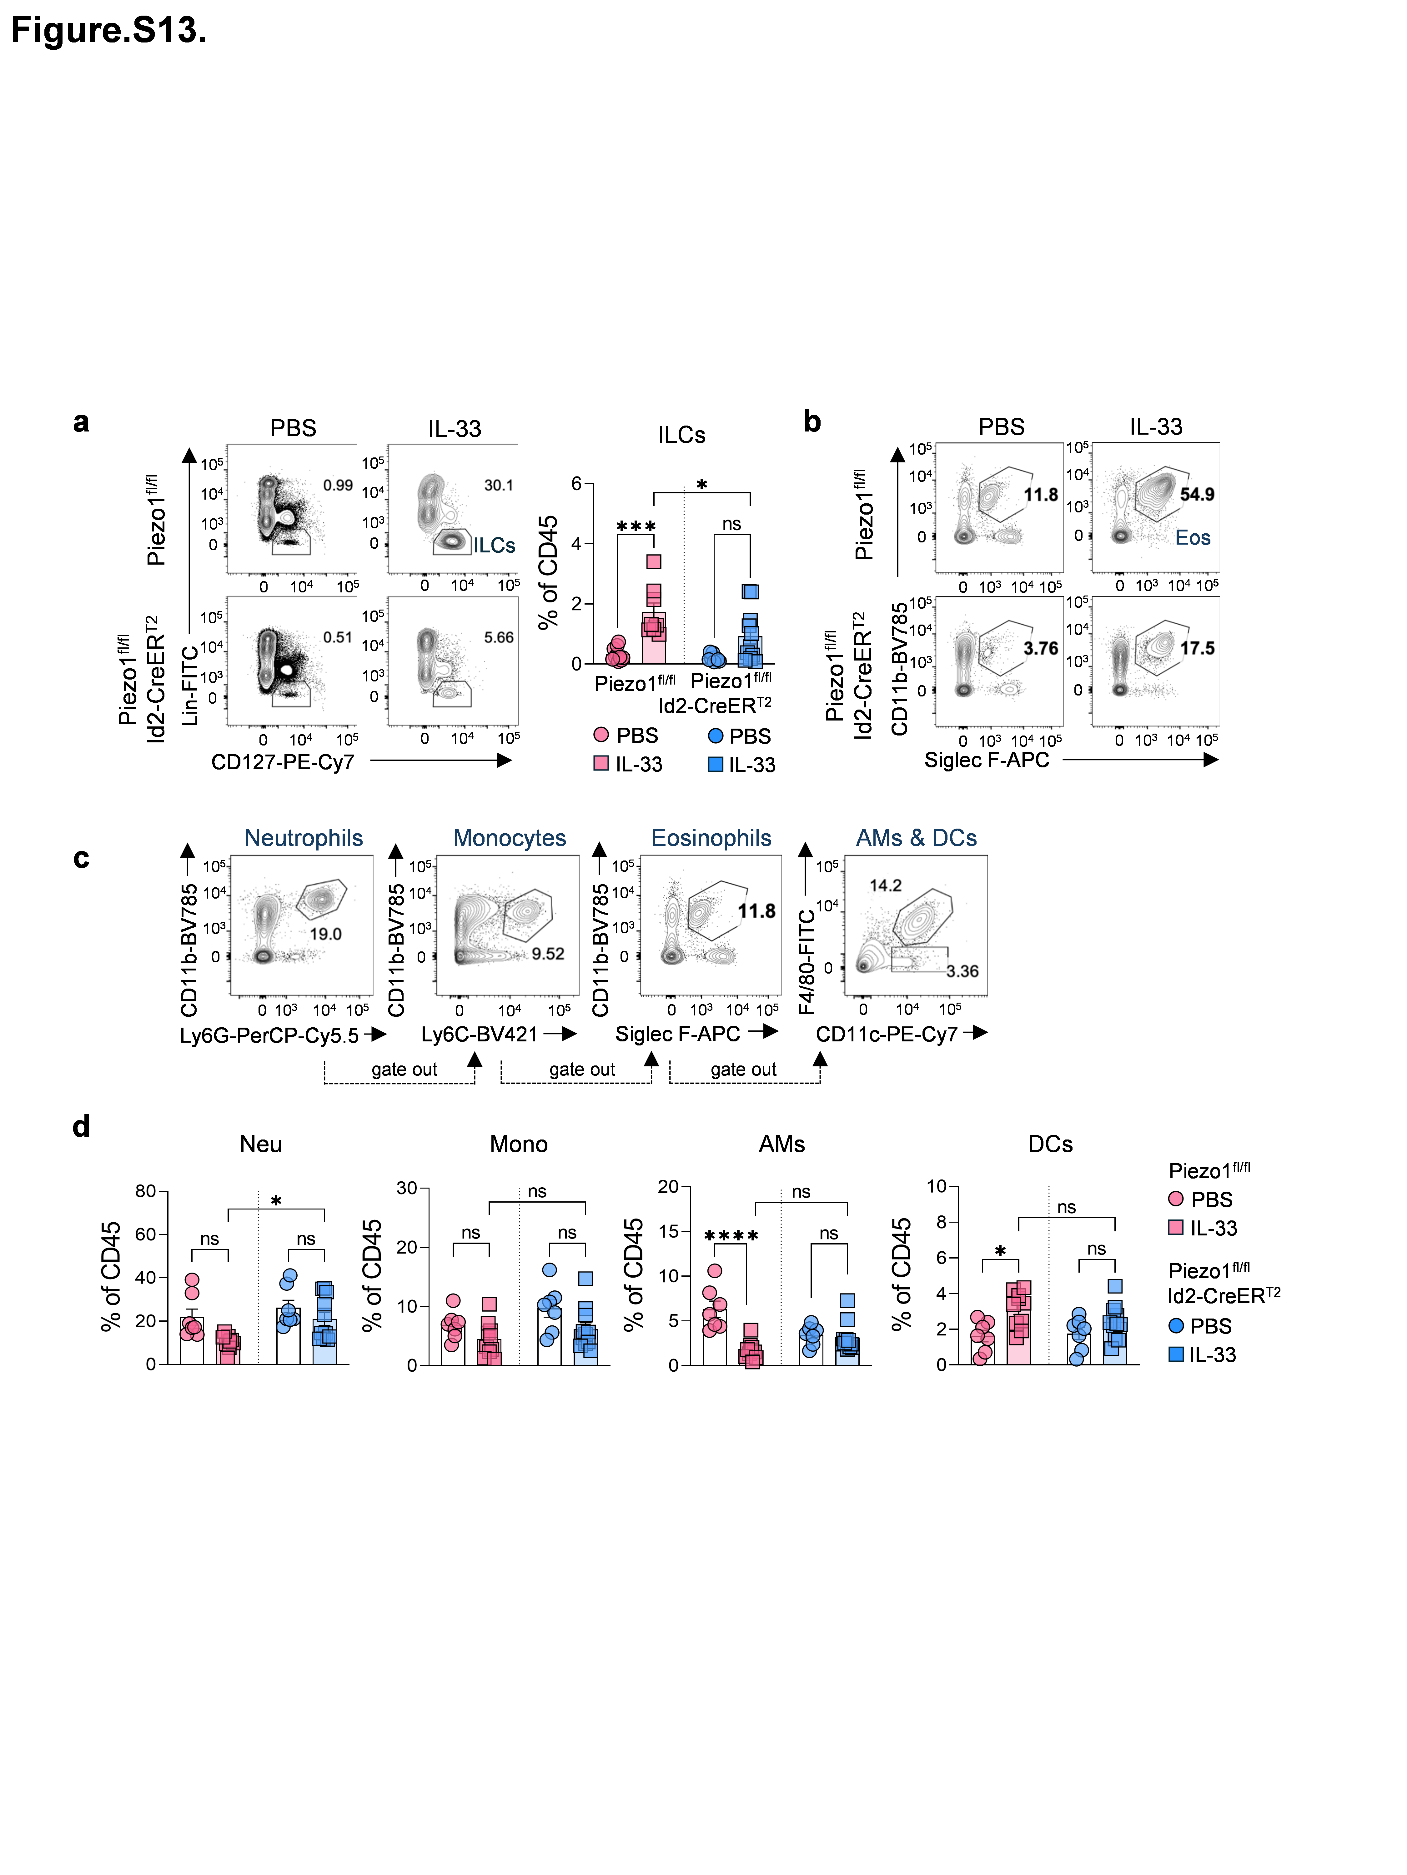

**Supplementary Fig. 13 | Immune cell profiling in Piezo1^fl/fl^ and Piezo1^fl/fl^ Id2CreER^T2^ (cKO) mice following IL-33-induced acute lung inflammation.**

(a) Representative flow cytometry plots and quantification of total lung ILCs (Lin⁻ CD127⁺) in Piezo1^fl/fl^ and cKO mice treated with PBS or IL-33 (n=8–10). (b) Representative plots showing eosinophil populations (CD11b⁺ SiglecF⁺) under the same conditions. (c) Gating strategy for lung neutrophils (Ly6G⁺ CD11b⁺), monocytes (Ly6C⁺ CD11b⁺), eosinophils (SiglecF⁺ CD11b⁺), alveolar macrophages (F4/80⁺ CD11c⁺), and dendritic cells (DCs; CD11c⁺ F4/80⁻). The FACS plots show the gating strategy for the representative data displayed in Figure S13b. (d) Quantification of neutrophils, monocytes, alveolar macrophages, and dendritic cells as a percentage of CD45⁺ lung cells (n=7–10). Statistical significance was determined using one-way ANOVA. Data are pooled from two to three independent experiments and presented as mean ± SEM. *P < 0.05, ****P < 0.0001; ns, not significant.

Figure. S14.

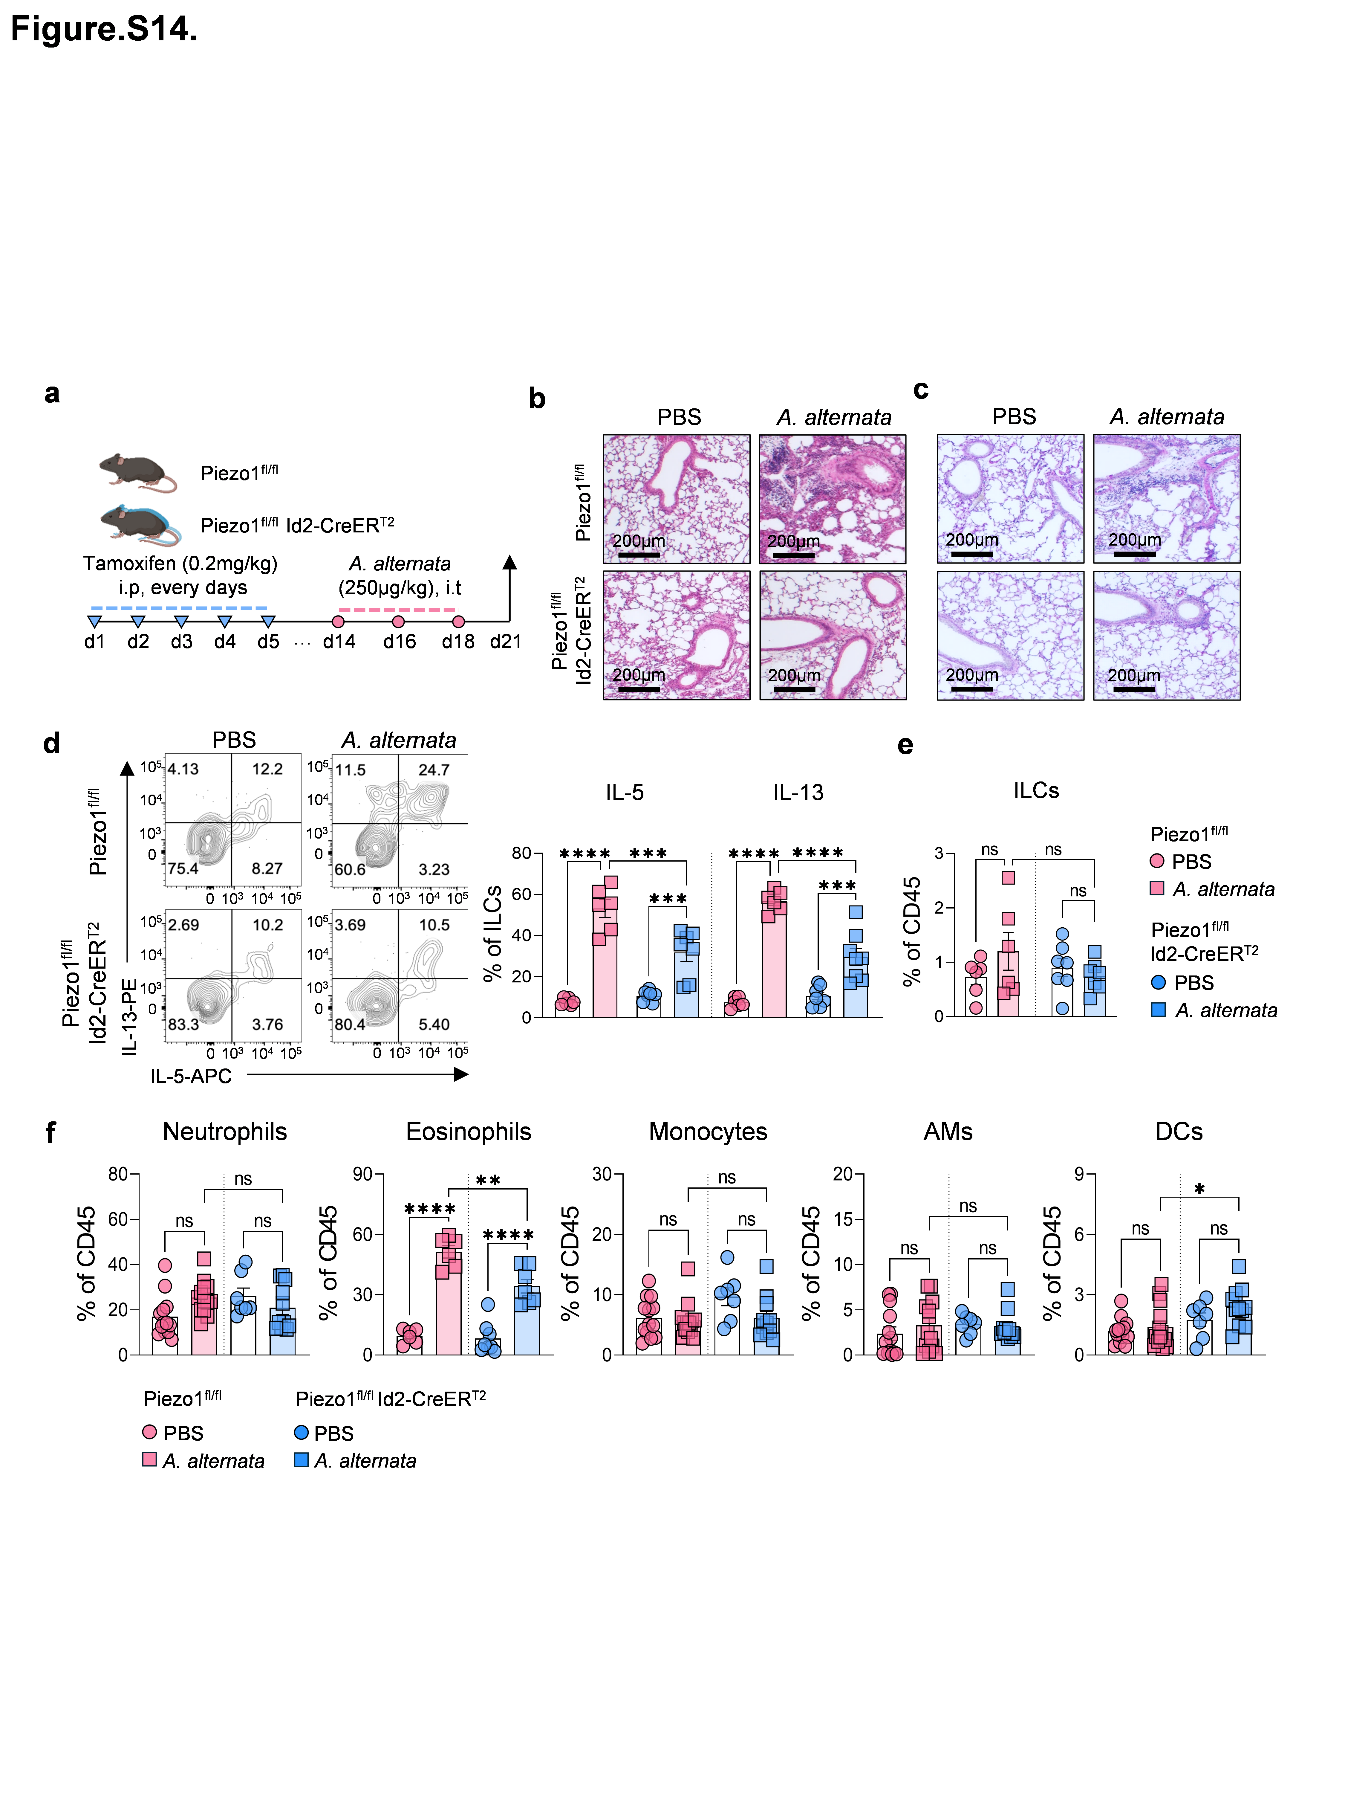

**Supplementary Figure 14 | Conditional deletion of Piezo1 in ILC2s attenuates type 2 inflammation in the *Alternaria alternata*–induced lung inflammation model.**

(a) Schematic of the experimental timeline: tamoxifen-induced Piezo1 deletion followed by intratracheal administration of A. alternata (250 μg/kg) every 2 days. (b, c) Representative lung histology showing H&E (b) and PAS (c) staining from Piezo1^fl/fl^ and Piezo1^fl/fl^ Id2CreER^T2^ (cKO) mice treated with PBS or *A. alternata*. (Scale bars = 200 µm) (d) Representative flow cytometry plots and quantification of IL-5⁺ and IL-13⁺ ILCs (Lin⁻ CD127⁺) in lung tissue (n=7–8). (e) Quantification of total ILCs (Lin⁻ CD127⁺) in lung tissue (n=6–7). (f) Frequencies of neutrophils, eosinophils, monocytes, alveolar macrophages (AMs), and dendritic cells (DCs) in the lung, expressed as a percentage of CD45⁺ cells (n=7–13). Statistical significance was determined using one-way ANOVA. Data are pooled from at least two to three independent experiments and presented as mean ± SEM. **P < 0.01, ***P < 0.001, ****P < 0.0001; ns, not significant.

**
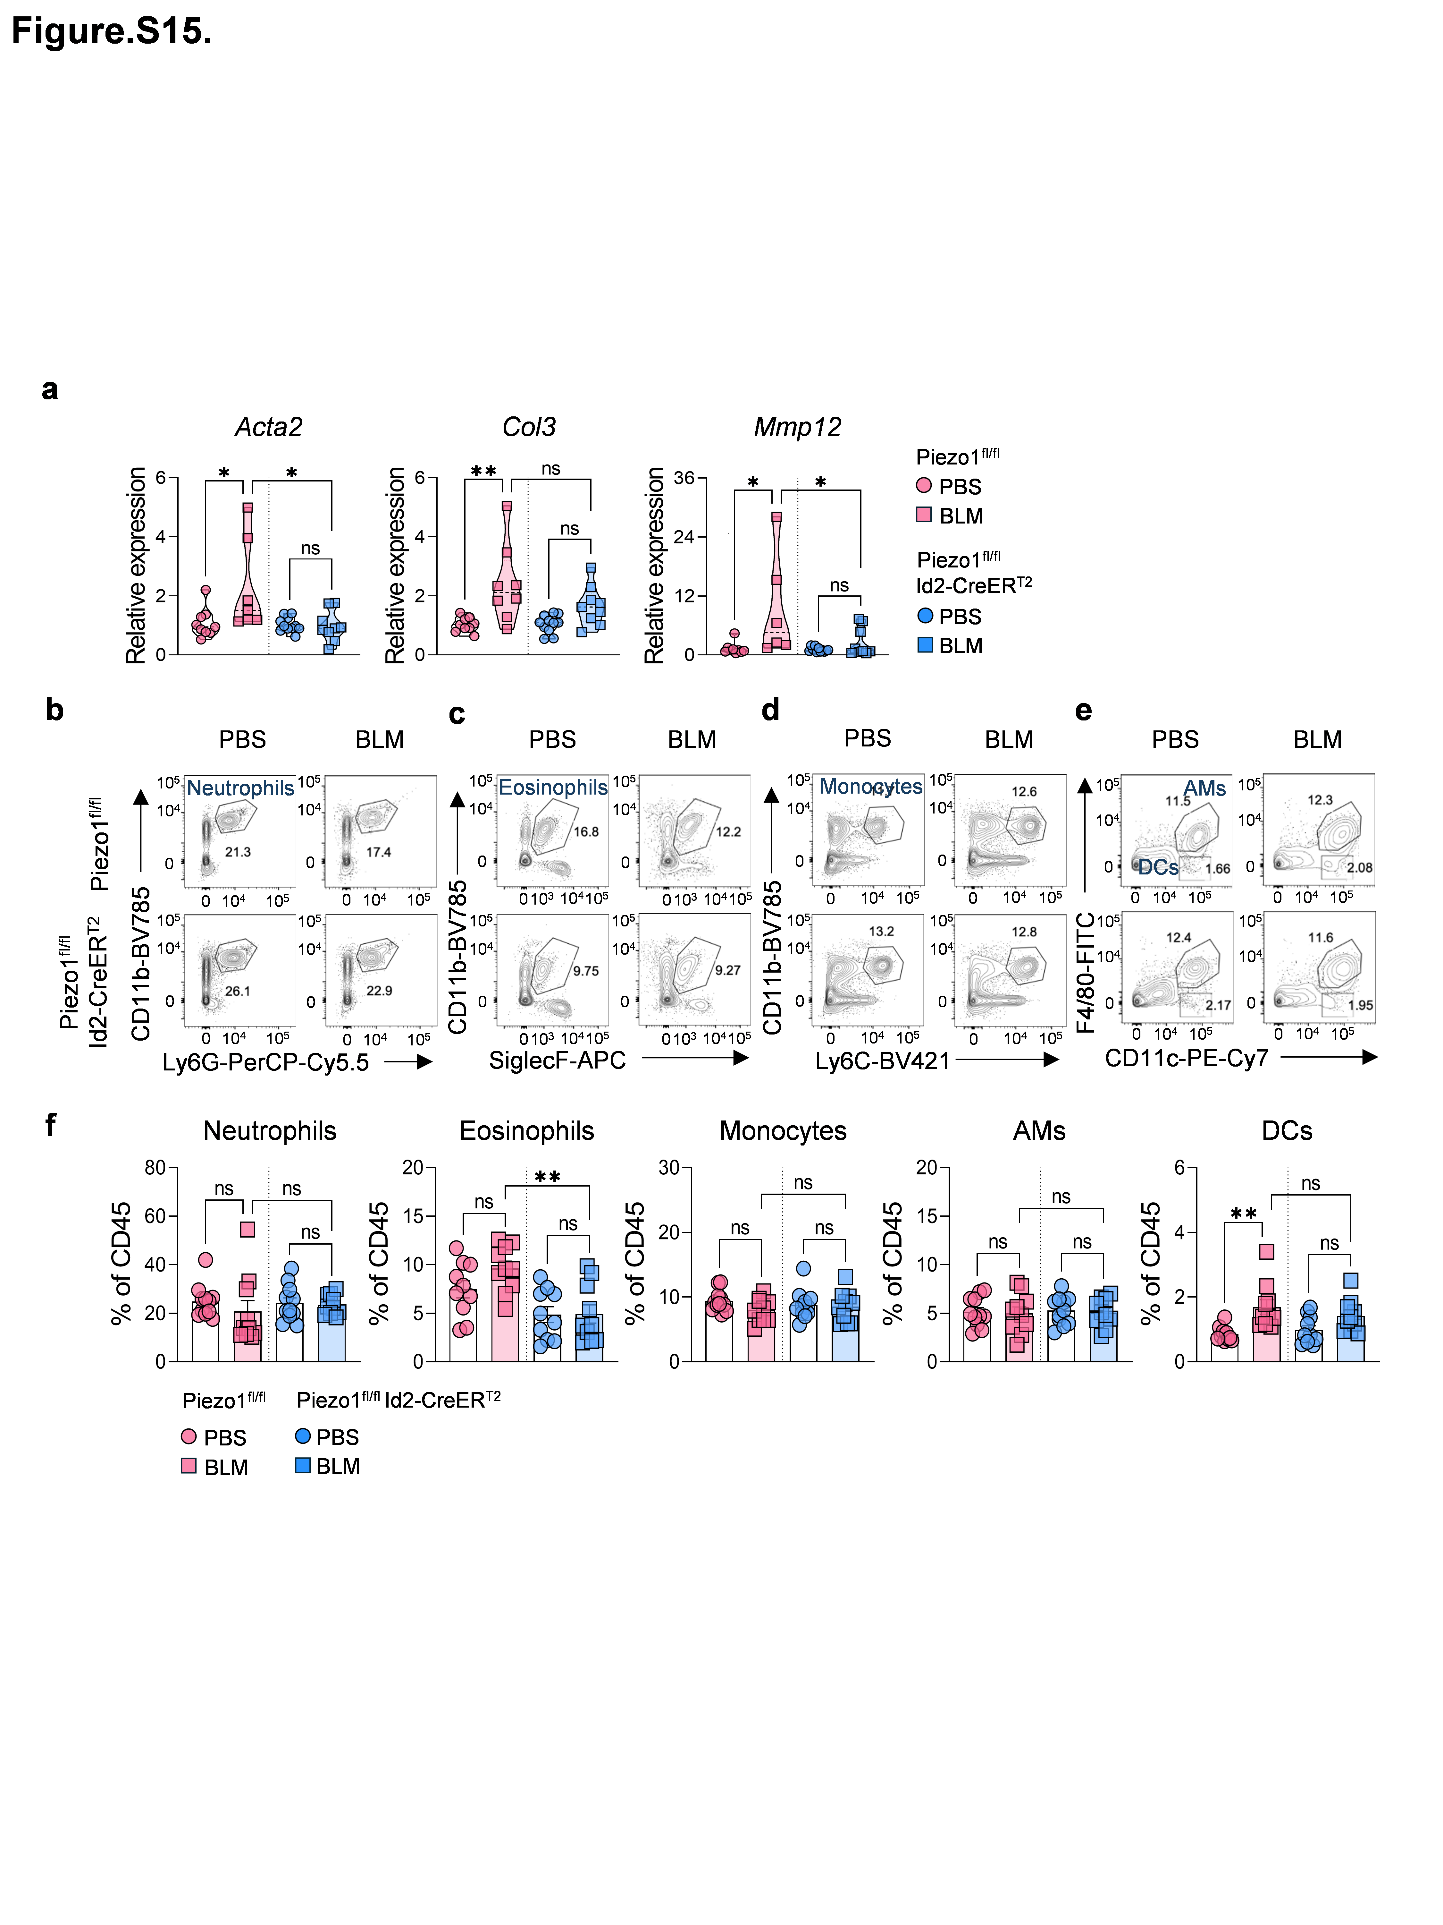
Figure. S15.**

**Supplementary Figure 15 | Myeloid cell profiling and fibrosis-related gene expression in Piezo1^fl/fl^ and Piezo1^fl/fl^ Id2CreER^T2^ (cKO) mice after bleomycin challenge.**

(a) Relative expression levels of fibrosis-associated genes (*Acta2, Col3a1, Mmp12*) in whole lung tissue from Piezo1^fl/fl^ and cKO mice treated with PBS or bleomycin (BLM), measured by qPCR (n=6–11). (b–e) Representative flow cytometry plots showing lung neutrophils (CD11b⁺ Ly6G⁺), eosinophils (CD11b⁺ SiglecF⁺), monocytes (CD11b⁺ Ly6C⁺), alveolar macrophages (F4/80⁺ CD11c⁺), and dendritic cells (DC; F4/80⁻ CD11c⁺). (f) Quantification of each myeloid population as a percentage of CD45⁺ cells in PBS- and BLM-treated mice (n=8–12). Statistical significance was determined using one-way ANOVA. Data are pooled from at least two to three independent experiments and presented as mean ± SEM. *P < 0.05, **P < 0.01; ns, not significant.

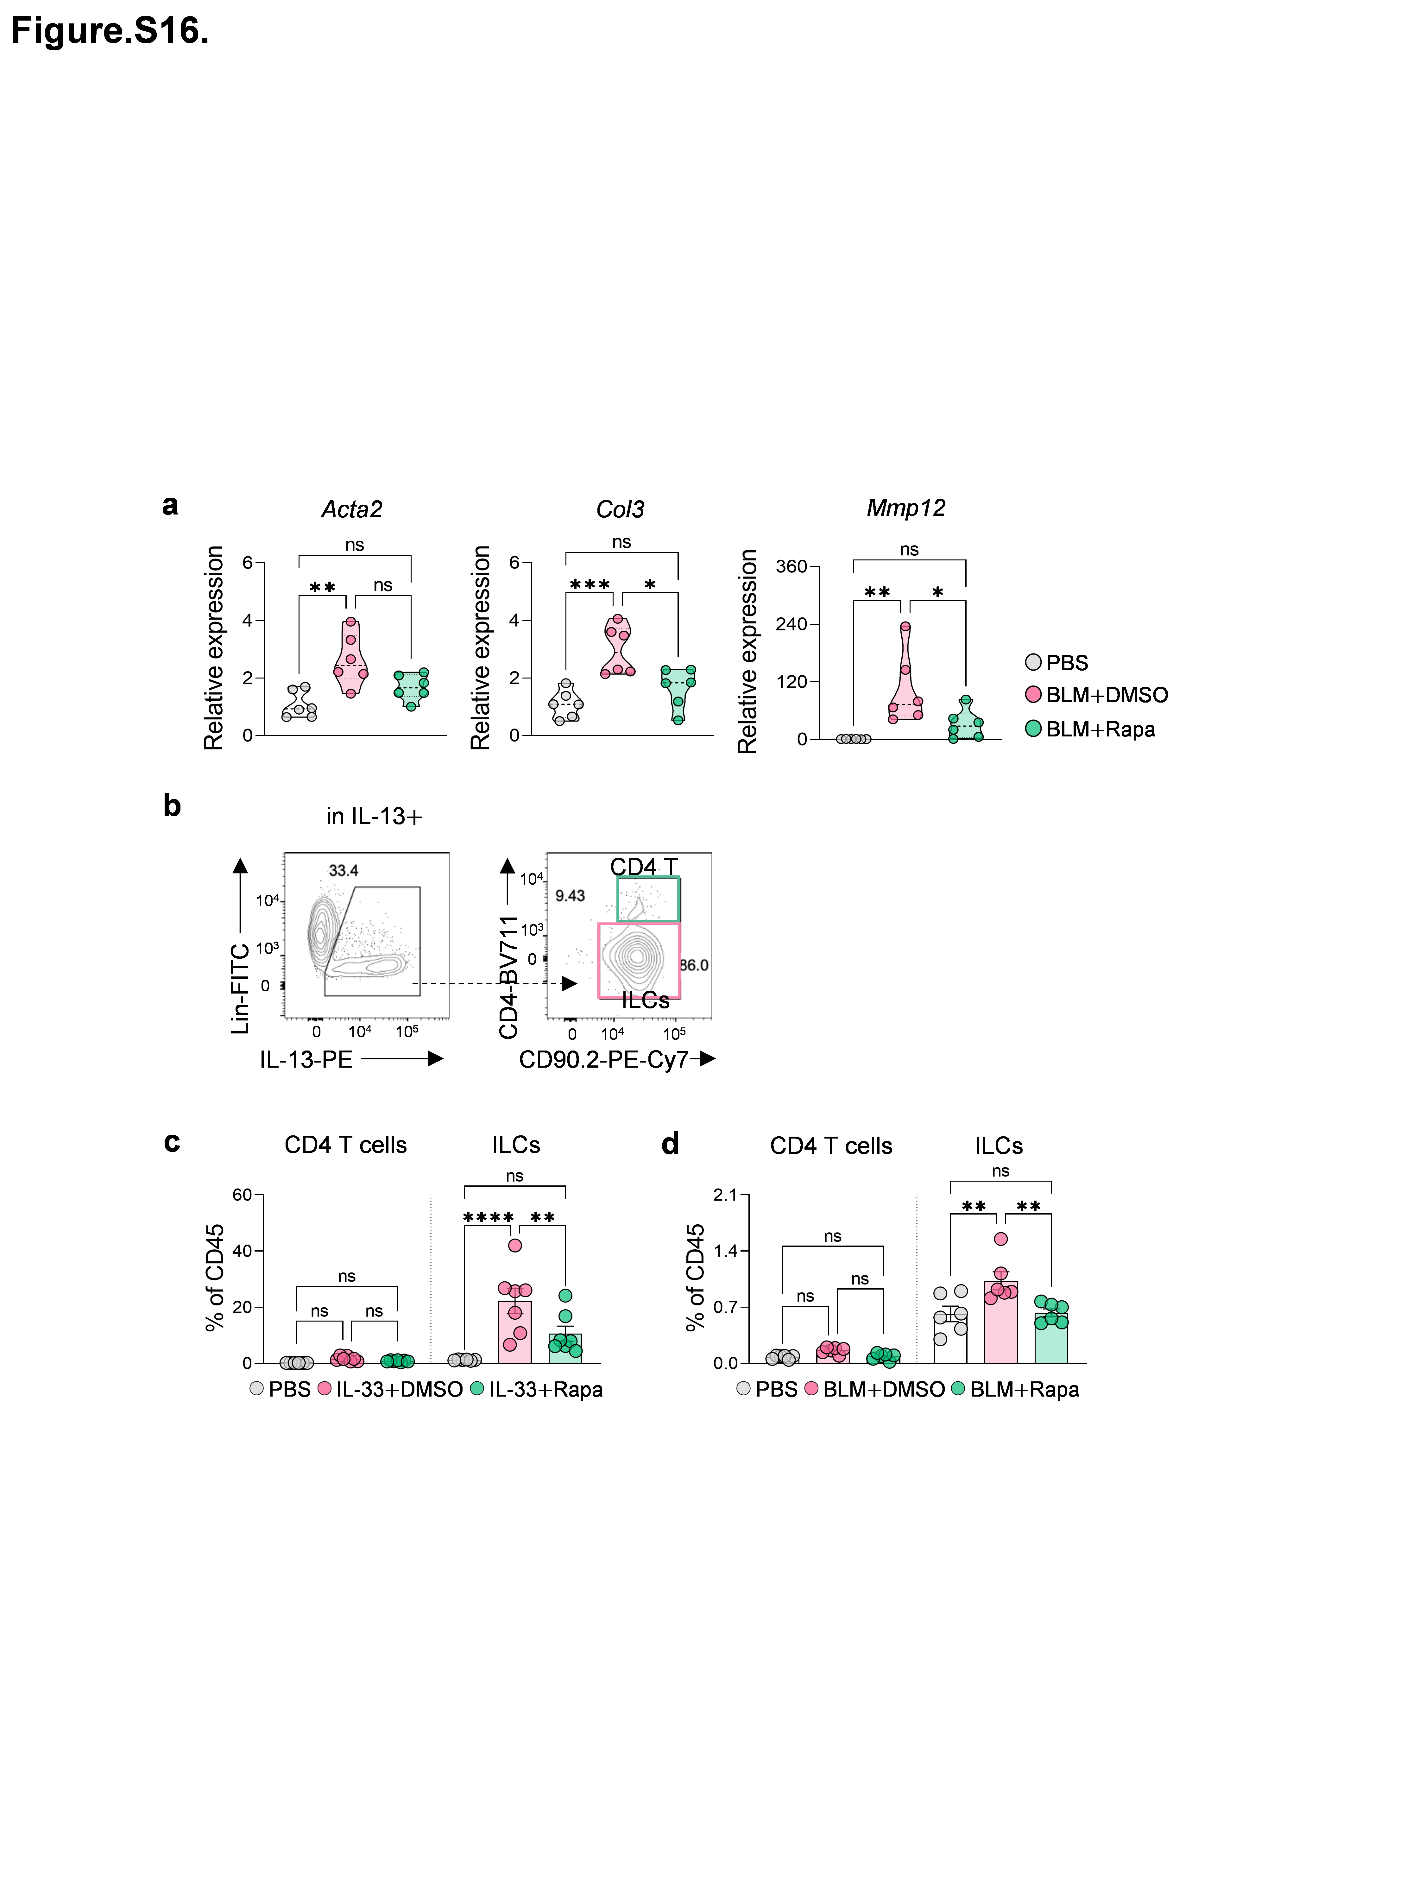
Figure. S16.

**Supplementary Fig. 16 | Rapamycin selectively reduces IL-13⁺ ILC2s and suppresses fibrosis-related gene expression.**

(a) Relative expression levels of fibrosis-associated genes (*Acta2*, *Col3a1*, and *Mmp12*) in whole lung homogenates from PBS-, bleomycin (BLM) + DMSO-, and BLM + rapamycin (Rapa) -treated mice, measured by qPCR (n=6). (b) Gating strategy for identifying IL-13⁺ CD4⁺ T cells and IL-13⁺ ILCs among lung CD45⁺ lymphocytes. (c) Frequencies of IL-13⁺ CD4⁺ T cells and IL-13⁺ ILCs in lungs of mice treated with PBS, IL-33 + DMSO, or IL-33 + Rapa (n=6–7). (d) Frequencies of IL-13⁺ CD4⁺ T cells and IL-13⁺ ILCs in BLM + DMSO vs. BLM + Rapa-treated mice (n=6). Statistical significance was determined using one-way ANOVA. Data are pooled from two to three independent experiments and presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; ns, not significant.

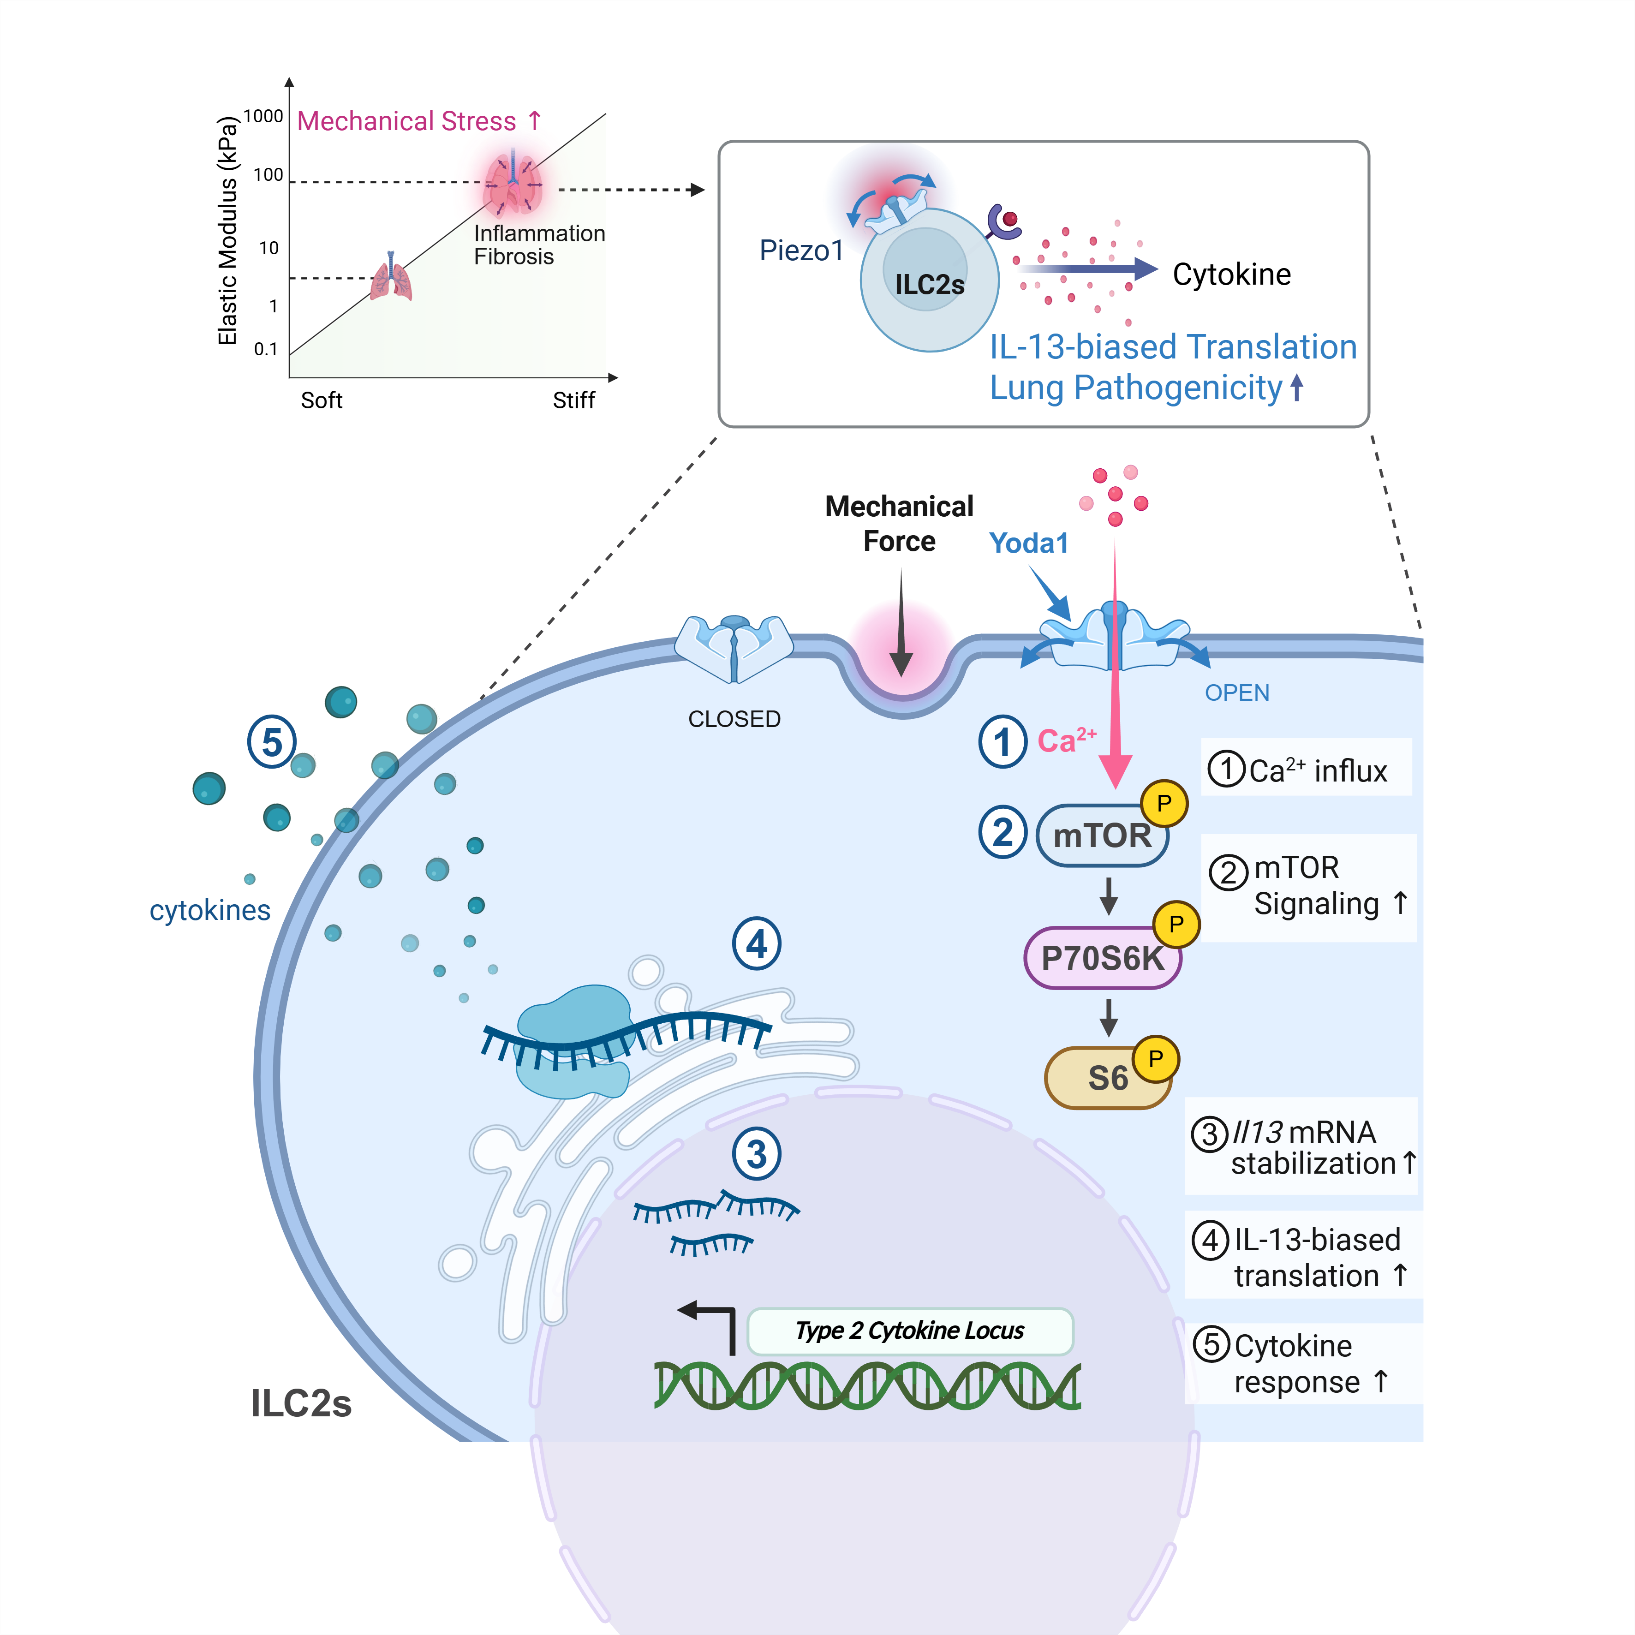
Figure. S17.

**Supplementary Fig. 17 | Schematic model of Piezo1-mediated mechanotransduction in ILC2s.**

Mechanical stress in inflamed or fibrotic lungs activates Piezo1 in ILC2s, leading to Ca²⁺ influx and mTOR pathway activation. This promotes *Il13* mRNA stabilization and IL-13–biased translation, enhancing type 2 cytokine production and contributing to lung inflammation and fibrosis.

Other Supplementary Materials for this manuscript include the following:

Captions for Movies S1 to S6

Movie S1.

Yoda1 (5$\mu$M) response in CAL-520, AM stained ILC2s without BAPTA. (Related in Figure 1d)

Movie S2.

Yoda1 (5$\mu$M) response in CAL-520, AM stained ILC2s with BAPTA. (Related in Figure 1d)

Movie S3.

Yoda1 (0$\mu$M) response in CAL-520, AM stained ILC2s. (Related in Figure S1g)

Movie S4.

Yoda1 (1$\mu$M) response in CAL-520, AM stained ILC2s. (Related in Figure S1g)

Movie S5.

Yoda1 (5$\mu$M) response in CAL-520, AM stained ILC2s. (Related in Figure S1g)

Movie S6.

Yoda1 (25$\mu$M) response in CAL-520, AM stained ILC2s. (Related in Figure S1g)

How the deposited data were processed for this re-analysis (not part of the article)

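The only samples analysed here are 8 bulk mRNA-seq libraries of cultured murine lung ILC2s, 4 treated with 5 µM Yoda1 and 4 with 0.1% DMSO for 3 h. The other experiments of the paper were not analysed here. The authors deposited raw read counts per gene symbol for each library. Their methods name FastQC, FASTX Trimmer, BBMap and Cufflinks; the libraries were made with a directional kit, and the versions of these tools, the genome build, the annotation and the strand setting of the counting are not given in the paper's text. The counts hold 23183 genes in every library, and library totals ran from 12438009 to 19534653. The counts are of reads, so intervals and floors cover counting error only. The floor was 3 counts, and no fold is given for a gene at or under it in both groups. A gene at or under the floor in DMSO libraries alone keeps its fold. Osr2, with 0 to 4 counts per DMSO library, lies near the floor and also keeps its fold.

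From the counts, genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total count 15), libraries were scaled with TMM, and the groups were compared in R 4.3.3 with edgeR 4.0.16 by the quasi-likelihood test with robust fitting and Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 fold change is its absolute value divided by the root of F. Principal components were taken from log2 CPM with a prior count of 2. Gene lists were tested with camera in limma 3.58.1 on voom-weighted values, with a preset correlation of 0.01, and with fry. The lists of calcium-responsive, ATF4 target, sterol synthesis, NK or CD8 T cell, T cell, B cell, macrophage, mast cell or basophil and sex-linked genes were also written in advance, and a heat shock list afterwards. Comparisons of single values used a two-sided exact permutation test, whose smallest p with 4 samples against 4 is 0.0286. Gene positions came from GENCODE M21 (GRCm38), in which 98.4% of the gene symbols were matched to a transcript.

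The genes named in the text are those the paper names in its text, figures and legends, Wwtr1, Camk2d, and the 5 largest increases and 5 largest decreases among genes past the threshold whose groups do not overlap. Members of other lists are named only as members of their list, and Lars2 and Eef1a1 were named after their values were seen. The alternatives were DESeq2 1.42.0, library size only, upper-quartile factors, no filter on low counts, at least 10 counts in every sample, limma-voom, the replicate number as a block, and each library left out in turn. For the PC1 share they also included genes scaled to unit variance and the 500 most variable genes. For the lists they also included fry, camera with estimated correlation, a running sum with all label permutations, ribosomal proteins or initiation factors alone, and proteasome subunits added. Alternatives that apply only to normalized values were not run, since the files hold counts.

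The tests were first tested on simulated data. Counts were drawn for 12239 genes with the means and library sizes of these samples and 200 changed genes. The edgeR test, with 12159 genes passing its filter, recovered 95.0% of the 200, and 8.65% of its calls were false. With a simulated shift of 0.1 on the log2 scale in a list of 100 genes, camera gave a p of 3.75e-09, and for an unshifted list it gave 0.810. The simulated genes were drawn independently of each other. The simulation therefore could not show how camera behaves on a list whose genes vary together.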

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

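The heat shock test was chosen only after the result was seen.

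A sample stood apart from the other 3 of its group in 9 of the 106 groups examined, where chance alone gives about 5.3. In the DMSO group, replicate 4 was high for Ccl3 (77.2 normalized CPM, the next sample 58.5) and for Ccl4 (38.5, the next 28.6). DMSO replicate 1 was high for Camk2b (4.76, the next 3.77) and Rasd2 (1.38, the next 0.887) and low for Nfatc3 (154.9, the next 169). In the Yoda1 group, replicate 3 was low for Rad50 (197.6, the next 203), high for Areg (341.8, the next 319) and farthest out on PC1 (13.6, the next 10.7), and replicate 1 was low for Mtor (84.6, the next 91.2). The same library is high for Ccl3 and Ccl4, so these are not independent. Without DMSO replicate 4, the log2 fold change of Ccl3 was 2.13 against 2.01 with it. No technical or biological cause of these single libraries was tested.

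Genes outside those the paper discusses also rose. A list of calcium-responsive immediate early genes, fixed in advance, had a median log2 fold change of 0.21, with 23 of 27 tested genes above 0 and p values of 9.68e-17 from limma's camera, 1.78e-06 from fry and 0.000295 from camera with estimated correlation. Of the 27, 15 passed the edgeR threshold and all 15 were higher. Among the members, Nr4a3 (1.50), Egr3 (1.39), Egr2 (1.38) and Fosb (1.34) rose most, while Spry1 (-0.20, the lowest), Rcan1 (0.032), Myc (-0.029), Cd69 (-0.024) and Junb (0.024) did not pass the threshold. Over the scalings and with one replicate left out, the median ran from 0.17 to 0.26. The list shares 0 genes with the 7 labelled in the volcano plot, and Nfatc1 is also among the signalling genes. Of the 35 splits of the 8 samples into 4 and 4, 1, the real one, gave a camera p as small. A bias by GC content or transcript length is argued against, since the median was 0.23 after each library's trend on them was removed, with a camera p of 5.33e-16. Stress from handling cannot be told apart with the heat shock list, whose median was 0.0010 with a camera p of 0.387 while its members went both ways (6 of 12 above 0), and of which Hspa1a (1.01) and Hspa1b (0.54) passed the edgeR threshold and rose. Calcium entry through Piezo1 is a candidate explanation that predicted this rise in advance (median 0.21). Induction by another action of Yoda1, or through a pathway that does not use calcium, stays open, since no Piezo1-deficient or calcium-chelated library was among the samples.

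Osr2 (log2 fold change 3.30, from 2.98 to 4.04 with one replicate left out) and Ocln (2.20, from 2.00 to 2.64) had the largest increases among the genes with separate groups and are not discussed in the paper. Both are counted rarely, at no more than 22 and 54 counts in any library. No explanation was tested for them.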

How the results depend on the processing

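The number of genes changed by Yoda1 was 1331 and stayed within 1.5 times of that under all 15 alternatives, from 893 to 1484 genes across the 8 fits that each left out one replicate, and 1033 with DESeq2, which shared 1019 genes with the 1331. The direction split moved with the scaling. There were 739 higher and 592 lower genes with TMM, 553 and 809 with library size only, and 505 and 958 with upper-quartile factors. The scaling's own shift of all genes was small, with a median log2 fold change of all tested genes of -0.0049 with TMM and -0.036 with upper-quartile factors. Lower genes numbered from 367 to 677 with one replicate left out, the lowest without DMSO replicate 2. Genes over 2-fold numbered 43, but 28 with DESeq2 and 25 with at least 10 counts in every sample, where fewer genes were tested, and 62 with no filter, where more were. Over the leave-one-out fits they numbered from 38 to 51. PC1 carried 34.0% of the variance with at least 10 counts in every sample, and from 30.2% to 31.6% with one replicate left out, against 29.1%.

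Il13 stayed higher and past the threshold under every alternative, from 0.27 to 0.30 over the 7 that kept all samples. Values near 0 changed sign without passing the threshold. Gata3 was -0.021 with library size only and -0.031 with upper-quartile factors, and ran from -0.031 to 0.032 with one replicate left out. Il4 ran from -0.032 to 0.10, Camk2b from -0.084 to 0.11 (and 0.00079 with no filter), and Mapk3 from -0.041 to 0.0020. Apart from Il13, Il5, Il4, Rad50, Gata3, the Camk2 genes, Taz, Wwtr1 and Yap1, and counting each of the other 40 genes once per alternative, 10 results changed in fits with all samples, 9 weaker and 1 stronger, and with one replicate left out 22 were weaker, 1 stronger and 1, Mapk3, reversed. For the changes of call or sign given here, the cause was not tested.

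The median log2 fold change of the translation initiation list was 0.062. It lost its call under fry (median 0.062, with a p of 0.155), camera with estimated correlation (median 0.062, with a p of 0.335) and an exact permutation test of a running sum (enrichment 0.511, with a p of 0.429), and with initiation factors alone the median was 0.016, with a p of 0.285. It held with one replicate left out (0.044 to 0.093), with library size only, where the median was 0.041, with upper-quartile factors, where it was 0.032 with 87 of 113 genes above 0, and with at least 10 counts in every sample, the replicate block and ribosomal proteins alone. The mRNA stability list had a camera p of 0.0518 and a median of 0.035, which fell to 0.013 (camera p of 0.131, 66 of 123 genes above 0) with library size only and to 0.0044 (camera p of 0.183, 64 of 123) with upper-quartile factors. For these lists upper-quartile factors were chosen after seeing the data. The mRNA stability list passed with proteasome subunits added (0.033, with a p of 0.0343), and in 5 of the 8 fits with one replicate left out, whose medians ran from 0.021 to 0.044.

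The replicate numbers do not pair the samples, since same-numbered samples had correlations of deviations of 0.048, 0.071, -0.028 and 0.00023. With the replicate number as a block (replicate block), 966 genes passed the threshold, 548 higher and 418 lower, 41 were over 2-fold, and Il5 had a log2 fold change of 0.14 (edgeR adjusted p = 0.0506). Depth limits genes with few counts, such as Camk2a, at 0 to 3 counts per library. Alternatives meant for normalized values were not run.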

Differences from the paper's values

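The values compared were the fold changes of Il13, Il5, Il4, Rad50, Gata3, Camk2b, Taz and Yap1 and the share of PC1. The fold change of Camk2g in Fig. 3b was not compared, since its reading was ambiguous. None of the values compared differed by the rules set before the data were examined, under the main setting or any alternative. Those rules were wide, and passed even a PC1 share of 34.0% against about 24%. The paper's folds lay between 0.93 and 1.2, so the rules could not tell such small changes from none, and no agreement is concluded. For Il13 and Il5 the paper gives bounds, above 1.2 and above 1.1, which were entered as values. Il13 was 1.23 and stayed above its bound under every alternative. Il5 was 1.10, but fell below its bound under some alternatives, such as 1.08 with upper-quartile factors. The fold change of Taz was 0.96, against about 0.96 in Fig. 3b, and that of Yap1 was 0.88, against about 0.93 in Fig. 3b, both read by eye. PC1 carried 29.1% of the variance here, against about 24% in Fig. 2a, read by eye.

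The paper states that Yoda1 did not broadly affect ILC2 signature genes. Here 8 of the 11 genes of its heatmap passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes between -0.29 and 0.67, and from 6 to 9 passed across the alternatives. The paper shows enrichment of mRNA stability and translation initiation gene sets. With lists written by hand, mRNA stability did not pass the threshold with a camera p of 0.0518, except with proteasome subunits added, with a p of 0.0343, or in 5 of the 8 fits that left out one replicate. Translation initiation passed under camera with the preset correlation with a p of 7.14e-09 but not under fry, with a p of 0.155, camera with estimated correlation or the running sum. The volcano plot labels Snora16 as lower, and here Snora16a had 0 to 3 counts per library and was not tested. The paper reports low CaMKII α, β and γ in ILC2s, from protein blots and RNA-seq. Here Camk2g mRNA lay at the 81.4th percentile of the genes tested and Camk2b at the 16.5th, while Camk2a was at or under the floor. Protein was not measured here.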

Other observations

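The tests on macrophage marker levels and on Xist and Y-linked genes were chosen only after the result was seen.

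Other splits of the 8 samples into 4 and 4 were compared with the real one. Of the 35 splits, 1, the real one, gave as many changed genes (the largest other split, DMSO replicate 1 with Yoda1 replicates 1, 3 and 4, gave 196), as many genes higher or lower, as many genes over 2-fold, or as many heatmap genes past the threshold. A camera p as small as that of the translation initiation list came from 15 of the 35 splits, and one as small as that of the mRNA stability list from 12 of them. Neither list therefore stands apart from other groupings of the same samples. For the number of changed genes, unequal depth is argued against, since 1217 genes passed after all libraries were thinned to the smallest total, and so is GC content or transcript length bias, since 1934 genes passed by limma after each library's trend was removed, against 1305 without that.

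Targets of ATF4 were lower with Yoda1. The hypothesis written in advance, that mTOR activation raises them by 3 h, predicted a rise. The list had a median log2 fold change of -0.13, with 4 of 27 genes above 0 and p values of 4.43e-09 from limma's camera, 0.000509 from fry and 0.0259 from camera with estimated correlation. The median ran from -0.16 to -0.12 over the scalings and with one replicate left out. Of the 27 genes, 11 passed the edgeR threshold, all of them lower, among them Nupr1 (-0.55), Trib3 (-0.55), Slc7a5 (-0.30) and Atf4 itself (-0.18). These values argue against a rise of ATF4 targets. Of the 35 splits, 1, the real one, gave a camera p as small. No explanation for the fall was tested, and GC content or length bias was not tested for this list. Sterol synthesis genes, for which a rise was predicted in the same way, had a median of 0.033 with a p of 0.163 from camera, 0.308 with estimated correlation and 0.0480 from fry. Of these genes 3 were higher and 2 lower past the edgeR threshold, and 10 of the 35 splits gave a camera p as small, so a rise cannot be told apart from no change because the members went both ways.

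Ccl3, Ccl4, Xcl1, Ifng and Crtam are made by NK cells and T cells as well, so a larger share of other cells in the Yoda1 libraries was weighed with marker lists. The smallest rise among the 5 genes was 1.35. The 11 tested NK and CD8 T cell markers had a median log2 fold change of 0.13 and a highest value of 0.37, and 3 of them passed the edgeR threshold (Nkg7, Eomes and Prf1, all higher). The most abundant, Prf1, went from 384 to 423 CPM, a baseline that would hide a small share, but markers with a low baseline did not rise past the threshold, such as Ncr1 (4.41 to 3.70 CPM) and Klrb1c (6.06 to 5.28 CPM). The 7 tested T cell markers had a median of 0.15, and the most abundant, Cd3g, went from 46.8 to 52.2 CPM. The 5 tested mast cell and basophil markers had a median of -0.00021, with Kit, the most abundant, at 78.99 and 75.3 CPM, Mcpt8 at 2.00 and 2.40 CPM and a highest log2 fold change of 0.74 (Hdc, edgeR adjusted p = 0.160). The 3 tested B cell markers had a median of 0.070. No macrophage marker had a mean above 2.64 CPM in the Yoda1 libraries, against a rise of 186 CPM in Ccl3. These values argue against more of these cells as the source of the rise. Induction within ILC2s, or in a small share of other cells already present, stays open, since the libraries are bulk.

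Xist and Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) were counted in every library, and 0 of these 5 sex-linked genes passed the edgeR threshold (1 had an unadjusted p under 0.05; median log2 fold change 0.0044). The Y-linked share of their summed counts ran from 4.43% to 4.64% in the DMSO libraries and from 4.62% to 5.40% in the Yoda1 libraries. Among the Yoda1 libraries, only replicate 2, at 4.62%, did not lie above every DMSO library. A chi-square test over the 8 libraries gave p = 3.65e-06, but it sets the spread between single libraries against counting noise alone, so whether the libraries came from one mixture of male and female mice or from separate mixtures cannot be told apart. The common biological coefficient of variation between samples of a group was 0.0432.

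The gene listed as Taz, on chromosome X in GENCODE M21, is a different gene from Wwtr1 on chromosome 3, which RefSeq lists with Taz as a synonym. Fig. 3b plots a gene labelled Taz. Its fold change here was 0.96, and that of Wwtr1 was 1.14.

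Of the mechanosensitive channels the paper examines in other data, Piezo1 was at 310 ± 13.1 CPM with DMSO and 323 ± 17.6 with Yoda1 (SD, n = 4 each), and Trpv2 at 148 ± 4.87 and 142 ± 3.80. Their log2 fold changes were 0.056 and -0.060 (edgeR adjusted p = 0.407 and adjusted p = 0.339). Exons of the opposite-strand gene Ctu2 overlap Piezo1. Trpv4 had at most 7 counts in any library, and Piezo2, Trpv1, Trpv3, Trpv5 and Trpv6 at most 3. Lars2 took between 0.433% and 0.860% of the counts of a library. Il2ra and Il7r mRNA were not lower with Yoda1 (log2 fold changes 0.086 and 0.11), while the paper's flow cytometry shows lower CD25 and CD127. Among signalling genes, Nfatc2 was lower (log2 fold change -0.28, edgeR adjusted p = 0.000833) and Nfatc1 was higher (0.15, edgeR adjusted p = 0.0346), although the call for Nfatc1 was lost with DESeq2 (adjusted p = 0.0594) and in 5 of the 8 fits that left out one replicate, and its adjusted p ran from 0.0177 to 0.0903 over the settings that kept all samples. Of the 12 signalling genes 3 passed over all genes tested and 5 adjusted over the list alone.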
